# VTA dopamine neurons are hyperexcitable in 3xTg-AD mice due to casein kinase 2-dependent SK channel dysfunction

**DOI:** 10.1038/s41467-024-53891-1

**Published:** 2024-11-08

**Authors:** Harris E. Blankenship, Kelsey A. Carter, Kevin D. Pham, Nina T. Cassidy, Andrea N. Markiewicz, Michael I. Thellmann, Amanda L. Sharpe, Willard M. Freeman, Michael J. Beckstead

**Keywords:** Ion channels in the nervous system, Alzheimer's disease, Neuronal physiology

## Abstract

Alzheimer’s disease (AD) patients exhibit neuropsychiatric symptoms that extend beyond classical cognitive deficits, suggesting involvement of subcortical areas. Here, we investigated the role of midbrain dopamine (DA) neurons in AD using the amyloid + tau-driven 3xTg-AD mouse model. We found deficits in reward-based operant learning in AD mice, suggesting possible VTA DA neuron dysregulation. Physiological assessment revealed hyperexcitability and disrupted firing in DA neurons caused by reduced activity of small-conductance calcium-activated potassium (SK) channels. RNA sequencing from contents of single patch-clamped DA neurons (Patch-seq) identified up-regulation of the SK channel modulator casein kinase 2 (CK2), which we corroborated by immunohistochemical protein analysis. Pharmacological inhibition of CK2 restored SK channel activity and normal firing patterns in 3xTg-AD mice. These findings identify a mechanism of ion channel dysregulation in VTA DA neurons that could contribute to behavioral abnormalities in AD, paving the way for novel treatment strategies.

## Abstract (web summary)

Recent studies unexpectedly indicate involvement of ventral tegmental area dopamine neurons in Alzheimer’s disease (AD). Here, the authors identified the enzyme casein kinase 2 as a mechanistic link between abnormal firing activity and AD pathology.

## Introduction

Ninety-eight percent of Alzheimer’s disease (AD) patients experience neuropsychiatric symptoms ranging from anxiety to clinical depression^1^. These conditions cannot be fully accounted for by the cortical and hippocampal degeneration typically associated with AD and are consistent with subcortical dysregulation. Recent findings from preclinical AD models include fewer tyrosine hydroxylase positive (TH^+^) neurons commensurate with decreased dopamine (DA) release^2^, aberrant DA neuron firing patterns^3,4^, and increased DA receptor expression, particularly in the ventral tegmental area (VTA)^5^. However, investigations into single-neuron activity and changes in cellular physiology during disease progression are sparse^3,4,6–9^ and predominantly limited to studies of cortical and hippocampal pathophysiology in amyloid-only models during prodromal stages of the disease.

VTA dopaminergic neuron projections to the cortex contribute to episodic memory formation^10–12^ while subcortical projections, particularly to the nucleus accumbens (NAc), encode reward, motivation, and aversion^13,14^. While tests of cognition^2^ and locomotion^5^ are common in the preclinical AD literature, reward learning is largely unexplored. Reward-based behaviors rely on both tonic extracellular DA regulated by basal firing of dopaminergic neurons and phasic release of DA mediated by burst firing^15–17^. In the substantia nigra pars compacta (SNc), autonomous firing of DA neurons is central to the initiation of degeneration in Parkinson’s disease (PD)^18–22^. Conversely, in AD, the mesocorticolimbic system (i.e., the VTA) seems to be preferentially affected over the nigrostriatal pathway^2,23,24^. Distinct biophysical mechanisms underlie firing patterns in the SNc and VTA^16,25^, potentially contributing to the selectivity of neurodegenerative diseases within DA neuron subpopulations. Ion channels govern the electrophysiological properties of excitable cells, and hippocampal neurons exhibit aberrant ion channel function and action potential generation in AD models^26,27^. As single neurons are the computational units of the brain, determining physiological alterations of individual cell populations in early AD is central for understanding disease pathophysiology and for identifying potential therapeutic targets.

Here, using the amyloid + tau-based triple-transgenic 3xTg-AD mouse model (3xTg)^28,29^, we describe deficits in reward-based learning that prompted an investigation into firing and ion channel function in single VTA DA neurons. We observed hyperexcitability of DA neurons caused by decreased small-conductance calcium-activated potassium (SK) channel currents in 3xTg compared to age-matched control mice. This was driven by SK-bound casein kinase 2 (CK2), which decreases the calcium binding affinity of calmodulin (CaM) and effectively reduces SK channel activation by calcium. Importantly, pharmacological inhibition of CK2 was sufficient to restore basal firing rate and regularity in 3xTg DA neurons. These results reveal a noncanonical deficit in dopaminergic behavior and single cell physiology that hinges on hyperactivity of a single AD-associated enzyme, CK2, implicating it as a potential therapeutic target for AD.

## Results

### Reinforcement learning is impaired in 3xTg-AD mice

3xTg mice carry homozygous transgenes for the human amyloid precursor protein mutant APP_Swe_, tau_P301L_, and PS1_M146V_, all of which are linked to familial neurodegeneration. These mice accumulate both extracellular beta-amyloid (Aβ) and intracellular hyperphosphorylated tau^28^ in a stereotyped manner. Cognitive learning deficits begin to emerge in 3xTg mice at four to six months of age^30^. In the 3xTg hippocampus, Aβ plaques are present by six months^29^, and hyperphosphorylated tau is detectable by twelve months of age^29^ (https://modeladexplorer.org/). This stereotyped pathological progression provides the framework for explorations of neuronal dysfunction in an established model of familial AD.

AD patients suffer from deficits in motivation-based appetitive behaviors that could indicate a central role for VTA DA neurons^23^. To determine whether 3xTg mice display behavioral impairment in operant reward learning, we assessed acquisition of an operant task to gain access to palatable chocolate-flavored pellets in non-food restricted 3-, 6-, and 12-month-old 3xTg and wildtype (WT) mice (Fig. 1a), a task previously shown to rely on NAc DA^31–33^. All WT mice tested at all three ages successfully acquired the operant task. However, 3xTg mice at 6- and 12-months exhibited slower learning of the task, and several mice were unable to learn the task at all, especially at the 12-month time point (Fig. 1b). Raster plots of nose poke responding on day 1 of training for individual mice that eventually learned the task show less responding over the 3-h session compared to WT mice, although some 3xTg mice did exhibit responding similar to WT mice (Fig. 1c). Among the mice who acquired the task, there was no main effect of age or genotype on the mean number of pellets earned during a session (Supplementary Fig. 1a) or on motivation to gain access to the reinforcer, as measured by progressive ratio breakpoint (Supplementary Fig. 1b). One potential explanation for impaired instrumental learning would be if 3xTg mice exhibited decreased locomotor activity. However, in line with previous reports^5,34^, we detected increased locomotion in 3- and 12-month-old 3xTg mice (Fig. 1d–g) assayed by total distance traveled (Fig. 1h). Additionally, 3xTg mice also spent significantly more time in the center of the locomotor area, which could suggest an increase in exploratory behavior or a decrease in anxiety-like behavior (Fig. 1i)^35^. To further investigate these clear deficits in reward learning^31^ in 3xTg mice, we next aimed to probe the physiological properties of single DA-releasing neurons in the VTA.

**Fig. 1:**
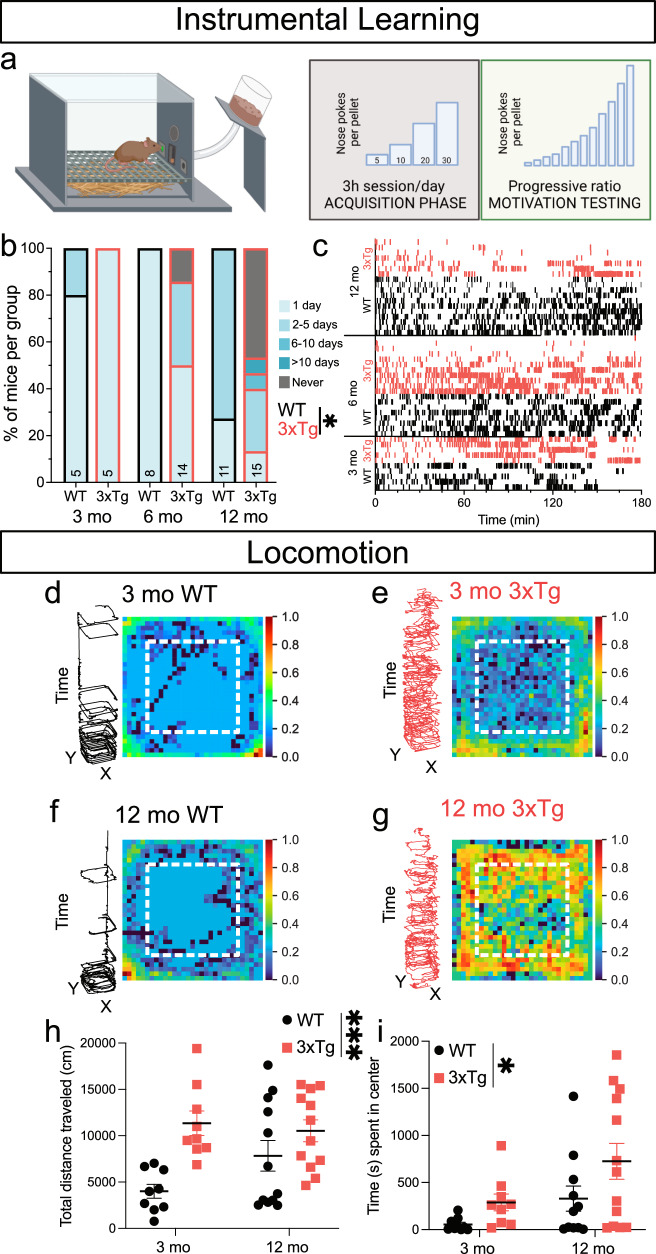
Instrumental reward learning is age-dependently impaired in 3xTg mice. **a** Schematic of procedure used for operant self-administration of palatable food pellets. **b** 3xTg mice acquired operant self-administration of palatable pellets more slowly than WT mice (main effect, *P* = 0.0106, *F*_1,52_ = 7.034) with the greatest effect between genotypes at 12-mo (two-tailed Sidak’s multiple comparison, *P* = 0.0003). **c** Raster plots showing correct side nose poke responding (vertical ticks along the x-axis) on day 1 of training for individual mice (by row) that eventually acquired self-administration. While there was considerable variation within the 3xTg groups, overall they showed less responding on day 1 compared to WT mice. **d**–**g** Representative locomotor data from individual 3- and 12-mo WT and 3xTg mice during the first thirty minutes in the chamber, stratified by time (tornado plots) and heatmap localization (residency plots). **h** 3xTg mice locomote significantly more than WT mice over the 1-h session (two-way ANOVA, main effect of genotype, *P* = 0.0006, *F*_1,38_ = 13.84, *n* = 42 mice) which was most dramatic at 3 mo (*P* = 0.0018, two-tailed Sidak’s). **i** 3xTg mice spent significantly more time in the center of the chamber during the 1-h session than WT mice (two-way ANOVA, main effect of genotype, *P* = 0.0365, *F* = 1,38 = 4.699, same animals as in **h**). Residency plot scalebars represent log-transformed data rescaled between minimum and maximum values. Error bars represent standard error. Source data are provided as a Source Data file. Created in BioRender. Beckstead, M. (2023) BioRender.com/p21u763.

### 3xTg DA neurons exhibit increased firing rate and irregularity

While DA release can occur independent of somatic activity^36,37^, alterations in intrinsic DA neuron physiology are sufficient to affect reinforcement learning^38^. To examine the physiological properties of VTA DA neurons across the lifespan and in response to amyloid and tau expression, patch clamp recordings were made in brain slices from WT and 3xTg mice at 3, 6, 12, and 18 months of age. In rodent brain slices, VTA DA neurons spontaneously fire in a slow (0.5–4 Hz), pacemaker-like pattern^39^. Using the cell attached configuration (Fig. 2a) to assess spontaneous firing without disrupting intracellular contents, we observed increased spontaneous firing frequency in 3xTg mice compared to age-matched controls (Fig. 2b). 3xTg mice also displayed lower firing rhythmicity as indicated by an elevated coefficient of variation (CV) of inter-spike intervals (ISI; Fig. 2c). While the CV of the ISI was high throughout the lifespan, the increase in firing rate exhibited an inverted-U shape, peaking at 12 months before declining to WT frequency at 18 months (Fig. 2b). Since the ionic mechanisms that control pacemaking overlap with those governing a shift to burst firing VTA DA neurons^15,40^, we next sought to determine how 3xTg neurons responded to electrical input.

**Fig. 2:**
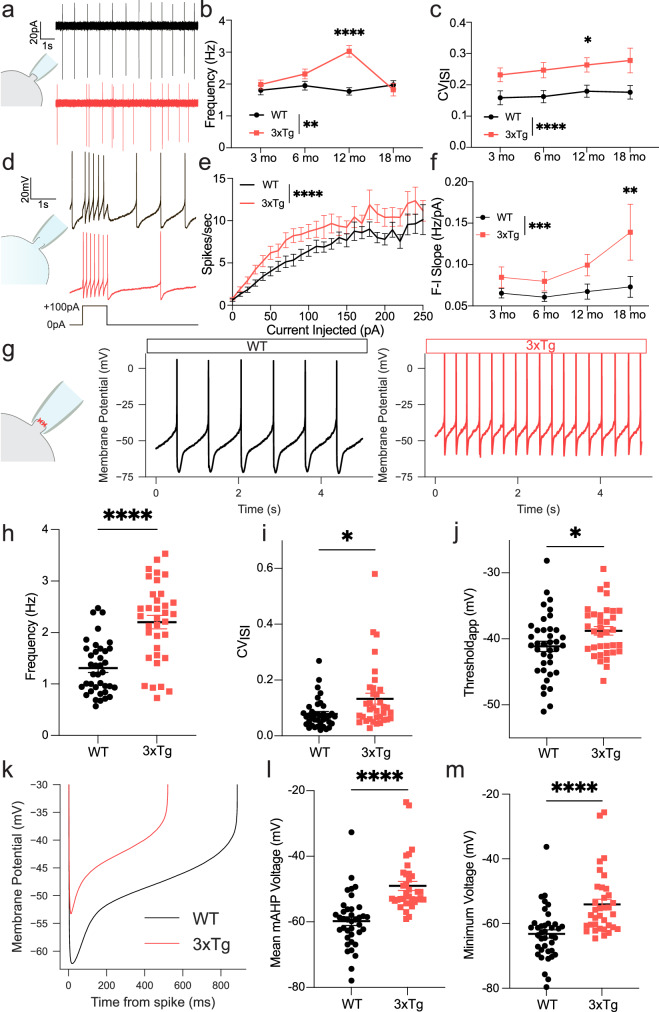
3xTg DA neurons display increased firing rate with decreased regularity. **a** Cell-attached recording and 10 s representative traces of spontaneous firing from 12 mo WT (black) and 3xTg (red) mice. **b** Mean spontaneous firing rate for WT and 3xTg DA neurons (cells/mice, WT: 3 mo 64/12, 6 mo: 64/14, 12 mo 76/17, 18 mo 43/7; 3xTg: 3 mo 75/6, 6 mo 73/8, 12 mo 88/22, 18 mo 35/6; two-way ANOVA *F*_genotype_ = 9.236, *P* = 0.0025; *F*_age_ = 3.878, *P* = 0.0092; *F*_interaction_ = 5.943, *P* = 0.0005), with the largest rate increase at 12 mo (two-tailed Sidak’s, *P* < 0.0001). **c** Mean coefficient of variation of the ISI (CV_ISI_) for the same cells (two-way ANOVA, *F*_genotype_ = 19.64, *P* < 0.0001) were different between 3xTg and WT at 12 mo (two-tailed Sidak’s, *P* = 0.0214). **d** Whole-cell recording and representative traces of 100 pA, 1 s current injection in WT (black) and 3xTg (red) mice. **e** Averaged frequency/current (F/I) curves from 12 mo WT and 3xTg mice (two-way ANOVA, WT = 24 cells, 10 mice; 3xTg = 31 cells, 8 mice; *F*_genotype_ = 54.56; *P* < 0.0001, *F*_current injection_ = 18.48, *P* < 0.0001). **f** Hypersensitivity of 3xTg DA neurons measured as the F/I slope from 0 to 60 pA (cells/mice, WT: 3 mo 36/5, 6 mo 35/8, 12 mo 24/6, 18 mo: 34/7; 3xTg: 3 mo 35/3, 6 mo 17/5, 12 mo 32/7, 18 mo 17/3; *F*_genotype_ = 13.71, *P* = 0.0003; *F*_age_ = 2.692, *P* = 0.0471), with a significant increase in sensitivity at 18 mo in 3xTg DA neurons (two-tailed Sidak’s, *P* = 0.0044). **g** Gramicidin perforated-patch recording and representative traces from WT (black) and 3xTg (red) mice. **h** 3xTg neurons showed increased firing frequency (WT 38/10, 3xTg 35/8; two-tailed Mann–Whitney, *P* < 0.0001, *U* = 240), and **(i**) increased CV_ISI_ (two-tailed Mann–Whitney, *P* = 0.0114, *U* = 437). **j** Depolarized apparent threshold in 3xTg DA neurons (two-tailed *t*-test, *P* = 0.0247, *t* = 2.295). **k** Grand averages of ISI voltage trajectories for WT and 3xTg cells. **l** Depolarized mean medium after-hyperpolarization voltage (mAHP, two-tailed Mann–Whitney, *P* < 0.0001, *U* = 168), and **m**. minimum ISI voltage (two-tailed Mann–Whitney, *P* < 0.0001, *U* = 168) in 3xTg DA neurons. Cells in (**i**–**m**) are the same as in (**h**). Error bars represent standard error. Raw data provided as a Source Data file.

In vivo, glutamatergic afferents drive VTA DA neuron burst firing in response to reward-predictive cues^41^. These synaptic connections are severed in ex vivo brain slice preparations, and DA neurons do not typically burst under basal conditions. Somatic current injection can mimic burst activity and provide insight into how DA neurons respond to excitatory input^15^. Using whole-cell current-clamp recordings, we next applied a series of current steps (0–250 pA) to generate frequency–current (*F*–*I*) curves for WT and 3xTg mice of all four ages (Fig. 2d, e). 3xTg DA neurons were hypersensitive to current injection, as quantified by the slope of F-I curves, or gain (Fig. 2f). To further assess the effects on firing, we employed the minimally-invasive gramicidin perforated patch recording technique to produce stable, long-duration recordings while maintaining electrical access to the cell. Focusing on 12-month-old mice, we again observed a robust increase in frequency and irregularity in pacemaking 3xTg DA neurons (Fig. 2g–i). Additionally, in this recording configuration, we were able to detect a significant depolarization of the apparent spike threshold in spontaneously firing 3xTg DA neurons (Fig. 2j), but no change in the spike width (WT: 1.488 ± 0.0025 ms, 3xTg: 1.488 ± 0.0040 ms, P = 0.9781), suggesting high threshold calcium channels and action potential repolarization mechanisms are unaltered^42^. To test whether altered firing generalized to other catecholaminergic neurons, we also recorded from two additional populations: locus coeruleus (LC) norepinephrine (NE)-releasing neurons (Supplementary Fig. 2) and SNc DA neurons. Both of these neuron types exhibit spontaneous firing activity that is governed by similar ion channel conductances to those of VTA neurons^43^, in addition to the LC being the site of the earliest observed hyperphosphorylated “pretangle” tau in humans^44^. While a recent study showed subtle in vivo firing pattern changes in LC NE neurons of mutant tau expressing mice^45^, we did not detect changes in spontaneous firing rate (Supplementary Fig. 2a, b), firing fidelity (Supplementary Fig. 2c), or somatically-evoked firing (Supplementary Fig. 2d–f) in LC NE neurons from 12-month-old 3xTg mice. In the SNc, we also detected no alterations in spontaneous firing rate or CV of ISI in 12-month-old 3xTg mice (Supplementary Fig. 3a–d). Furthermore, evoked firing in 3xTg mice (Supplementary Fig. 3e–g) was similar to that of WT mice. These findings are consistent with a prior report of preserved SNc DA neuron function in an amyloid-only model of AD^2^. Thus, VTA DA neurons appear to be uniquely susceptible among multiple populations of catecholaminergic neurons in 12-month-old 3xTg mice.

The biophysical properties responsible for slow spontaneous firing of midbrain DA neurons are extremely well characterized. In the VTA, the two major outward currents are carried by A-type potassium (Kv4.3)^46–48^ and SK (largely SK3) channels^40,49–51^, which interact across the ISI to maintain a stable firing cycle. We sought to determine how ISI dynamics in VTA DA neurons differ between WT and 3xTg mice. Inter-spike voltage trajectories were collected and averaged for both genotypes (Fig. 2k). The mean medium afterhyperpolarization (mAHP) voltage was depolarized in DA neurons from 3xTg mice (Fig. 2l) as was the minimum voltage of the ISI (Fig. 2m). The mAHP is governed largely by action potential mediated influx of calcium and subsequent activation of SK channels^52^. Indeed, the reduced mean mAHP and minimum ISI voltages in 3xTg mice were highly reminiscent of data we recently described in the SNc following a partial block of SK channels using apamin^53^, and a depolarized threshold may be secondarily linked to SK channels through sodium channel inactivation^50,54^. Thus, we next aimed to determine whether SK channel activity is altered in 3xTg VTA DA neurons.

### SK channel dysfunction underlies aberrant firing

SK channels are activated by calcium influx through voltage-gated channels and subsequent calcium-induced calcium release^4,55,56^. SK activity can be measured as an afterhyperpolarization (tail) current in SNc and VTA DA neurons following a depolarizing voltage step^54,57,58^. A decrease in this tail current has been previously reported in VTA DA neurons from 6-month-old Tg2576 mice (which have the APP_Swe_ mutation)^4^. To first confirm that the tail current is generated by the SK channel, we applied a saturating concentration of the selective SK channel inhibitor apamin (100 nM) to WT VTA DA neurons (Supplementary Fig. 4). Apamin rapidly and consistently decreased the amplitude of the tail current from an average of 329.4 to 109.8 pA (Supplementary Fig. 4b,c). We therefore assessed tail currents using the same protocol (100 ms depolarizing step from –72 to −17 mV) in DA neurons from 3-, 6-, 12-, and 18-month-old WT and 3xTg mice (Fig. 3a). We observed markedly smaller tail current amplitudes (Fig. 3b) and area under the curve (AUC; Fig. 3c) in 3xTg versus WT mice. There was also a significant main effect of age on both measures (Fig. 3b, c). In contrast, we did not detect any change in the tail current AUC or maximal amplitude in LC NE neurons (Supplementary Fig. 2g–i) or SNc DA neurons (Supplementary Fig. 3h, i) from 12-month-old 3xTg mice, again demonstrating selectivity for VTA DA among catecholaminergic neuron populations.

**Fig. 3:**
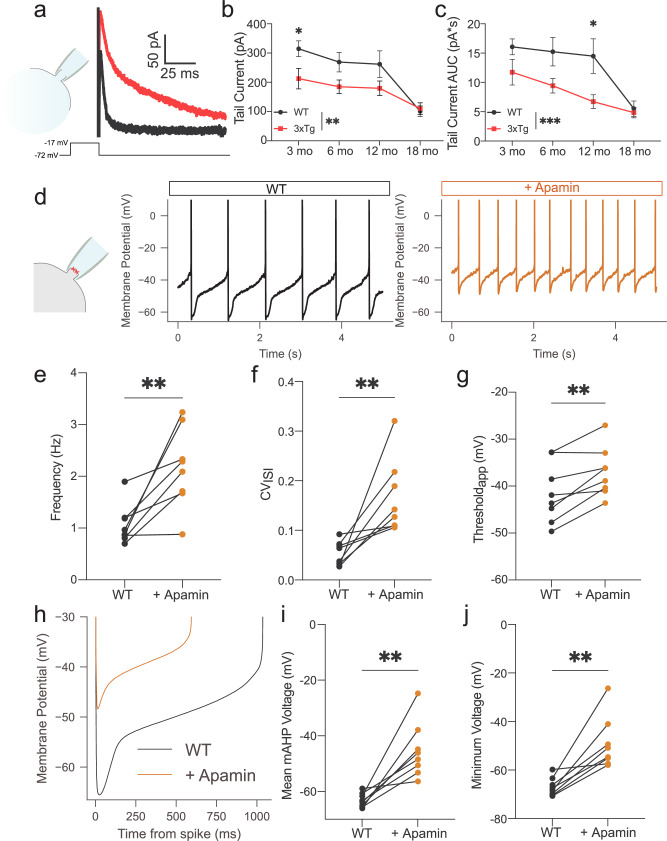
SK channel inhibition in WT neurons recapitulates the 3xTg phenotype. **a** Representative traces of the tail current in response to a 100 ms depolarization step to –17 mV from *V*_hold_ (–72 mV) in the whole-cell configuration. **b** Reduced tail current maximal amplitude (cells/mice, WT: 3 mo 66/7, 6 mo 25/7, 12 mo 20/6, 18 mo 37/6; 3xTg: 3 mo 42/3, 6 mo 40/8, 12 mo 42/7, 18 mo 28/6; two-way ANOVA *F*_genotype_ = 8.743, *P* = 0.0034; *F*_age_ = 10.57, *P* < 0.0001) and (**c**) area under the curve (AUC, *F*_genotype_ = 13.79, *P* = 0.0002, *F*_age_ = 10.03, *P* < 0.0001) in 3xTg DA neurons. **d** Perforated-patch recordings from spontaneously firing WT cells at baseline (black) and in the presence of apamin (1−3 nM; orange). **e** Increased firing fr**e**quency (*n* = 8 neurons, 6 mice; two-tailed Wilcoxon, *P* = 0.0078, *W* = 36.00) and **f** CV_ISI_ (two-tailed Wilcoxon, *P* = 0.0078, *W* = 36.00) in presence of apamin. **g** Depolarized apparent spike threshold in response to apamin (paired two-tailed *t*-test, *P* = 0.0050, *t* = 4.031). **h** ISI voltage trajectory averages. The effect of apamin is reminiscent of the trajectories from 3xTg neurons (panel **2k**). **i** Depolarized mAHP (paired two-tailed *t*-test, *P* = 0.0022, *t* = 4.722) and (**j**) absolute minimum ISI voltages (paired two-tailed *t*-test, *P* = 0.0018, *t* = 4.853) in apamin. Error bars represent standard error. Source data are provided as a Source Data file.

To determine whether partial block of SK channels recapitulates the physiological abnormalities seen in 3xTg mice, we applied a low concentration of apamin (1−3 nM) to spontaneously firing VTA DA neurons from 12-month-old WT mice in the perforated patch configuration (Fig. 3d). We observed an increase in firing rate (Fig. 3e) and CV of ISI (Fig. 3f) similar to what is observed in 3xTg neurons. Moreover, the ISI dynamics of spontaneously firing VTA DA neurons mimicked those from 3xTg mice (Fig. 3h), with mean mAHP voltage (Fig. 3i), minimum ISI voltage (Fig. 3j), and spike threshold (Fig. 3g) all depolarized. These data are consistent with SK channel involvement in the physiological abnormalities of VTA DA neurons in 3xTg mice.

SK channel dysfunction in VTA DA neurons has previously been linked to deficits in attention gating, possibly due to reduced effects on NMDA receptor-mediated currents^58^. We therefore sought to determine if similar behavioral abnormalities could be observed in 3xTg mice (Supplementary Fig. 5a). Using a Pavlovian attention task, both 3xTg and WT mice were able to learn to discriminate between cue tones that predicted a high (100%) and low (12%) probability for food reward, as indicated by a decreased latency to enter the food receptacle following the high-probability tone compared to the low-probability tone (Supplementary Fig. 5b). On a subsequent test day, the trials were randomly alternated between the high-probability tone and a compound stimulus consisting of a flashing light (novel stimulus) concurrently presented with the high-probability tone. In response to the novel stimulus distractor, all mice in early trials increase the latency to enter the food receptacle compared to the high-probability tone alone, and over trials shifted their attention away from the novel stimulus to retrieve the pellet in the same time as the high-probability tone alone. The WT and 3xTg mice performed similarly in response to the novel stimulus, suggesting no apparent deficit in attention gating in 3xTg mice (Supplementary Fig. 5c). We next tested whether SK channel modulation of NMDA receptor currents was affected in 3xTg mice^58^. In whole-cell voltage clamp, we evoked NMDA receptor-mediated excitatory post synaptic currents (EPSCs) in brain slices from 12-month-old mice and applied the SK channel inhibitor apamin. Consistent with the prior report, apamin increased NMDA receptor-mediated currents in WT DA neurons (Supplementary Fig. 6a, b). Additionally, the effect of apamin was absent in cells from 3xTg mice (Supplementary Fig. 6c), consistent with dysregulation of SK channels in 3xTg DA neurons.

It’s unclear why established effects of SK channel dysfunction in individual VTA neurons do not translate to deficits in attention gating in 3xTg mice. One possibility is that 3xTg mice may exhibit Wallerian-like degeneration, a process where axons die-back prior to neuron death. A previous report suggested denervation may occur in the ventral striatum of Tg2576 mice^2^, using TH and dopamine transporter (DAT) expression as proxies for dopaminergic axons in the region. Using a similar immunohistochemical approach, we observed a significant decrease in TH and DAT staining in the ventral striatum of 3xTg mice compared to WT at 12 months of age (Supplementary Fig. 7a–c). Interestingly, we also detected a decrease in TH staining in the VTA, but no decline in the total number of TH^+^ cells (Supplementary Fig. 7d–f), in contrast to reports from the Tg2576 amyloid-only model^2^. These results suggest DA neurons may lose neurites prior to cell death in the VTA of 3xTg mice, potentially minimizing the direct link between somatic hyperexcitability and DA output.

Beyond SK, deficits in other potassium channels in DA neurons can also result in hyperactivity and altered instrumental conditioning, including Kv4.3/A-type potassium channels (I_A_)^38^. I_A_ limits the rate of pacemaker firing in VTA DA neurons by slowing depolarization across the ISI^46,47,59^. To test for possible alterations in 3xTg mice, we used whole-cell voltage-clamp recordings to isolate I_A_ using a series of voltage steps (Supplementary Fig. 8a)^47,48,59^. Neither I_A_ amplitude (Supplementary Fig. 8b) nor decay time constant (Supplementary Fig. 8c) differed between WT and 3xTg VTA DA neurons, nor was there a difference observed in SNc DA neurons (Supplementary Fig. 3j, k). This suggests I_A_ is unaltered in midbrain DA neurons of 3xTg mice.

### 3xTg VTA DA neurons display decreased sensitivity to NS309

Positive allosteric modulators of SK channels have previously been shown to safeguard neurons from neurotoxic insults in degenerative models^60,61^. We next tested the sensitivity of VTA DA neurons by applying the selective SK channel positive allosteric modulator NS309 (1 µM) in perforated-patch recordings of WT (Fig. 4a) and 3xTg VTA DA neurons (Fig. 4b)^53,62^. NS309 reduced firing rate in WT (–35.5% ± 13.5%), but not 3xTg neurons (–10.7% ± 16.2%, Fig. 4c). However, it had no significant impact on the CV of the ISI in either genotype (Fig. 4d), contrary to our recent findings in SNc neurons^53^. Further analysis of ISI dynamics revealed that voltage trajectories in WT neurons (Fig. 4e) appeared to be more sensitive than 3xTg neurons (Fig. 4f). NS309 significantly hyperpolarized the average mAHP (Fig. 4g) and the minimum ISI voltage (Fig. 4h) in WT but not 3xTg VTA DA neurons. These data suggest that SK channels in 3xTg mice might be less sensitive to positive allosteric modulation by NS309.

**Fig. 4:**
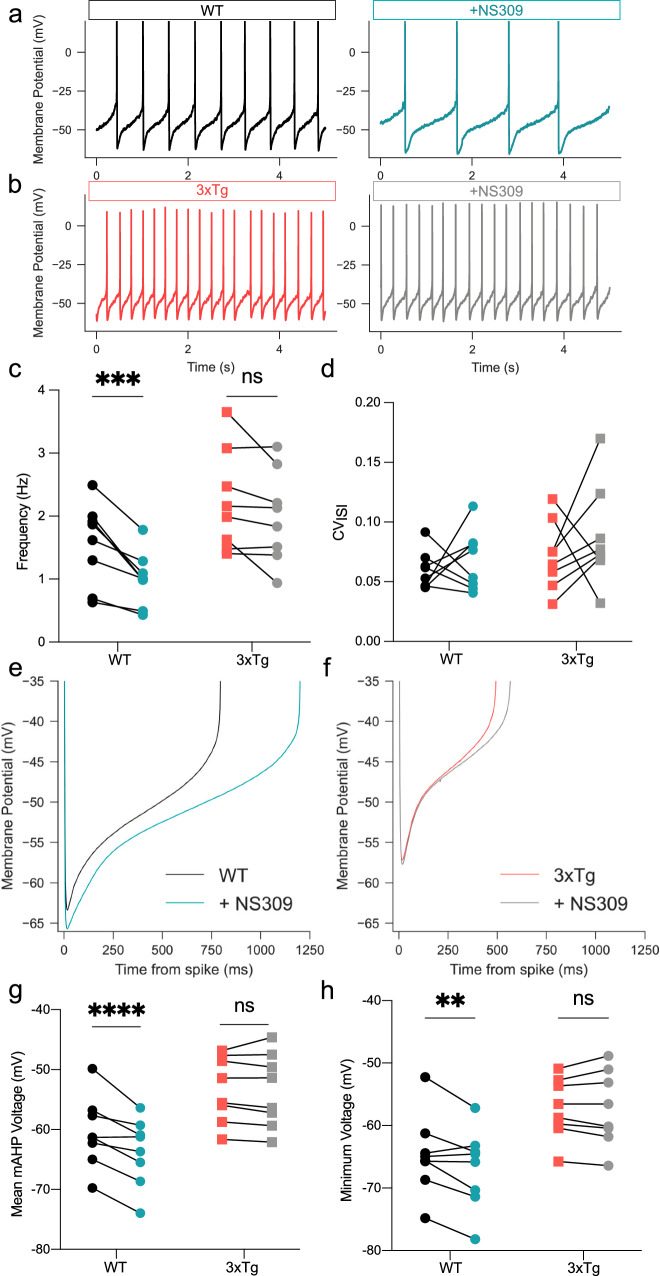
NS309 efficacy is decreased in 3xTg DA neurons. **a** Representative traces of WT DA neuron pacemaking in control aCSF (black) and in the presence of NS309 (1 µM) (blue). **b** Representative traces of 3xTg DA neurons in control aCSF (red) and in NS309 (gray). **c** Firing frequency was decreased by NS309 (two-way RM ANOVA, *F*_NS309_ = 15.27, *P* = 0.0058; *F*_genotype_ = 5.872, *P* = 0.0459; *F*_NS309 × genotype_ = 6.604, *P* = 0.0370) in WT (*n* = 8 neurons, 3 mice; two-tailed Sidak’s, P = 0.0007) but not significantly in 3xTg (*n* = 8 neurons, 4 mice; two-tailed Sidak’s, *P* = 0.0554) neurons. **d** NS309 did not affect CV_ISI_. **e** Averaged ISI voltage trajectories in WT neurons before (black) and after NS309 (blue) and (**f**) in the 3xTg group before (red) and in the presence of NS309 (gray). **g** NS309 hyperpolarized mean medium after hyperpolarization voltages in WT (two-tailed Sidak’s, *P* < 0.0001), but not 3xTg (two-tailed Sidak’s, *P* = 0.7795) neurons (two-way RM ANOVA, *F*_NS309_ = 9.963, *P* = 0.0160, *F*_genotype_ = 14.89, *P* = 0.0062, *F*_NS309 × genotype_ = 43.200, *P* = 0.0003). **h** NS309 hyperpolarized minimum ISI voltages (two-way RM ANOVA, *F*_genotype_ = 11.06, *P* = 0.0127; *F*_NS309 × genotype_ = 11.94, *P* = 0.0106) in WT (*P* = 0.0037, two-tailed Sidak’s) but not 3xTg (*P* = 0.9988, two-tailed Sidak’s) neurons. Error bars represent standard error. Source data are provided as a Source Data file.

SK channels function as multi-protein complexes that continuously associate with CaM as the calcium sensor^63^. Ca^2+^ binding to CaM produces a conformational change in the channel that results in pore opening and potassium efflux^64^. NS309 augments the apparent calcium sensitivity of SK channels by binding to the channel-CaM interface, allosterically enhancing phosphatidylinositol 4,5-bisphosphate (PIP2) recruitment to promote channel opening^65,66^. SK channel-bound CaM can be dynamically phosphorylated at threonine 79^67^, and upon phosphorylation the NS309 binding affinity is decreased^66^. Our findings point toward the possibility that an additional subcellular participant might phosphorylate CaM to alter basal and modulated SK channel activity in 3xTg DA neurons. To investigate the expression of SK channel interactors in DA neurons from WT and 3xTg mice, we turned to a molecular screening technique.

### Patch-seq of VTA DA neurons

To identify endogenous SK channel interactors, we coupled patch clamp electrophysiology with single-cell transcriptomics (Patch-seq)^68^. This technique was originally developed to profile neuronal subpopulations^68,69^; however, we posited it could be used as a screening assay akin to single-cell or single-nucleus RNA sequencing. 

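In Patch-seq, RNA is drawn through the recording pipette after the recording, so that each library comes from the neuron whose current was measured. The deposited table holds 68 such neurons from 12-month-old mice, 33 from 3xTg and 35 from WT, with a read count and a normalized value per cell for 36172 genes. Each deposited sample was 1 cell, and the paper's text does not name the mouse that a Patch-seq cell came from. Each genotype was therefore taken as 1 sample, no test between genotypes is reported, and an SD across cells describes the spread of cells and not of animals. The paper's own tests took cells as replicates. The authors trimmed the reads, aligned them in Strand NGS to the mm10 RefSeq transcriptome, removed duplicate reads and counted reads per gene. Of the counts above 0, 55.3% were not whole numbers (tolerance 0.001), as for estimated counts. The total count per cell ranged from 676556 to 1678624 in 3xTg (median 1194457) and from 492505 to 1327367 in WT (median 982390). Counts were normalized with DESeq2's size factors, calculated over the 787 genes with a count in every cell, and the genotype difference of a gene was the difference, 3xTg minus WT, of the mean over cells of log2(normalized count + 1). Counts were also summed over the cells of each genotype, and the sums were rounded to whole numbers. The log2 ratio of these sums, each as CPM (counts per 1000000 counts of the genotype), was taken. Exact Poisson intervals of these sums and exact Clopper-Pearson intervals of shares of cells, both at 95%, cover counting error only, since the reads carry no stated molecular identifiers and were amplified. A cell's label holds a number, and the numbers lie in runs of 1 genotype, namely WT 1 to 22, 3xTg 24 to 55, WT 57 to 74, 3xTg 76 to 92 and WT 94 to 96. What the numbers mark is not stated. After the data had been seen, values were also calculated between the first runs (3xTg 24 to 55 against WT 1 to 22) and between the second runs (3xTg 76 to 92 against WT 57 to 74). Eif2s3y, on the Y chromosome, had at least 10 counts in 7 of 21 cells of 3xTg 24 to 55. In WT 57 to 74 these were 12 of 15 cells, and WT 1 to 22 and 3xTg 76 to 92 had none. Differences between these runs may therefore also be differences of sex.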

The latter techniques have proven instrumental in detecting genes responsible for disease vulnerability in both post-mortem human brain tissue and animal models of disease^70,71^. Patch-seq has been used previously in this context to study pancreatic β-cells in a model of type-2 diabetes^72^, in an in vitro model of schizophrenia^73^, and in a model of corticospinal tract degeneration^74^. In each case, potential mechanistic targets of physiological dysfunction were identified, but this technique has not been previously used in brain sections from a preclinical disease model (including those for Alzheimer’s or other neurodegenerative diseases).

Using slightly modified procedures to minimize artifacts and cell swelling^75^, we obtained patch clamp recordings from 12-month-old WT and 3xTg mice (Fig. 5a). We again observed reduced SK currents in 3xTg mice and extracted a total of 68 cells from the two groups after quality control (QC) filtering for cells that expressed DA markers and did not demonstrate contamination with markers from other cell types (Fig. 5b). 

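Transcripts of the dopaminergic markers Th, Slc6a3 and Slc18a2 all had at least 1 count in 33 of 33 3xTg cells (100%, interval 89.4% to 100%) and in 35 of 35 WT cells (100%, interval 90.0% to 100%). With a minimum of 10 counts for each of these genes, 67 of 68 cells remained. Summed over cells, Th had 8507 CPM in 3xTg and 6799 CPM in WT. At least 1 count of Pvalb, Tmem119, P2ry12 or Aldh1l1, the markers of other cell types, was present in 5 of 33 3xTg cells (15.2%, interval 5.11% to 31.9%) and in 5 of 35 WT cells (14.3%, interval 4.81% to 30.3%). With a minimum of 10 counts, 4 cells of each genotype had such a marker. P2ry12 was counted in 4 3xTg and 3 WT cells, with up to 277 counts in a cell. Tmem119 was counted in a single WT cell, with 356 counts, and this cell also had 41.9 counts of Pvalb. Aldh1l1 had no count in any cell.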

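Over all genes of the table, a median of 8511 genes per 3xTg cell (range 3695 to 10426) and 7476 genes per WT cell (range 3770 to 10039) had at least 1 count. After each cell was thinned to 700471 counts, which left out 2 3xTg and 5 WT cells with lower totals, the medians were 8397 and 7036.5 genes. Cells of one genotype also differed between runs of label numbers. The median was 5233 genes in WT cells 1 to 22 and 8441 in WT cells 57 to 74, and 7648 in 3xTg cells 24 to 55 and 9308 in 3xTg cells 76 to 92. Within both the first and the second runs the 3xTg median was the higher one, but the WT runs differed from each other by more than the genotypes did.

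**Figure D1:**
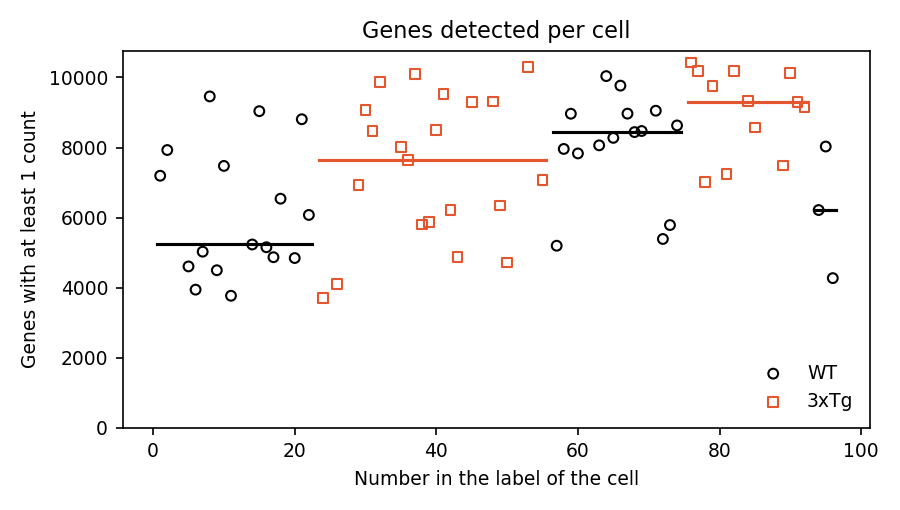
Genes with at least 1 count in each cell against the number in the cell's label, with WT cells as circles and 3xTg cells as squares. Lines mark the median of each run of numbers, from 5233 genes in WT cells 1 to 22 to 9308 genes in 3xTg cells 76 to 92.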

Initial analysis indicated consistent count depth, identification of an average 3000+ genes, and robust coverage across the detected genes (Supplementary Fig. 9a–c). 

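The criterion for expression depends on the scale and on the inequality. The methods give a read count of at least 1 in at least 80% of the cells of at least 1 group. Applied to normalized counts, a scale chosen before the data were examined, this minimum kept 3988 genes. Of these, 2748 passed in both genotypes, 1076 only in 3xTg and 164 only in WT. The same minimum on the deposited counts kept 4165 genes. A deposited count above 1 in more than 80% of cells kept 3713 genes, and a normalized count above 1 kept 3938. The 3988 genes were used for the genotype differences.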

Four thousand one hundred and sixty-five genes passed criteria (read count >1 in >80% of samples from at least one group) for expression. Expressed transcriptome profiles for all WT and 3xTg cells were visualized by t-distributed stochastic neighbor embedding (t-SNE; Fig. 5c). 

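In place of t-SNE coordinates, the 5 nearest neighbours of each cell were found on the first 10 principal components of log2(normalized count + 1) of the expressed genes. On average 55.9% of a cell's neighbours had its own genotype, where the numbers of cells alone give 49.3%. For 3xTg cells the share was 58.2% and for WT cells 53.7%. The share lay between 54.4% and 57.6% with 10 neighbours, with 5 or 20 components, with CPM values and with thinned cells. The first principal component held 20.5% of the variance, and cells scored 26.7 ± 57.2 on it in 3xTg and −25.1 ± 63.0 in WT (mean ± SD across cells), so that the genotypes overlapped.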

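Most expressed genes had a higher mean in 3xTg cells. The median genotype difference of the 3988 genes was 0.47, and 70.9% of the genes lay above 0. The summary over cells changed this most, since the log2 ratio of the summed counts had a median of −0.028, with 47.9% of genes above 0. After thinning to one total count the median was 0.32. The median was 0.39 between the first runs of label numbers and 0.60 between the second, and WT cells 57 to 74 lay above WT cells 1 to 22 by 0.49, as did 3xTg cells 76 to 92 above 3xTg cells 24 to 55 by 0.46. Differences of single genes are therefore also given relative to the median gene of the same calculation. By a rule fixed before the data were examined, the genes with the largest differences were Cap1, with 3.76, Actr1a, with 3.59, Morn4, with 3.33, S100a10, with 3.28, and Exosc9, with 3.23. Those with the most negative differences were Erdr1, with −2.28, Zfp382, with −2.14, Tmem87a, with −1.71, 9530036O11Rik, with −1.63, and Ddx3y, with −1.60. Ddx3y lies on the Y chromosome and had at least 10 counts in 8 of 33 3xTg and 22 of 35 WT cells. Its difference may therefore come from the sex of the mice behind the cells. Of the genes that the source data of Fig. 5e list, 374 listed as higher and 51 listed as lower in 3xTg were found by symbol. All of these lay on the listed side, both by the mean over cells and by the summed counts, on the same cells from which the paper chose them. The 374 genes had a median difference of 1.96 and a median log2 ratio of the summed counts of 0.67, and a median of 90.9% of 3xTg and 71.4% of WT cells had a count of them. The 51 genes had medians of −0.78 and −0.88. The fold changes in the paper's table equal the differences of the authors' normalized values within 5.26e-06.

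**Figure D2:**
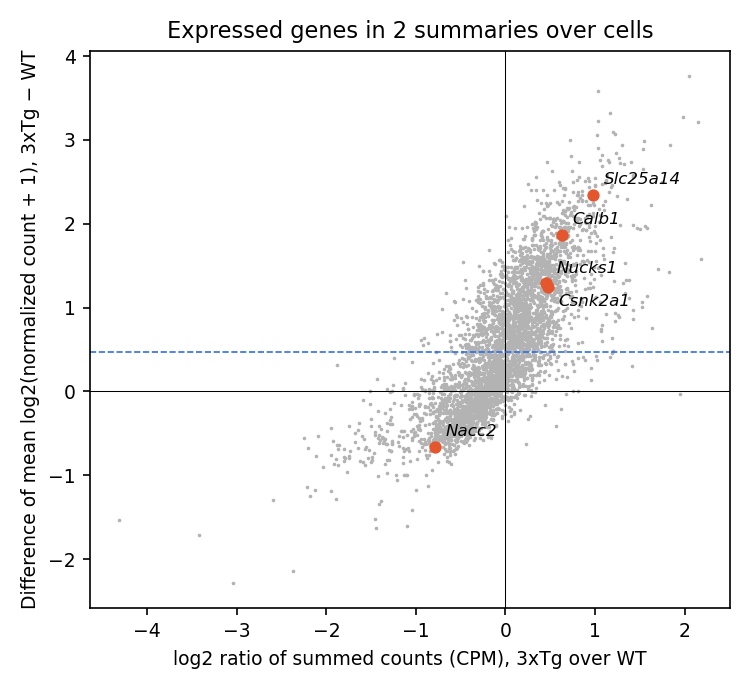
Genotype difference of the mean log2(normalized count + 1) of each of the 3988 expressed genes against the log2 ratio of its summed counts, each as CPM, 3xTg over WT. The dashed line is the median difference, 0.47, and the genes named by the paper are marked in colour, with Nacc2 below 0 on both axes.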

Using thresholds of FDR <0.1 and a |fold change| >1.25, there were 427 differentially expressed genes (DEGs), most upregulated (376 higher and 51 lower in 3xTg than in WT; Fig. 5d). DEGs were then assessed for Pearson correlation with individual cell tail current maximum amplitude (Fig. 5e, Supplemental Table 1). 

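The tail currents of the Patch-seq cells were not analysed here, so the correlations are the paper's, from its source data, with cells taken as replicates. The paper's r ranged from −0.261 to 0.322 over 427 genes, and 229 of them were negative. Of the paper's P values for r, which are not adjusted for the number of genes, 11 lay below 0.05. The largest r in size was the paper's 0.322 for Tmem87a (the paper's P = 0.00742). In the counts, Tmem87a had a sum of 427 in 3xTg and 4243 in WT, a log2 ratio of −3.42, and a single WT cell held 31.7% of the WT sum. For Gak, with the paper's r of −0.255, the sums were 2319 and 1092, and for Bet1, with the paper's r of −0.245, they were 3107 and 991. Gak had a count in 30 3xTg and 23 WT cells, and Bet1 in 27 and 13.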

Gene Ontology analysis from DEGs indicates glycolytic and response to inflammatory stimuli as top hits, with increased glutamatergic synaptic markers in the top ten (Fig. 5f). 

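A list of 16 genes of glycolytic enzymes, written before the data were examined, had a median genotype difference of 0.80, or 0.32 relative to the median gene. This lay at percentile 96.3 of 10000 random lists matched on mean expression, a description of these libraries. In simulated data with no gene changed, a list of 20 genes lay at percentile 94.5 by the summed counts. An unchanged list can thus lie high, but a single draw by another measure sets no limit for the 96.3. By the summed counts the median of the glycolysis list was 0.43, at percentile 99.99. Of these genes, 5 are in the paper's table of changed genes. Of all 16 genes, 15 lay above 0 by either measure, and Aldoc, with −0.45, lay below. Between the first runs of label numbers the median of the list was 0.42, or 0.04 relative to the median gene, and between the second runs it was 1.59, or 0.99. Within 3xTg the second run lay above the first by 0.96, more than the genotypes differed, and within WT the long runs differed by −0.05. The genes behind the paper's terms were chosen from these same cells, and their percentiles are not independent of that choice. The 5 genes of canonical glycolysis in Fig. 5f had a median difference of 0.90, the 5 genes of the response to interleukin-7 a median of 2.22, and the 34 expressed genes of the glutamatergic synapse a median of 2.00. By the summed counts these medians were 0.66, 0.73 and 0.62. All 5 genes of each of the first pair of terms lay above 0, as did 31 of the 34 synaptic genes.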

From the DEGs, example transcripts of interest were identified (Fig. 5g). *Csnk2a1*, which codes for CK2, and the direct CK2 phosphorylation target *Nucks1* were both upregulated. 

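Csnk2a1 (gene ID 12995) lies on chromosome 2 of mm10 from 152226840 to 152281851 in the authors' table. It had a count in all 33 3xTg and all 35 WT cells. Its mean log2(normalized count + 1) was 6.00 ± 1.21 in 3xTg and 4.75 ± 1.94 in WT (SD across cells), a difference of 1.25, or 0.77 relative to the median gene, which lay at percentile 80.4 of the expressed genes. The difference was smaller than the SD across WT cells. Summed over cells, 2930 counts (interval 2825 to 3038) were found in 3xTg and 1948 (interval 1862 to 2036) in WT, which is 79.8 against 57.3 CPM and a log2 ratio of 0.48. Thinned cells gave a difference of 1.04. Between the first runs of label numbers the difference was 1.19 and between the second 1.13, and WT cells 57 to 74 lay below WT cells 1 to 22, by −0.37, as 3xTg cells 76 to 92 lay below 3xTg cells 24 to 55, by −0.43. By the summed counts the log2 ratio was 0.91 between the first runs and 0.20 between the second. The long WT runs then differed the other way, by 0.12, and the 3xTg runs by −0.58, more than the genotypes. Csnk2a1 counts were not whole numbers in 48.5% of the cells, against 55.3% of all counts above 0. Part of its reads may be shared with other loci, as may those of other genes. For the other subunits of casein kinase 2, the log2 ratio of the summed counts was 0.16 for Csnk2a2 and 0.00 for Csnk2b. Their differences by the mean over cells were 0.19 and 0.69, or −0.28 and 0.22 relative to the median gene.

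Nucks1 (gene ID 98415, chromosome 1, 131910458 to 131936321) had a count in 33 of 33 3xTg and 33 of 35 WT cells. Its mean was 6.63 ± 1.80 in 3xTg and 5.34 ± 2.40 in WT, a difference of 1.29, or 0.81 relative to the median gene. The sums were 5828 counts (interval 5679 to 5980) and 3943 counts (interval 3821 to 4068), with a log2 ratio of 0.45. The runs of label numbers gave different values, with 2.04 between the first and 0.39 between the second, where it was −0.21 relative to the median gene and −0.27 by the summed counts. WT cells 57 to 74 lay above WT cells 1 to 22 by 1.70, more than the difference between genotypes, and the 3xTg runs differed by 0.06, or −0.48 by the summed counts. From the upregulation of Csnk2a1 and its correlation with the tail current, the paper turns to casein kinase 2 as a regulator of SK channels in these neurons. The paper also cites earlier work in which this kinase binds SK channels and tunes their response to calcium. The weaker effect of NS309 in 3xTg neurons had already led the paper to propose phosphorylation of calmodulin.

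**Figure D3:**
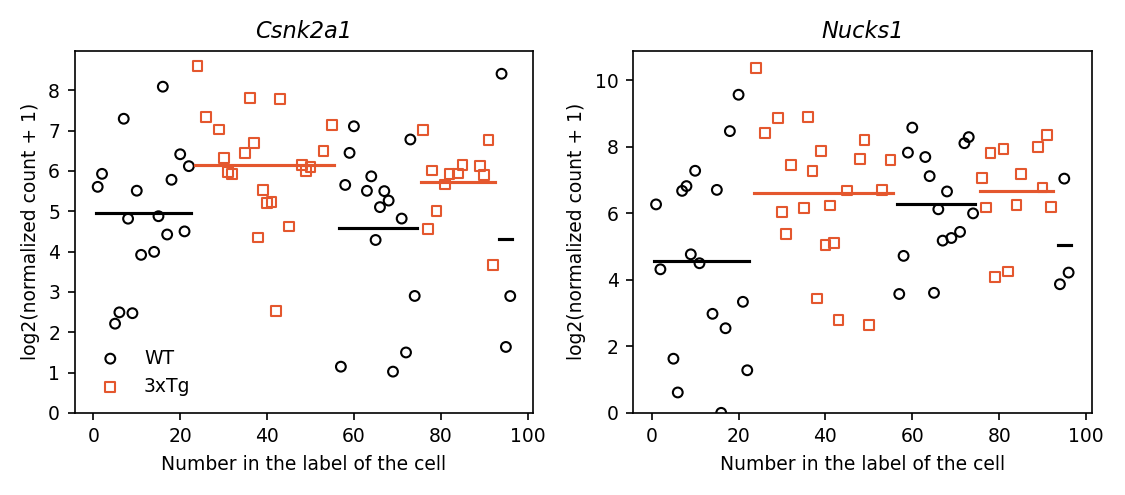
log2(normalized count + 1) of Csnk2a1 and Nucks1 in each cell against the number in the cell's label, with WT cells as circles and 3xTg cells as squares. Lines mark the mean of each run of numbers, and for Nucks1 they differ by 1.70 between the long WT runs.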

*Slc25a14*, which encodes the mitochondrial uncoupling protein 5 was upregulated while *Nacc2*, which codes for NAc-associated protein 2 was significantly downregulated. 

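Slc25a14 (gene ID 20523, chromosome X, 48623580 to 48662294 in mm10) had a count in 27 of 33 3xTg cells (81.8%, interval 64.5% to 93.0%) and in 18 of 35 WT cells (51.4%, interval 34.0% to 68.6%). The difference of its means was 2.35, from 5.44 ± 2.89 in 3xTg and 3.09 ± 3.29 in WT (SD across cells), or 1.87 relative to the median gene. Over the cells with a count alone the difference was 0.64. Its summed counts were 4263 (interval 4136 to 4393) and 2005 (interval 1918 to 2095), a log2 ratio of 0.98. The first runs of label numbers differed by 3.02 and the second by 1.60, while WT cells 57 to 74 lay above WT cells 1 to 22 by 1.62 and 3xTg cells 76 to 92 above 3xTg cells 24 to 55 by 0.21. The log2 ratios of the summed counts were 1.72, 0.35, 0.42 and −0.95. Nacc2 (gene ID 67991, chromosome 2, 26055536 to 26122811) was counted in every cell of both genotypes, with a mean of 4.16 ± 1.07 in 3xTg and 4.82 ± 1.03 in WT. Its difference was −0.66, less than either SD, and −1.13 relative to the median gene. The sums were 844 counts (interval 788 to 903) and 1352 counts (interval 1281 to 1426), a log2 ratio of −0.79. Nacc2 differed by −0.37 between the first runs and by −1.20 between the second, and by −0.07 between the long WT runs. Within 3xTg the second run lay below the first by −0.90, more than the genotypes differed. By the summed counts these values were −0.21, −1.67, 0.58 and −0.88.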

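Single cells varied in Csnk2a1 over a wider range than the genotypes differed. Its log2(normalized count + 1) ran from 2.53 to 8.60 in 3xTg cells, with a median of 6.01, and from 1.02 to 8.41 in WT cells, with a median of 5.10. The paper's r between Csnk2a1 and the tail current over single cells is −0.0317 (the paper's P = 0.797), the paper's 318th largest in size of 427 genes. For Nucks1 the paper's r is −0.0687 (the paper's P = 0.578). No correlation was calculated here.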

Of the genes of interest, the one that provided the greatest clue into SK channel dysregulation was *Csnk2a1*, whose expression was negatively correlated with tail current amplitude (Fig. 5e). CK2 is a ubiquitous kinase and has been a focus of the cancer metastasis field for decades^76^. However, CK2 also has a critical central nervous system role as a kinase that binds to SK channels and regulates their calcium sensitivity^63,67^. To confirm that changes in *Csnk2a1* transcript were relevant to protein levels, we performed brain slice immunofluorescence against CK2, phospho-calmodulin (p-CaM), and SK3 channels in the VTA. To assay changes specifically in DA neurons and not intermingled cell types, we co-labeled the DA neuron marker TH. We used TH staining to segment neurons and calculated the intensities of each of the three targets confined specifically to DA cell bodies (Fig. 6a). CK2 expression was slightly elevated in the 3xTg group (Fig. 6b, c) while its target, p-CaM showed a stronger rightward shift in the cumulative probability curve (Fig. 6d, e). Finally, SK3 levels were strongly rightward shifted (Fig. 6f, g), indicating an elevation in SK3 protein expression in 3xTg VTA DA neurons. This indicated that SK channel expression itself is not the underlying mechanism of SK dysfunction in 3xTg mice. We thus sought to examine the role of CK2 in SK channel regulation in WT and 3xTg mice.

**Fig. 5:**
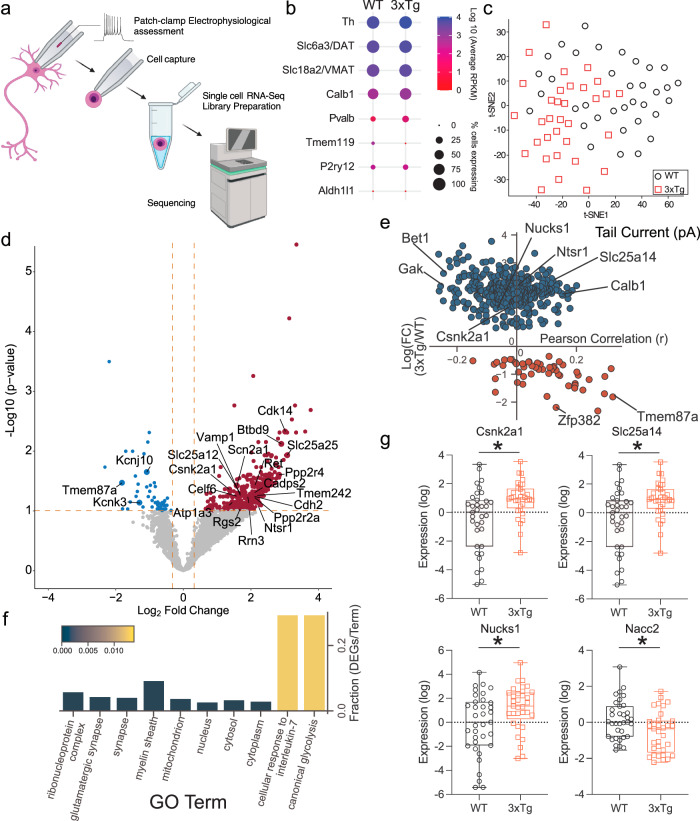
Patch-seq analysis indicates upregulated *Csnk2a1* transcription. **a** For Patch-seq, recording from an individual neuron was followed by cell extraction with the recording pipette. Cell contents were captured, and each individual cell RNA-Seq library was prepared and sequenced. **b** Individual cells were assessed for markers of DA neurons and potential contaminating cells. **c** t-SNE projection of each cell using all expressed genes demonstrates some genotype-dependent segregation. **d** Differentially expressed genes (DEGs) were determined by *t*-test with Benjamini Hochberg Multiple testing correction and a fold change filter of >|1.25|. **e** Plotting of differential expression fold change (FC) versus Pearson correlation to tail current amplitude indicated genes correlated and anticorrelated with tail current amplitude. *Csnk2a1* (−0.03172 Pearson r) and the gene coding for casein kinase 2 dependent protein *Nucks1* (−0.0687, Pearson r) were anticorrelated with tail current amplitude and upregulated in 3xTg DA neurons. **f** Gene ontology pathway analysis from DEGs indicates glycolysis and cytokine response as hits. **g**. Examples of individual DEGs, including *Csnk2a1* (0.0443, Benjamini–Hochberg multiple testing correction), *Slc25a14* (0.0475, Benjamini–Hochberg multiple testing correction), *Nucks1* (0.0993, Benjamini-Hochberg multiple testing correction), and *Nacc2* (0.0873, Benjamini–Hochberg multiple testing correction), *false discovery rate <0.1. Box and whisker plots define the inner quartile range and whiskers extend to minimum and maximum values, center line corresponds to median. Source data are provided as a Source Data file. Created in BioRender. Freeman, W. (2023) BioRender.com/k29t209.

**Fig. 6:**
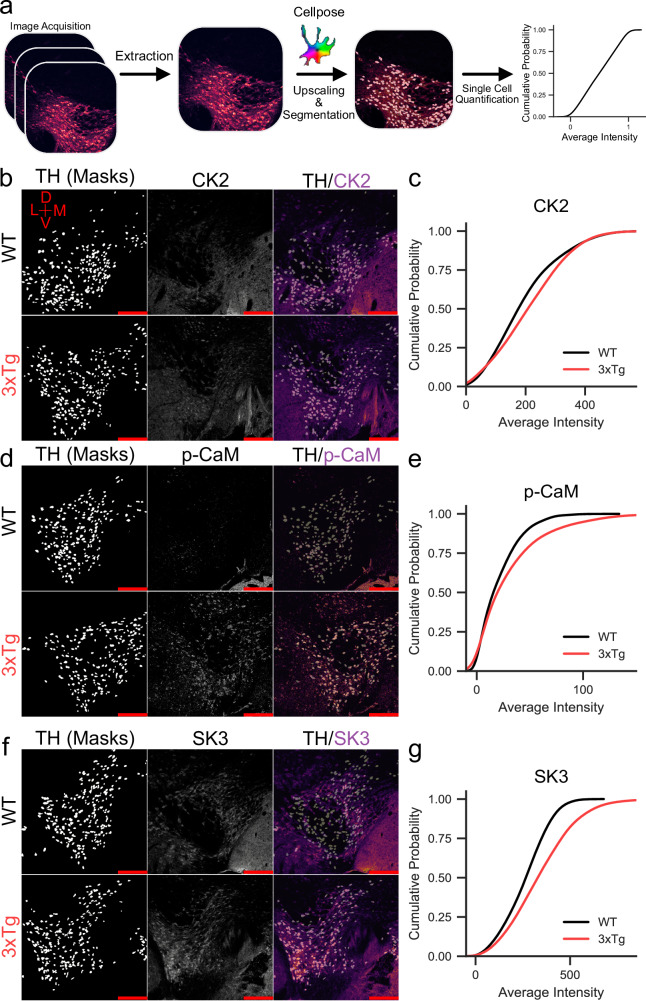
CK2, p-CaM, and SK3 protein expression are increased in 3xTg VTA DA neurons. **a** Workflow for cell segmentation analysis following immunohistochemistry. Confocal z-stack images were acquired, then the brightest slice of the channel of interest was chosen for analysis. DA neurons were segmented on TH staining from the same plane using the Cellpose ‘cyto v3’ model following upscaling (see Methods). Intensities within each segmented cell were calculated, quantified as average intensity across single cells, and plotted as cumulative probabilities. **b** Staining for CK2 indicated a slight rightward shift in the cumulative probability curve (**c**) of casein kinase 2 (CK2) intensity in tyrosine hydroxylase (TH) positive cells from 3xTg mice (Kolmogorov–Smirnov test, *D* = 0.1183, *p* < 0.0001, *n* = 2353 WT and 2187 3xTg cells, 6 mice). **d** Staining for phosphorylated calmodulin (p-CaM) indicated a moderate rightward shift in the cumulative probability curve (**e** Kolmogorov–Smirnov test, *D* = 0.1202, *p* < 0.0001, *n* = 2612 WT and 2193 3xTg neurons, 6 mice). **f** SK channel upregulation in 3xTg mice was indicated by a strong rightward shift in the cumulative probability of small conductance calcium-activated potassium channel 3 (SK3) intensity in single cells (**g** Kolmogorov–Smirnov test, *D* = 0.2284, *p* < 0.0001, *n* = 2914 WT and 3165 3xTg neurons, 6 mice). Red scale bars = 200 µm. Source data are provided as a Source Data file.

### CK2 is central to DA neuron dysfunction in 3xTg mice

CK2 modulates SK channels in an activity-dependent manner^67,77,78^, and previous work has highlighted SK-associated CK2 activity in a model of *status epilepticus*^79^, another form of hyperactivity. CK2 is upregulated in AD patient brain tissue^80,81^ and animal models of the disease^82^. CK2 hyperactivity has also been previously associated with cognitive decline in 3xTg mice^83^. Further, Aβ stimulates CK2 activity in vitro^83,84^ providing a potential mechanistic link between AD pathology and dopaminergic dysfunction.

To test the effects of CK2 phosphorylation on SK channel currents, we incubated brain slices from 12-month-old WT and 3xTg mice for 1–3 h with the membrane-permeant CK2-specific antagonist SGC-CK-2 (1 µM)^85^, and compared them to WT cells (previously presented in Fig. 2). SGC significantly reduced the spontaneous firing rate in 3xTg but not WT VTA DA neurons (Fig. 7a–c). The CV of ISI was also substantially reduced only in 3xTg and not WT neurons (Fig. 7d). Voltage trajectories were similarly affected (Fig. 7e); SGC had no apparent effect on the mAHP in WT cells but hyperpolarized 3xTg neurons to near WT levels (Fig. 7f). Similar effects were seen for the minimum ISI voltage (Supplementary Table 4, *P* < 0.0001). Additionally, apparent spike threshold was significantly hyperpolarized in SGC-treated 3xTg neurons (from -38.79 ± 0.645 to -42.49 ± 1.45 mV, *P* = 0.0415) suggesting that physiological adaptations secondary to SK channel dysfunction^54^ can be restored. We next compared tail current AUC in the presence of SGC to data presented in Fig. 3c (12-month timepoint). Consistent with our spontaneous firing data, we detected no effect of SGC on WT neurons, but a significant increase in tail current charge in 3xTg neurons (Supplementary Fig. 10a, b). To provide an overview of electrophysiological alterations across experimental groups, we included a statistical table of intrinsic property differences between WT and 3xTg neurons (Supplementary Table 2) as well as genotype and pharmacological interventions and their effect on firing rate (Supplementary Table 3).

**Fig. 7:**
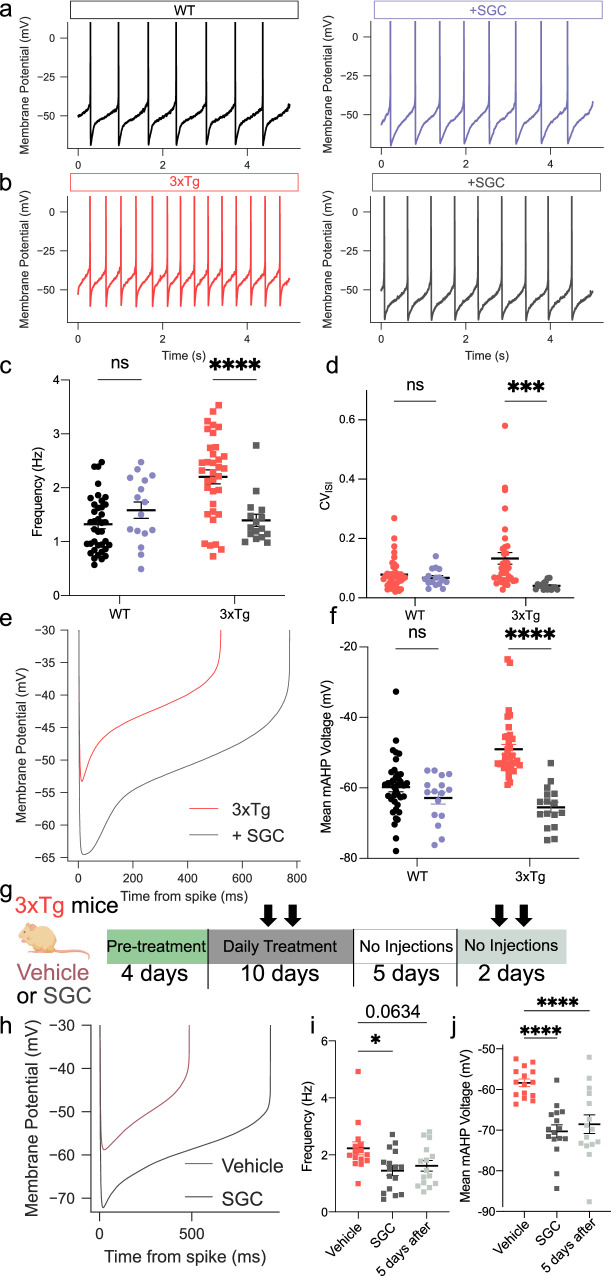
Casein kinase 2 inhibition restores firing properties in 3xTg DA neurons. **a** Representative firing trace from a naïve WT neuron (black) and one pre-incubated with SGC (1 µM, purple). **b** Representative trace from a naive 3xTg neuron (red) and one pre-incubated with SGC (gray). **c** SGC decreased firing frequency in 3xTg (*n* = 35 neurons, 8 naïve mice and *n* = 16 neurons, 3 SGC treated mice; two-tailed Sidak’s, *P* < 0.0001) but not WT (*n* = 38 neurons, 10 naive mice and *n* = 16 neurons, 3 SGC treated mice; two-tailed Sidak’s, *P* = 0.1140) neurons; *F*_genotype_ = 5.988, *P* = 0.0161; *F*_SGC_ = 3.514, *P* = 0.0637; F_genotype × SGC_ = 18.93, *P* < 0.0001). **d** SGC decreased CV_ISI_ in 3xTg (two-tailed Sidak’s, *P* = 0.0002, same mice as in **c**) but not WT (two-tailed Sidak’s, *P* = 0.9796) DA neurons (*F*_SGC_ = 9.502, *P* = 0.0026; *F*_genotype × SGC_ = 8.034, *P* = 0.0055). **e** Averaged inter-spike interval (ISI) voltage trajectories of naive 3xTg neurons and ones pre-incubated with SGC. **f** SGC hyperpolarized the mAHP in 3xTg (*P* < 0.0001) but not WT (*P* = 0.3225) neurons (two-way ANOVA, *F*_genotype_ = 6.349, *P* = 0.0133; *F*_SGC_ = 36.74, *P* < 0.0001; *F*_genotype x SGC_ = 17.22, *P* < 0.0001, same mice as in **e**). **g** Schematic of in vivo treatment paradigm. 3xTg mice received either vehicle or SGC (1 mg/kg, i.p.) twice a day for four days (pre-treatment), daily treatment for ten days, followed by cessation of treatment for up to seven days. Electrophysiology experiments took place either during the daily treatment phase or final no-drug phase (denoted with arrows) to test short-term and persistent effects of SGC treatment. **h** Averaged ISI voltage trajectories of vehicle-treated (burgundy) and SGC-treated (gray) 3xTg neurons. **i** Systemic SGC treatment decreased firing frequency (one-way ANOVA, *F* = 4.374, *P* = 0.0187) in 3xTg mice (*n* = 15 neurons, 2 vehicle mice) during the daily injection phase (*n* = 16 neurons, 2 mice; two-tailed Dunnett’s, *P* = 0.0134) and trended toward significance up to seven days following injections (*n* = 15 neurons, 2 mice; two-tailed Dunnett’s, *P* = 0.0634). **j** SGC treatment hyperpolarized the mean medium after hyperpolarization (one-way ANOVA, *F* = 14.53, *P* < 0.0001, same mice and cells as in **i**) during the daily injection phase (two-tailed Dunnett’s, *P* < 0.0001), an effect that persisted after injections were terminated (two-tailed Dunnett’s, *P* = 0.0002). Error bars represent standard error. Source data are provided as a Source Data file. Created in BioRender. Beckstead, M. (2023) BioRender.com/y52l770.

While CK2 inhibitors display high efficacy in both pre-clinical models^79,86,87^ and clinical trials (ClinicalTrials.gov: NCT03897036; NCT0390486), to date SGC has been exclusively tested in vitro. To assess its effects in vivo, we treated 3xTg mice with either vehicle or SGC (1 mg/kg, i.p.). Mice received four days of pre-treatment which consisted of twice-daily injections, followed by an experimental phase which consisted of a single injection, and an abstinence phase where mice were no longer injected for up to seven days prior to perforated patch electrophysiology experiments (Fig. 7g). Intraperitoneal injections of SGC reduced firing rate compared to vehicle-treated mice (Fig. 7h), an effect that trended towards significance after mice had not received injections for at least five days (Fig. 7i). Mean mAHP measurements indicated a strong effect of systemic SGC treatment, with significant hyperpolarization both during the injection period and up to seven days after cessation of drug (Fig. 7j), suggesting that SGC produced persistent effects on DA neuron SK channel activity and firing rate. Consistent with our immunohistochemical findings, these data suggest that SK channels remain available on the plasmalemmal surface, but SK channel-bound CaM is hyperphosphorylated in 3xTg VTA DA neurons, resulting in decreased SK channel conductance, increased spontaneous firing rate and irregularity, and hypersensitivity to somatic current injection.

## Discussion

Anecdotal evidence from AD patients suggests a possible role for dopaminergic dysfunction^88,89^, yet potential druggable molecular connections between DA neuron pathophysiology and associated symptoms remain sparse^3^. To address this, we first examined ad lib fed mice for their ability to learn operant self-administration of a palatable food reward to test deficits on instrumental learning and motivation. 3xTg mice demonstrated an age-dependent impairment in learning of the task, with no significant change in consumption or motivation in the mice that did learn. We next probed single DA neurons of the VTA and found that a reduction in SK channel conductance produced irregular firing accompanied by an increase in firing rate in slices from 3xTg mice. Finally, we used a combination of whole-cell and perforated patch clamp recordings, RNA sequencing, and pharmacology to implicate CK2 hyperactivity as the likely culprit for the abnormalities.

Converging evidence has recently implicated dopaminergic dysfunction in the behavioral symptoms of AD. Findings using amyloid-only rodent models of AD indicate a DA-dependent decrease in memory formation and reward processing, concomitant with a decrease in TH^+^ cell bodies in the VTA and DA release in the NAc^2^. Additionally, hemizygous 3xTg mice exhibit a DA-dependent increase in basal locomotion in post- but not pre-pathological stages^5^. Although reward-motivated behavior is known to decline in dementia patients^90^, it has not been a focus of investigations using AD mouse models. Here we show that non-food-restricted 3xTg mice exhibit age-dependent impairment in learning of an instrumental conditioning task for a palatable food pellet reward. Among the mice that did learn the task, there was no difference in pellets earned per session or in motivation to gain access to the reinforcer, measured by progressive ratio breakpoint. This may suggest a reduction in the reinforcing properties of the pellets in more afflicted 3xTg mice, although motivation for the reinforcer was unaffected in the mice that eventually (albeit more slowly) learned the task. Although previous models have shown conflicting data on reward learning^91,92^, these studies were conducted under food and/or water restriction that would inherently confound the motivation from pure reward to incorporate a metabolic need. In total, our results are congruent with involvement of dopaminergic dysfunction in AD pathophysiology, as well as clinical data suggesting heterogeneity in disease progression and penetrance.

Our results are also consistent with the notion that DA neurons in the VTA are more vulnerable than those in the adjacent SNc in preclinical AD models^2,3^, in stark contrast to the reverse association in PD^93^. While the exact mechanisms underlying preferential pathophysiology are unknown and require further investigation, it may involve differences in the ionic mechanisms that control firing in the two nuclei^94^. One notable possibility is the influence of calbindin, a calcium-binding protein highly expressed in VTA (but not SNc) DA neurons that is thought to be protective in PD and PD models^95^. In Tg2576 mice, VTA DA neurons from prodromal mice display increased spontaneous and somatically-evoked firing^3,4^ which may be due to elevated levels of calbindin. Similarly, we observed upregulated calbindin expression in 3xTg mice, which could be an adaptive mechanism to preserve survival in the face of potential pathology^3^. 

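In the Patch-seq cells, Calb1 (gene ID 12307, chromosome 4, 15881264 to 15906709 in mm10), which encodes calbindin, had a count in 33 of 33 3xTg and 33 of 35 WT cells. Its mean log2(normalized count + 1) was 10.44 ± 1.36 in 3xTg and 8.57 ± 3.38 in WT (SD across cells). The difference was 1.87, or 1.39 relative to the median gene, and was smaller than the SD across WT cells. Without WT cell 8 it was 1.62, the lowest value with a single cell left out. Summed over cells there were 73684 counts (interval 73153 to 74218) in 3xTg and 44002 (interval 43592 to 44415) in WT, or 2007 against 1293 CPM and a log2 ratio of 0.63. The difference was 2.06 between the first runs of label numbers and 1.33 between the second, and the log2 ratio of the summed counts was 0.40 and 0.98. The long WT runs differed by 0.56 and the 3xTg runs by −0.17, or by −0.39 and 0.19 with the summed counts.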

Our present data suggest that a decrease in SK channel activity results in hyperactive basal and stimulated DA neuron activity in 3xTg mice. SNc and VTA DA neurons and LC NE neurons differ in their SK-dependence for spontaneous firing rate and in their subtype composition^49,53,60^. Importantly, SK channel isoforms have differing sensitivity to CK2 modulation^96^, but it is currently unknown how CK2 differentially tunes channels in those brain regions under physiological and maladaptive conditions. Our results from WT mice provide insights into intrinsic VTA DA neuron physiology across the lifespan. We previously reported age-dependent decreases in spontaneous and evoked firing along with a delay in rebound firing in SNc DA neurons from male WT mice beginning at around 18 months^57,97^. We also reported an apparent decrease in L-type calcium currents, but no change in (presumably SK-mediated) tail currents with age^57,97^. In contrast to the SNc, here we detected stable firing frequency (Fig. 2a, b) and gain (Fig. 2f) in the VTA with age. This indicates that the underlying ionic mechanisms may differ somewhat between the SNc and VTA in their ability to adapt to age, as tail currents are decreased in the VTA at 18 months (Fig. 3a–c) but are unaltered in the SNc. Whether there are robust age-dependent changes in VTA DA neurons in WT mice requires further investigation.

One potential explanation for the altered cell-attached firing rates in the 18-month-old 3xTg mice is survivorship bias of recorded neurons. While we do not detect reduced DA neuron numbers in the VTA of 12 mo 3xTg mice (Supplementary Fig. 7f), medial VTA DA neurons may preferentially degenerate in Tg2576 mice, as measured by a decrease in TH^+^ neurons^2–4^. VTA DA neurons are highly diverse, differing not only in their synaptic connectivity^98^ but also intrinsic physiology^16,25,39,46,47^. It is possible the viable cells selected for recordings in aged mice were most often part of a resilient subpopulation, similar to selectively vulnerable and resilient subpopulations of SNc DA neurons in PD^70^. This could be tested in future studies in 3xTg mice using retrograde tracing, as has been done in Tg2576 mice^3^. The difference in age-associated physiological alterations between the two midbrain dopaminergic nuclei suggests that ionic mechanisms are potential factors in subpopulation-specific pathophysiology.

SK channel activation regulates both spontaneous firing and burst generation in midbrain DA neurons^17,41,99,100^. During tonic activity, SK channel activation during the ISI sets the timing for the next action potential and dampens sensitivity to synaptic input^53,58,99^. The influence of SK channels on motivated behavior may hinge on their physical proximity to NMDA receptors, where they can serve as a calcium-dependent shunt during excitatory synaptic input^58,99,100^. When a human SK channel mutation resulting in decreased channel conductance is expressed in mouse VTA DA neurons, increased NMDA receptor-mediated currents are observed^58^. We here detected a similar result (Supplementary Fig. 6), suggesting decreased functionality of both synaptic and non-synaptic SK channels. Further studies will be necessary to fully characterize synaptic integration in 3xTg mice, as excitatory input and NMDA receptor expression are both likely altered. SK channels are thought to functionally couple to T-type calcium channels in the SNc^55^, but it is not known whether this also holds in the VTA. Roles for SK channels in non-dopaminergic cell types also include homeostatic regulation of firing contributing to behaviorally relevant tasks^101,102^. Taken together, the contributions of SK channels to DA neuron physiology position them as focal points in conditions ranging from drug addiction to neurodegenerative disease. Our current work provides a plausible link between SK channel activation and DA neuron physiology in a model of AD.

Although AD is often characterized as a disorder involving Aβ-dependent synaptic failure^103,104^, network hyperexcitability is also considered a hallmark^105^. Although calcium-activated potassium channels have been implicated in AD-related intrinsic and synaptic pathophysiology^27,106^, the specific involvement of CK2 in synaptic alterations within AD has not been previously described. Notably, CK2 activation is thought to rely on SK channel activity^67^. This implies a potential positive feedback loop, where persistent SK channel activity caused by increased firing (or NMDA-dependent activation) could decrease the channel’s activity and further potentiate hyperexcitability. Aβ has been shown to directly activate CK2 in vitro. Staining with the 6E10 antibody has been used to detect intracellular Aβ in the VTA of Tg2576 mice^4^ as early as 3 months of age. However, 6E10 also detects soluble amyloid precursor protein (sAPP)^107^, and thus these results may indicate increased soluble species specifically in the VTA. sAPP has been implicated in presynaptic function and intrinsic neuronal excitability^7,107–110^. The resulting circuit dysfunction may drive adaptive intrinsic deficits, akin to proposals for SNc DA neurons in PD^94^. Furthermore, SK-bound CK2 may serve as a potential link between intrinsic and synaptic imbalances in AD, given its proposed role in tuning SK channel calcium sensitivity and thus synaptic integration and homeostatic firing rates. A disparity between firing rate homeostasis and synaptic integration in AD has been proposed as the key mechanism driving the shift from prodromal to clinically apparent stages of AD^108^, and CK2 inhibition abolishes spike adaptation in some neurons^77^, suggesting a target for this form of pathophysiological adaptation.

SK channels are voltage-independent potassium channels that open in response to a local rise in intracellular calcium. In response to Ca^2+^ binding, CaM undergoes a conformational change that promotes the formation of a complex between CaM and a binding domain on the SK channel^111^. This in turn stabilizes an intrinsically disordered fragment (R396-M412) to open the pore and produce K^+^ efflux^111,112^. This conformational change also depends on PIP2 binding^66^, which is the process promoted by the positive allosteric modulator NS309^66^. Critically, this enhancement is diminished by CaM phosphorylation at threonine 79 (T79), the target of CK2. Our Patch-seq and immunofluorescence experiments identify upregulated CK2 expression in single DA neurons and suggest its involvement in SK channel dysregulation, as previously reported in other brain regions^77,79^ and in vitro^63^. Further, upregulated CK2 apparently alters firing parameters in neurons from 3xTg mice, which we later confirmed using pharmacology. The decreased effect of NS309 (Fig. 4) suggested a potential hyperphosphorylation of SK channel-bound CaM T79 in DA neurons from 3xTg mice, which we then detected at the protein level (Fig. 6d, e).

Direct pharmacological inhibition of CK2 had a dramatic effect in 3xTg DA neurons but did not alter physiological parameters in WT cells (Fig. 7). This suggests that VTA DA neurons maintain minimal basal levels of CK2-dependent phosphorylation that then switches to a hyperphosphorylated state in 3xTg mice. While the exact mechanism triggering increased CK2 activity requires further investigation, CK2 activity is known to be stimulated by Aβ^84^, which accumulates intracellularly in neurons from 3xTg mice^28,113^. Furthermore, CK2 upregulation precedes hyperphosphorylation of tau in AD patients, and increased CK2 expression is highly correlated with hyperphosphorylated tau^81^ as it inhibits SET which subsequently promotes tau phosphorylation^83^. Thus, an interaction between Aβ and tau may further promote this mechanism, both in 3xTg mice and humans with AD. We propose that CK2-depedent phosphorylation of SK-bound CaM triggers physiological adaptations in VTA DA neurons of mice that express aberrant levels of Aβ and phosphorylated tau (Fig. 8).

**Fig. 8:**
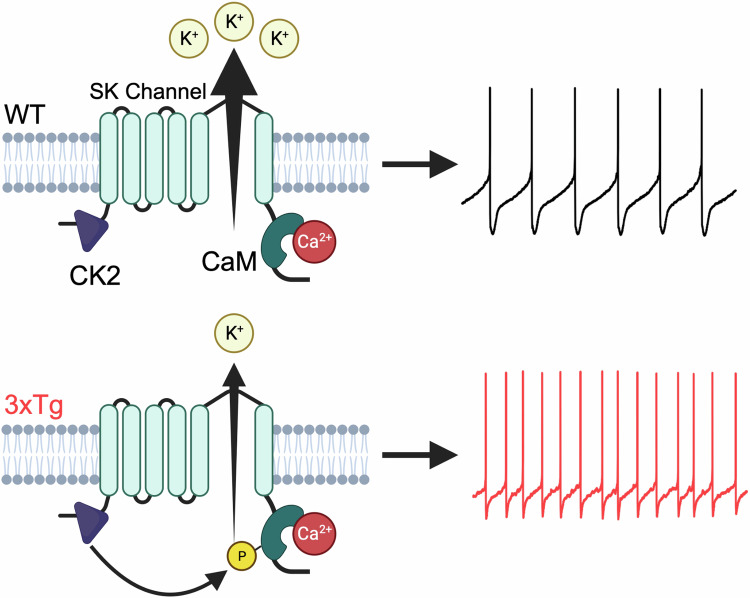
Proposed mechanism of hyperexcitability in 3xTg VTA DA neurons. Normally, VTA DA neurons maintain a balance between CK2 and PP2A resulting in low basal phosphorylation of CaM. In 3xTg mice, hyperactive CK2 results in hyperphosphorylated CaM, effectively decreasing SK channel calcium binding affinity and channel opening. This results in increased firing rate and irregularity in 3xTg mice. Created in BioRender. Beckstead, M. (2023) BioRender.com/j31r759.

CK2 is a pleiotropic kinase. CK2α^−/−^ mice do not develop proper hearts or neural tubes, and mortality occurs mid-gestation^114^. CK2 is also strongly associated with AD^80,83^, PD^115^, and various forms of cancer. The pharmacological profile of CK2 is well described, and clinical trials investigating its antagonist CX4945 are ongoing for basal cell carcinoma, in healthy subjects for tolerability, and for medulloblastoma (ClinicalTrials.gov: NCT03897036; NCT05817708; NCT03904862, respectively). Our data suggest that CK2 is a potential mediator of DA neuron hyperactivity in AD. Pharmacological inhibition of CK2 with SGC rectified irregular firing patterns in 3xTg DA neurons, while application of SGC to WT cells did not result in observable changes in spontaneous firing rate or rhythmicity. This suggests that basal phosphorylation levels may be low in VTA DA neurons, leaving them primed for physiological (or pathological) adaptation. As dopaminergic hyperactivity is a hallmark of multiple conditions including addiction and psychiatric disorders, these findings point toward a potential role of CK2 in modulating DA neuron firing across diverse contexts.

## Methods

### Animals

Male and female WT and 3xTg-AD mice were bred in-house at the Oklahoma Medical Research Foundation in accordance with the Institutional Animal Care and Use Policies. Mice were housed on a 12 h light/12 h dark reverse light cycle (lights off at 0900). Humidity was maintained between 40% and 60%, and temperature was held between 18 and 23 °C. All mice had *ad libitum* access to food and water, except for those undergoing attention gating. Founders for 3xTg (MMRRC #034830) and WT controls were obtained from Dr. Salvatore Oddo^28^. 3xTg mice were homozygous for all three humanized transgenes (APP_Swe_, PSEN1_M146V_, and Tau_P301L_). Due to the hybrid background (C57BL/6;129×1/SvJ;129S1/Sv embryo injected in a B6;129), a separate line on the same hybrid background, not carrying the transgenes, was maintained in parallel and used as control (WT). Breeder genotyping was outsourced (Transnetyx). All experiments and assays included male and female mice, which were roughly balanced in each experiment. As there were no indications of any sex effects, data were pooled.

### Operant conditioning behavior

Food and water were available ad libitum in the home cage at all times for the mice that underwent behavioral testing, unless otherwise noted (see attention gating methods). Operant testing was conducted in 3-h daily sessions beginning two hours into the dark cycle in operant chambers that were housed in sound-dampening cabinets equipped with fans to minimize external noise. Modular operant chambers (Lafayette Instruments) had two nose-poke holes with a food receptacle between them and a sonalert speaker across from the food receptacle. For each chamber, one nose poke hole was designated as the correct hole and was illuminated by a stimulus light within it during the session. Responses in the correct hole resulted in reinforcer delivery when the response requirement was met. Responses in the nose poke hole designated as incorrect had no consequence. The correct side was balanced across chambers to decrease side-preference bias. Training began at fixed ratio 5 (FR5); five nose-pokes in the correct hole resulted in administration of a 20-mg palatable food pellet (chocolate-flavored chow pellet, Bio-Serve), activation of a cue-light in the receptacle, and a 5-s tone. There was a 30-s timeout after pellet delivery, during which time no responding was reinforced and the stimulus light in the correct side nose poke hole was extinguished. The response requirement was increased across sessions (FR5, FR10, FR20, FR30) when accuracy for the correct side nose poke hole was at least 70% on any single day (accuracy defined as correct side nose pokes/total nose pokes on both sides × 100), with at least 1 day at each response requirement. Acquisition was defined as the first day of training that a mouse obtained 70% accuracy for the correct side nose poke hole. If a mouse did not reach acquisition criterion by the end of the fourteenth session, the mouse was removed from the study and deemed a “non-learner” (Fig. 1b). After meeting criterion at FR30 and maintaining stable behavior, mice were subjected to a progressive ratio (PR) session, which was terminated after 60 min without earning a reinforcer or 5 h total. During this PR test session, the FR requirement increased with each pellet earned according to the following schedule: 1, 2, 4, 6, 9, 12, 15, 20, 25, 32, 40, 50, 62, 77, 95, 118, 145, 178, 219, 268, 328, 402, 492, and 603. Breakpoint was defined as the last successfully completed response requirement before the session was ended.

### Locomotion

Open field Opto-Varimex chambers (44.5 cm × 2.9 cm × 3.2 cm, Columbus Instruments) were used to collect locomotor data on 3-month WT (*n* = 9) and 3xTg (*n* = 9) mice and on 12-month WT (*n* = 12) and 3xTg (*n* = 13) mice. Mice were habituated to the behavioral room for 30 min and were tested in the open field for 1 h. The center of the chamber was defined as the interior 39% of the arena area (the middle 10 out of 16 infrared beams on each axis). Data analysis was performed on the entire 60-min session.

### Attention gating

Male and female WT (*n* = 9) and 3xTg (*n* = 6) mice (11–15 months old) were used in Pavlovian conditioning and attentional gating assays with methods adapted from previously published work^58^. Mice were pre-exposed to 20-mg palatable chocolate pellets in their home cage 3 days prior to the start of Pavlovian conditioning. For each day of training, food was removed from the home cage at 8:30 a.m. (30 min before lights out). Mice were habituated to the testing room 5-h after food was removed (1:30 p.m.) for 30-min prior to the session. After the daily session (approximately 57 min each, days 1–7), mice were returned to their home cage with food and water ad libitum until 8:30 a.m. the next day. Each mouse performed one session per day for 8 consecutive days in sound attenuating operant conditioning chambers (Lafayette Instruments) as outlined for operant pellet self-administration. On days 1–7, each session consisted of 50 Pavlovian conditioning trials total, 25 CS^Low^ and 25 CS^High^, where CS^Low^ was defined as 10 s of an auditory tone at one frequency followed by pellet delivery in 12% of the trials and CS^High^ defined as 10 s of an auditory tone at a different frequency with pellet delivery in 100% of the trials. Each trial occurred on a variable inter-trial interval (ITI), with trials presented on average every 60 s (range 40–80 s) in random orders for ITI and CS condition for each session. Tone frequencies were counterbalanced across conditions (CS^High^ and CS^Low^). On day 8, mice were tested in an attentional gating assay of 30 trials total, 15 CS^High^ and 15 CS^Novel^, where CS^High^ maintained the above criteria and CS^Novel^ was defined as CS^High^ criteria concurrent with 10 s of a flashing house light positioned inside of the chamber on the opposite side of the food receptacle. Every trial on day 8 (CS^High^ and CS^Novel^) resulted in pellet delivery.

Dependent variables for days 1–7 included latency for head entry into the food receptacle, calculated for both CS^High^ and CS^Low^. Day 8 analysis included a comparison of attention index, calculated as the difference in latency for head entry into the receptacle between CS^Novel^ and CS^High^ as an average of 3-trial bins for each condition (CS^Novel^ - CS^High^). Day 8 data from four WT mice were removed due to lack of pellet retrieval (in both conditions) that precluded analysis.

### Brain slice preparation

For each electrophysiological experiment, the mouse was anesthetized with isoflurane and decapitated. The brain was removed rapidly and sliced in an ice-cold cutting solution containing the following (in mM): 110 choline chloride, 2.5 KCl, 1.25 Na_2_PO_4_, 0.5 CaCl_2_, 10 MgSO_4_, 25 glucose, 11.6 Na-ascorbate, 3.1 Na-pyruvate, 26 NaHCO_3_, 12 N-acetyl-L-cysteine, and 2 kynurenic acid. Horizontal (200 µm) slices containing the ventral midbrain at the level of the medial terminal nucleus of the accessory optic tract (*mt*) were collected and immediately transferred to a holding chamber containing artificial cerebrospinal fluid (aCSF) containing (in mM) 126 NaCl, 2.5 KCl, 1.2 MgCl_2_, 2.4 CaCl_2_, 1.2 NaH_2_PO_4_, 21.4 NaHCO_3_, and 11.1 glucose. Holding chamber aCSF was supplemented with (in mM) 1 Na ascorbate, 1 Na pyruvate, 6 N-acetyl-L-cysteine, and 0.01 MK-801, to minimize excitotoxicity associated with slicing. Slices recovered for thirty minutes at 32 °C followed by an additional 30 min or more at room temperature prior to recording. For the SGC-preincubation experiments, 1 µM was added to the holding chamber, and slices were maintained in this solution for 1–3 h prior to recording. Neurons were recorded up to ten hours after slicing.

### Electrophysiology

Slices were transferred to a recording chamber where they were perfused with warmed aCSF (Warner Instruments inline heater, 32–34 °C) at a rate of 2 mL/min via gravity or a peristaltic pump (Warner Instruments). Slices were visualized under Dödt gradient contrast (DGC) optics on an upright microscope (Nikon). Putative VTA dopaminergic neurons were identified first by location (>100 µm medial to *mt* at the level of the fasciculus retroflexus [*fr*]). A subset of recorded neurons were labeled with biocytin and imaged on a confocal microscope (Zeiss LSM 710) or imaged under DGC on the rig for localization (Supplementary Fig. 11). Electrophysiological criteria for VTA DA neuron identification included slow, spontaneous firing in the cell-attached configuration (0.5–8 Hz), wide (>1.1 ms) spikes^116^, inactivation time constants of the A-type potassium current between 30 and 300 ms^48^, and a long (>250 ms) rebound delay after a hyperpolarizing step (−100 pA) in current clamp^46,47^. SNc DA neurons were recorded <50 µm from *mt* (Supplementary Fig. 2a), and electrophysiological identification parameters included slow (1–5 Hz) spontaneous firing and wide (>1.1 ms) spikes in the cell attached configuration, fast-inactivating A-type potassium conductance, and hyperpolarization-activated inward current (I_H_) > 100 pA. Locus coeruleus NE neurons were identified by large cell bodies (>20 µm) directly medial to the mesencephalic trigeminal nucleus, rostral to the border of the fourth ventricle and with electrophysiological parameters including slow (0.25–6 Hz) spontaneous firing, slow-inactivating A-type potassium conductance, and membrane resistance <100 MΩ (−77 V_hold_). For cell-attached and whole-cell recordings, patch pipettes were pulled from thin-wall glass (World Precision Instruments or Warner Instruments) and had resistances of 2.5–3 MΩ when filled with an intracellular solution containing (in mM): 135 K gluconate, 10 HEPES, 5 KCl, 5 MgCl_2_, 0.1 EGTA, 0.075 CaCl_2_, 2 ATP, 0.4 GTP, pH 7.35^117^. Whole-cell internal solution had a liquid junction potential of −17.1 mV, which was calculated with the stationary Nernst–Planck equation using LPJcalc (https://swharden.com/LJPcalc) and corrected offline. Perforated-patch pipettes were pulled from standard wall glass (Warner Instruments) and had resistances of 3.5–4.5 MΩ. The tip was first filled with (in mM) 140.5 KCl, 7.5 NaCl, 10 HEPES (pH 7.0) and then backfilled with the same solution containing 1–2 µg/mL gramicidin-D. Recordings generally began when perforation was adequate to display action potential overshoot of 0 mV, and recordings were terminated if break-in occurred. Patch-seq pipettes were pulled from thin-walled glass similar to whole-cell recording pipettes except with a slightly smaller tip (3–4 MΩ) to allow efficient nucleated patch formation^69^. For evoked NMDA EPSCs, MK-801 was not included in the recovery chamber, and a 0 Mg^2+^ aCSF was used (126 NaCl, 2.5 KCl, 3.6 CaCl_2_, 1.2 NaH_2_PO_4_, 21.4 NaHCO_3_ and 11.1 D-glucose), plus DNQX (10 µM), picrotoxin (100 µM), hexmethamonium (100 µM), CGP56999a (100 nM), and sulpiride (50 nM). Recording pipettes were filled with a QX-314-containing K-gluconate based internal (140.5 K-gluconate, 7.5 NaCl, 10 HEPES, 0.1 EGTA, 2 MgATP, 0.21 NaGTP, 5 Br-QX-314). Cells were voltage clamped at −72 mV (corrected). A bipolar stimulating electrode was placed at least 200 µm caudal to the recorded cell. EPSCs were evoked every 6 s. A stable baseline of five minutes was acquired prior to bath application of apamin (10 nM). Charge was calculated as AUC using the Numpy trapezoid function. NMDA currents were confirmed by sensitivity to MK-801 (10 µM). All pipettes were pulled on a vertical PC-10 or PC-100 puller (Narishige International).

### Chemicals and pharmacological agents

NS309 was purchased from Alomone Labs. Apamin was purchased from Echelon Biosciences. SGC-CK-2 was purchased from Tocris. All other chemicals were purchased from Sigma-Aldrich.

### Electrophysiological data acquisition and analysis

Recordings were acquired with a MultiClamp 700B amplifier and digitized with an Instrutech ITC-18 board. AxoGraph (v1.7.6 and v1.8.0) and LabChart (ADInstruments) software were used for recording. Voltage-clamp recordings were low-pass filtered online at 6 kHz and digitized at 20 kHz. Current clamp recordings were low-pass filtered at 10 kHz and digitized at 20 kHz. Experimenters were not blinded to the group during data collection; however, all data was batch analyzed and then sorted based on genotype. All analyzes were conducted offline via custom scripts, or implementation of eFEL in Fig. 2e, f, in Python (3.9). Code used for analyzes is publicly available at the following site with example files and Jupyter notebooks (https://github.com/heblanke/Electrophysiology_analysis_CK2_study). Cell-attached recordings were filtered using a Savitzky-Golay filter and action currents were detected in the negative direction. In current clamp, spikes were generally detected at the upward crossing of −10 mV. ISI times and voltages were collected by subtracting the first spike time from the times between each pair of spikes and were resampled at 1000 points spanning each ISI to allow for averaging across ISIs and across different cells. The minimum voltage value was taken as the minimum of the average ISI for a cell. The average voltage across the mAHP was calculated as the average voltage from 10 ms after the minimum point to 100 ms after the minimum point of the ISI. The ISI voltage trajectories illustrated are grand averages across all cells in a group. Tail current AUC was calculated using the trapezoidal rule implemented in NumPy. A-current inactivation time constants were determined by fitting a bi-exponential curve to currents using the SciPy curve fit function. Apparent threshold values were determined by averaging spike voltages for a given cell and determining the voltage at which 10 mV/ms was crossed. Action potentials were binned into 10 ms windows and averaged across bins to measure frequency and CV of ISI in order to avoid confounds of rate drift. Representative traces of action potentials were truncated at either +10 mV (Figs. 2, 3, and 6) or at +20 mV (Fig. 4).

### Patch-seq

Patch-seq required slight modifications to recording parameters to minimize confounds in both electrophysiological recordings and sequencing. Patch-seq internal was a modification of whole-cell internal solution containing (in mM) 124 K gluconate, 10 HEPES, 5 KCl, 5 MgCl_2_, 0.1 EGTA, 0.075 CaCl_2_, 20 µg/mL glycogen, and 0.5 units/µL RNase inhibitor (M0314L, New England Biolabs). The voltage step protocol used to measure the tail current was unchanged. To minimize recording time before cell extraction, additional electrophysiological parameters were not recorded. After recording was complete, light negative pressure was applied to the pipette until the nucleus was visible at the tip of the pipette, or for approximately three minutes. Next, the recording pipette was slowly retracted along the *Z*-axis. Successful extractions included an obvious nucleated patch^69^. After the nucleus was visualized above the slice, the pipette was rapidly retracted from the bath, and the cellular contents within the pipette were deposited in a 0.2 mL PCR tube containing 0.5 µL of NEB Next lysis buffer and 0.25 µL NEB murine RNase inhibitor. Tube contents were then rapidly spun down and flash frozen on dry ice. Samples were stored at −80 °C until RNASeq libraries were generated.

### RNASeq library generation

Directional libraries were constructed using NEBNext Single Cell/Low Input RNA Library Prep Kits from Illumina following manufacturer instructions. In brief, poly-adenylated mRNA was magnetically captured and then eluted from the oligo-dT beads. mRNA was then fragmented and reverse-transcribed, and the cDNA was purified using SPRISelect beads (#B23318, Beckman Coulter). Purified cDNA was eluted in 50 μL 0.1 × TE buffer. Adaptors were diluted and ligated to cDNA, and the cDNA was amplified by 28 cycles of PCR. SPRISelect beads were used to select for proper library size. Purified library quality was then assessed on a tapestation (#4200, Agilent Technologies) using HSD1000 screentapes (#5067–5584; Agilent Technologies). Due to the high number of amplification cycles, occasionally libraries required additional rounds of SPRISelect purification. Qubit 1 × dsDNA HS Assay kit (#Q33230, Thermo Fisher Scientific) was used to quantify libraries. Libraries were pooled and sequenced 2 × 100 bases on an Illumina NovaSeq X. RNA sequencing data generated in this study are available through the NCBI Gene Expression Omnibus using accession number GSE273040.

### RNASeq analysis

Reads were trimmed and aligned before differential expression statistics and correlation analyzes in Strand NGS software package (v4.0; Strand Life Sciences). Samples with reads were aligned against the full mm10 transcriptome RefSeq build (2013.04.01). Alignment and filtering criteria included the following: adapter trimming, fixed 5-bp trim from 5′ and 3′ ends, a maximum number of one novel splice allowed per read, a minimum of 90% identity with the reference sequence, a maximum 5% gap, and trimming of 3′ ends with *Q* < 30. All duplicate reads were then removed. Normalization was performed with the DESeq2 algorithm. Transcripts with an average read count value ≥1 in at least 80% of the cells in at least one group were considered expressed at a level sufficient for quantitation. Cells positive DA neuron markers *TH*, *Slc6a3*, and *Slc18a2* and negative for markers of other cell types *Pvalb*, *Tmem119*, *P2ry12*, *Aldh1l1* were retained, 68 cells in total. For statistical analysis of differential expression, a *t*-test with Benjamini–Hochberg multiple testing correction (BHMTC) was performed with a False Discovery Rate cutoff of <0.1. For those transcripts meeting this statistical criterion, an absolute fold change >1.25 cutoff was used to eliminate those genes that were statistically significant but unlikely to be biologically significant and orthogonally confirmable because of their very small magnitude of change. t-SNE were performed in Strand NGS (version 4.0)^118^. To compare electrophysical parameters to changes in gene expression, Pearson correlations were computed using the scipy.stats pearsonr function in Python. Gene ontology analysis was performed using GOATOOLS^119^. QC data for the Patch-seq is provided in Supplementary Fig. 9.

### Immunohistochemistry

Mice were deeply anesthetized with 2% 2,2,2-tribromoethanol in injectable saline via IP injection, followed by transcardial perfusion with PBS, then 4% paraformaldehyde (PFA). Mice were decapitated and brains were extracted and post-fixed in 4% PFA for 16 h and cryoprotected in 30% sucrose in PBS for three days, or until brains had completely sunk. Brains were then embedded in optimal cutting temperature (Tissue-Tek) and frozen on dry-ice. Striatal and midbrain sections were cut coronally on a sliding cryotome (CryoStar) at 40 µm and slices washed in PBS. All mice used for immunohistochemistry were harvested and brain tissue processed in parallel.

For all histology, autofluorescence was quenched with 5 mg/mL NaBH_4_ in water, washed with PBS, and subsequently slices were permeabilized in 0.2% PBST (Triton X-100). Tissue was blocked in 5% bovine serum albumin and 0.5% normal donkey serum. Primary antibodies were diluted as follows: chicken anti-tyrosine hydroxylase (TH, 1:750, Abcam), rabbit anti-Kcnn3 (SK3, 1:200, Alomone, ThermoFischer), rabbit anti-casein kinase 2 beta 1 (CK2, 1:200, Invitrogen), rabbit anti-phospo-calmodulin (p-CaM, 1:100, Invitrogen), and rat anti-DAT (1:750, Millipore), and incubated for 72 h at 4 °C. Secondary antibodies were diluted as follows: anti-chicken AlexaFluor 488 (1:750, JacksonImmuno), anti-rabbit AlexaFluor 594 Plus (1:500, Invitrogen), and anti-rat AlexaFluor 649 (1:500, JacksonImmuno) incubated at 4 °C overnight. Each well for processing only contained two primary antibodies, anti-TH and a second antibody from the list above. Secondary-only controls were used to confirm no aberrant fluorescence. Striatal slices were always stained with anti-TH and anti-DAT. Slices were mounted on Diamond White Glass charged slides (Globe Scientific), dried, rinsed with water, and air dried again prior to application of mounting medium (Prolong Diamond) and coverslips.

### Confocal microscopy and image analysis

Images were acquired at 10× on a Zeiss 880 confocal microscope. Within groups, images were acquired using identical settings. All image analyzes included at least three sections per mouse and three mice per group. Images were exported as .czi files, cropped to contain only the VTA, and imported into Python using the aicsimageio CziReader implementation to convert the file to a Numpy array. For segmentation analysis, arrays were sliced for the brightest image in the non-TH channel, which was extracted for both the TH and non-TH channels. The anti-TH channel was used for DA neuron segmentation using CellPose3^120,121^. Images were first upsampled using the ‘denoise’ function (via ‘upsample_cyto3’) and then DA neurons were segmented using the ‘cyto3’ model. To calculate unmanipulated fluorescence intensity, the cell masks were then resized using the ‘skimage.transform resize’ function. The correct size mask was then used to calculate single cell intensity values, by calculating the pixel intensities within cell masks for CK2, p-CaM, and SK3. Average intensity for single cells were computed and cumulative probability curves generated from the data using the Seaborn ‘kdeplot’ function. For determination of total striatal and midbrain TH and DAT intensity, sum intensity projections were calculated, normalized to the max value for each image and total intensity from the frame was reported. Image quantification was conducted on raw images. For display purposes in representative images, if a channel intensity was increased it was done so uniformly across genotypes.

### Statistical analysis

Statistics on electrophysiological data were analyzed in Prism (versions 9 and 10), and statistics and calculations for RNAseq were conducted in Python, Strand NGS, and Prism. All electrophysiology parameters collected were batch analyzed to minimize bias, except for wash-in pharmacological manipulations. Normality was assessed using the Shapiro–Wilk test. Unpaired and paired two-tailed *t*-tests were used for normal two-group comparisons. Mann–Whitney and Wilcoxon tests were used for non-normal unpaired and paired two-group comparisons, respectively. For cumulative probability graphs, two group Kolmogorov–Smirnov tests were used. Two-way ANOVAs with Sidak’s post-hoc test for multiple comparisons or one-way ANOVAs followed by Dunnett’s test were conducted where indicated. For graphs where an omnibus test was conducted, asterisks representing significant group effects (i.e., genotype) were placed adjacent to the legend. All error bars represent standard error of the mean (s.e.m.) unless otherwise noted.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data 1 - Main

Source Data 2 - Supplementary

## Data Availability

The RNA sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE273040. The imaging and electrophysiology data are too large to deposit alongside analysis code; however, raw data are available through contacting the corresponding author. The data generated in this study to reproduce figures are provided in the Supplementary Information/Source Data file. Source data are provided with this paper.

# Supplementary material for: VTA dopamine neurons are hyperexcitable in 3xTg-AD mice due to casein kinase 2-dependent SK channel dysfunction
**Source:** Nat Commun. 2024 Nov 8;15:9673. doi: 10.1038/s41467-024-53891-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplemental Figure 1. 3xTg mice do not display motivational deficits.** **a.** Although there was a significant effect on learning the operant task, the number of pellets earned at FR30 did not significantly differ by age ( $P = 0.596$ ) or genotype ( $P = 0.513$ ). **b.** The breakpoint during the PR test session was also not different by age ( $P = 0.924$ ) or genotype ( $P = 0.905$ ). Error bars indicate standard error. Source data are provided as a Source Data file.

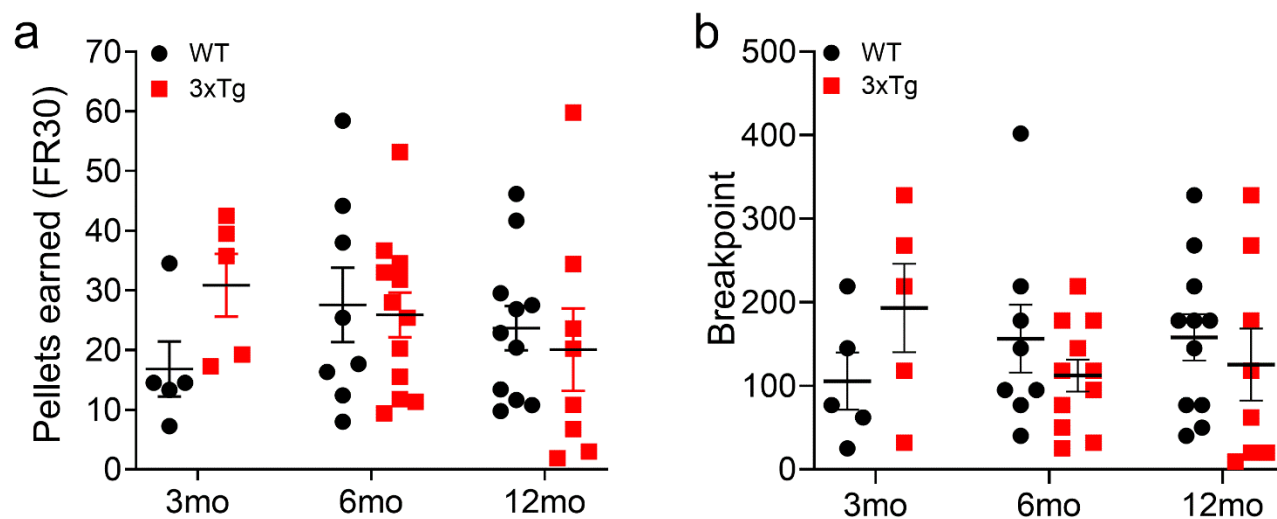

**Supplemental Figure 2. Locus coeruleus norepinephrine neuron firing is unaltered in 12 mo 3xTg mice. a.**

Representative 10 s traces of cell-attached firing in WT (black) and 3xTg (red) neurons. **b.** Firing frequency (Mann-Whitney,  $P=0.3571$ ,  $U=101$ ) and **c.** CV of the ISI (Mann-Whitney,  $P=0.2204$ ,  $U=93$ ) are unaltered by genotype (2 WT and 2 3xTg mice). **d.** Representative traces of whole-cell evoked firing (2 s, +100pA) in WT (black) and 3xTg (red) neurons. Averaged F/I curves show no difference in **e.** somatically driven firing or **f.** excitability measured as slope of steady-state (0-250 pA) F/I curves (unpaired t-test,  $P=0.6903$ ,  $t=0.4003$ , 2 WT and 2 3xTg mice). **g.** Representative traces of the tail current in WT and 3xTg neurons. No differences in **h.** tail current area under the curve (AUC, two-tailed t-test,  $P=0.9106$ ) or **i.** maximum current amplitude (two-tailed t-test,  $P=0.8314$ ) were evident (2 WT and 2 3xTg mice). Error bars indicate standard error. Source data are provided as a Source Data file.

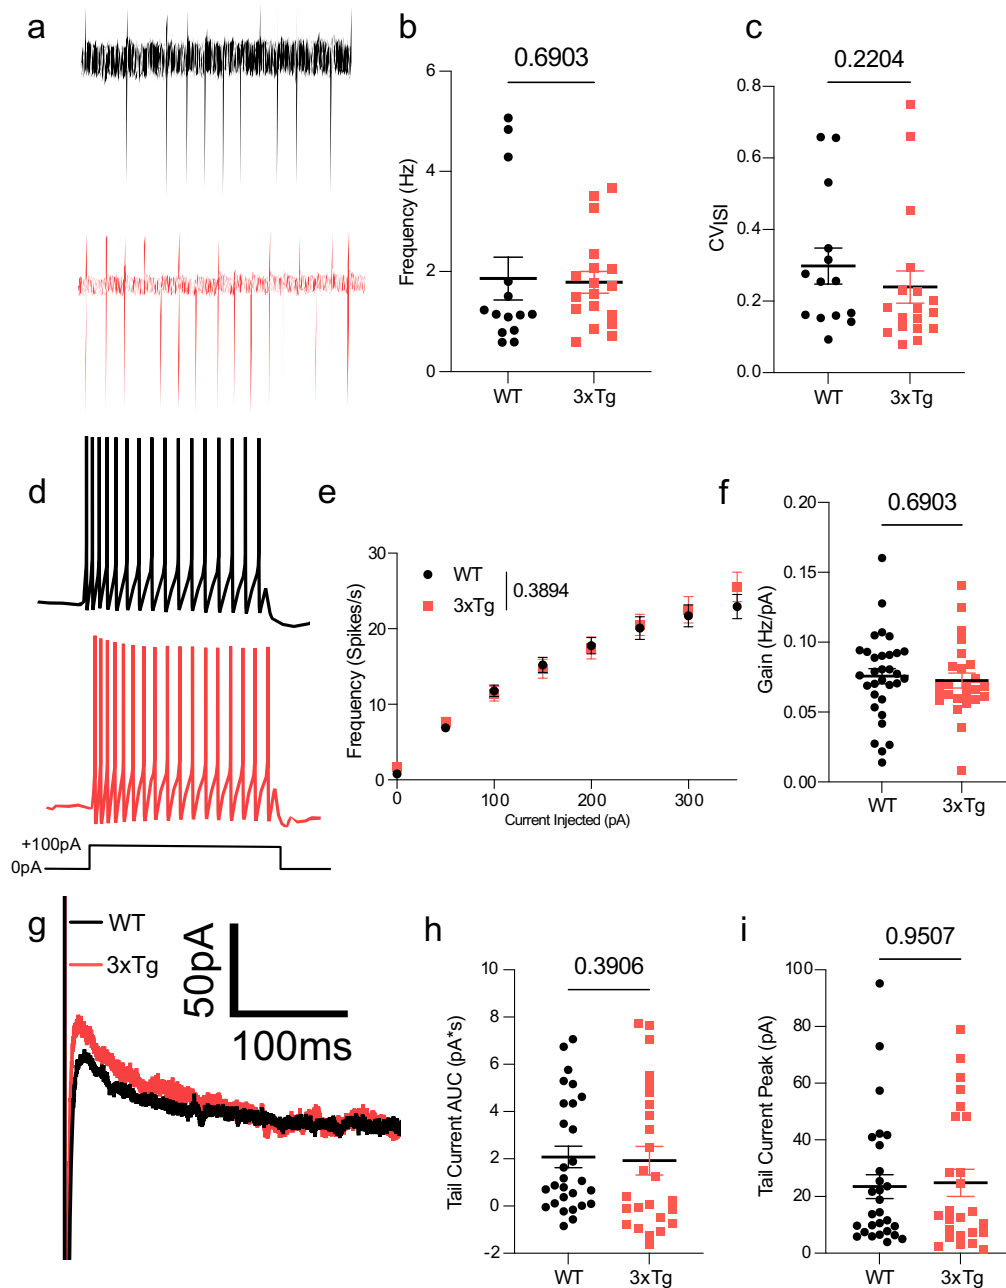

**Supplemental Figure 3. SNc DA neurons are unaffected in 12-month-old 3xTg mice.** **a.** Schematic indicating location of a subset of recorded cells in the SNc. **b.**

Representative five-second traces of cell-attached recordings in WT (black) and 3xTg (red) SNc DA neurons. No difference in firing rate (**c.** t-test,  $P=0.4370$ ,  $t=0.7853$ ) or CV of ISI (**d.** Mann-Whitney,  $P=0.7683$ ,  $U=188$ ) between the two genotypes was detected (2 WT and 2 3xTg animals). **e.** Traces representing evoked firing at +50 pA in the whole-cell configuration for WT (black) and 3xTg (red). **f.** Averaged frequency-current curves for WT and 3xTg indicate no difference in evoked firing. **g.** No difference in the gain (slope of the steady state [0-60 pA] F/I curves, t-test,  $P=0.9092$ ,  $t=0.1148$ , 2 WT and 2 3xTg mice) between WT and 3xTg neurons was observed. **h, i.** Tail current charge was unaffected in 3xTg SNc neurons (Mann-Whitney,  $P=0.5536$ ,  $U=430$ , 2 WT and 2 3xTg mice). **j, k.** A-type potassium current peak amplitude was also unaffected (Mann-Whitney,  $P=0.8062$ ,  $U=353$ , 2 WT and 2 3xTg mice). Error bars indicate standard error. Source data are provided as a Source Data file.

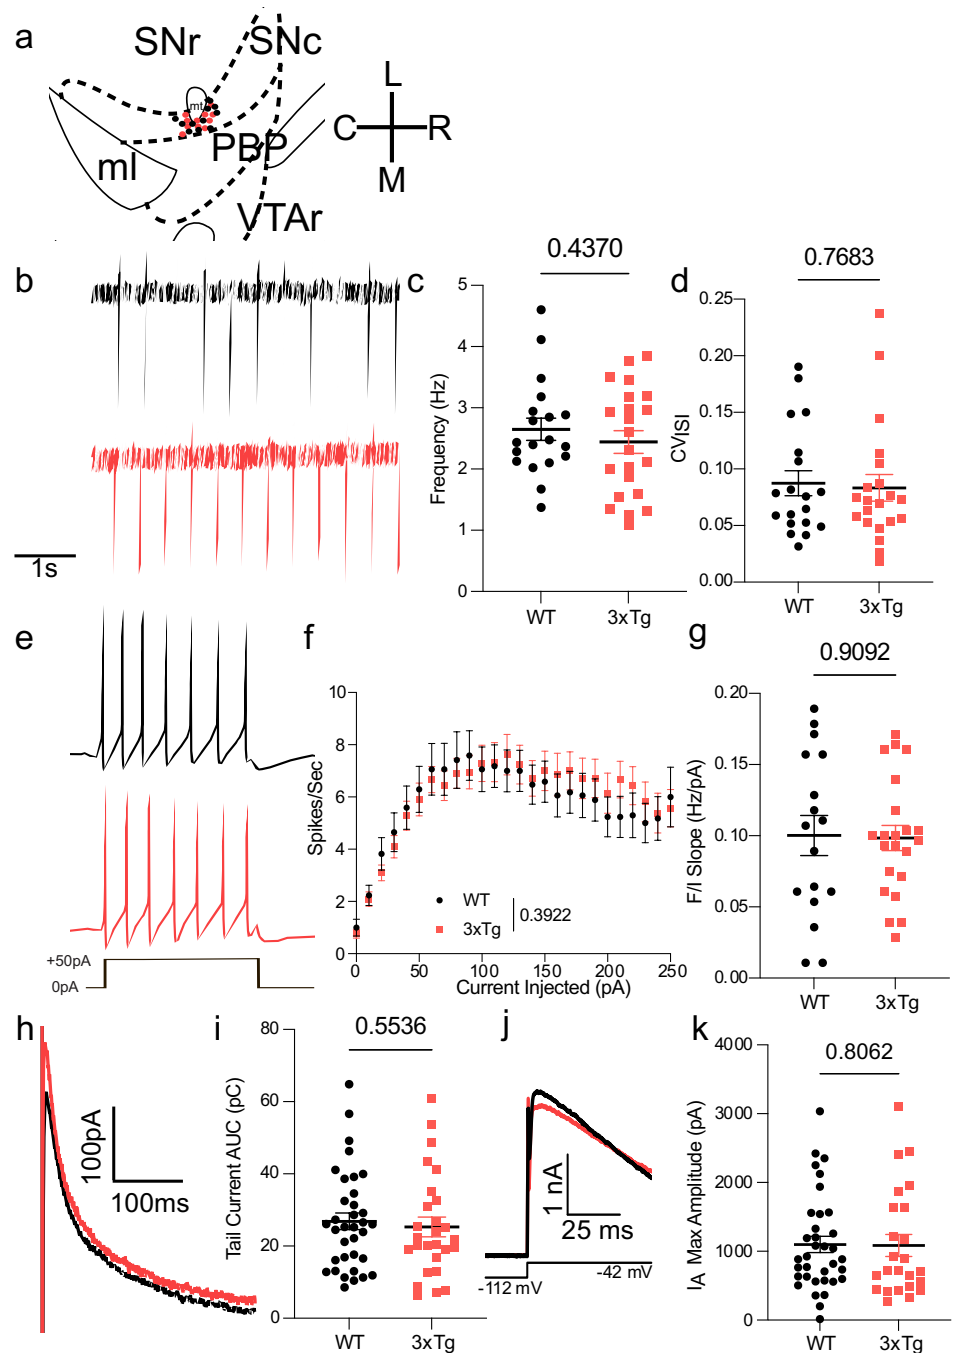

**Supplemental Figure 4. The tail current in VTA DA neurons is mostly apamin-sensitive.** **a.** Representative traces before (black) and after (orange) apamin (100 nM). **b.** Tail current maximal amplitudes, evoked by a step from -72 mV to -17 mV. Apamin was washed on for ~18 minutes and did not wash out within the duration of these recordings. **c.** Tail current maximal amplitudes before (average of the first 7 sweeps) and after (average of the final 7 sweeps) apamin (paired two-tailed t-test,  $P=0.0015$ , 2 mice). Error bars indicate standard error. Source data are provided as a Source Data file.

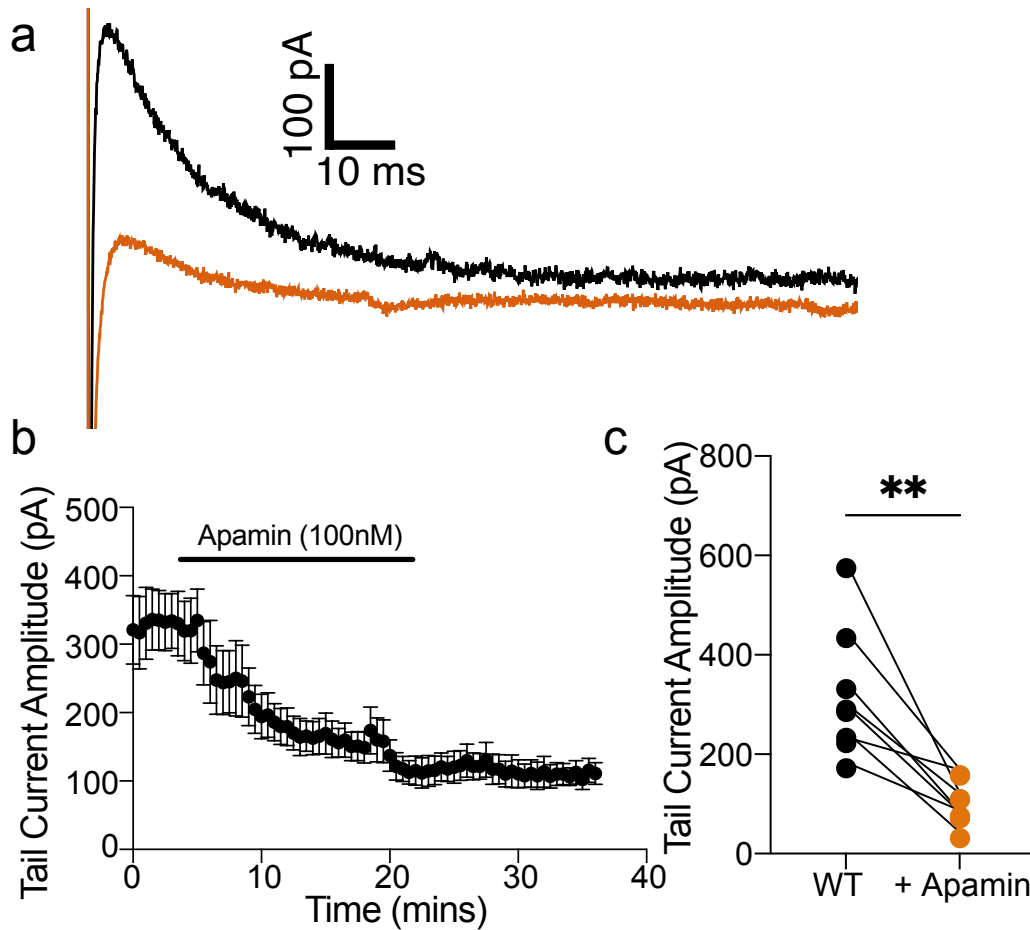

**Supplemental Figure 5. 3xTg mice show normal attention gating.** **a.** Schematic representing the Pavlovian attentional task training and novel stimulus testing. **b.** WT and 3xTg mice did not differ in their ability to learn the Pavlovian task as measured by a decrease across training days in the latency to enter the food receptacle after the tone associated with 100% probability of pellet delivery ( $CS^{High}$ ) versus no change in latency in response to the tone associated with 12% probability of pellet delivery ( $CS^{Low}$ ). **c.** In the Day 8 test session, there was no difference between WT and 3xTg mice in response to a novel stimulus presented with the  $CS^{High}$  ( $CS^{Novel}$ ) when averaged in 3-trial bins (mixed-effects model,  $P=0.186$ ), expressed as a difference in the latency to enter the food receptacle between the  $CS^{Novel}$  and  $CS^{High}$  conditions. Figure was created in part with BioRender.com. Source data are provided as a Source Data file. Created in BioRender. Sharpe, A. (2024) BioRender.com/I84I725.

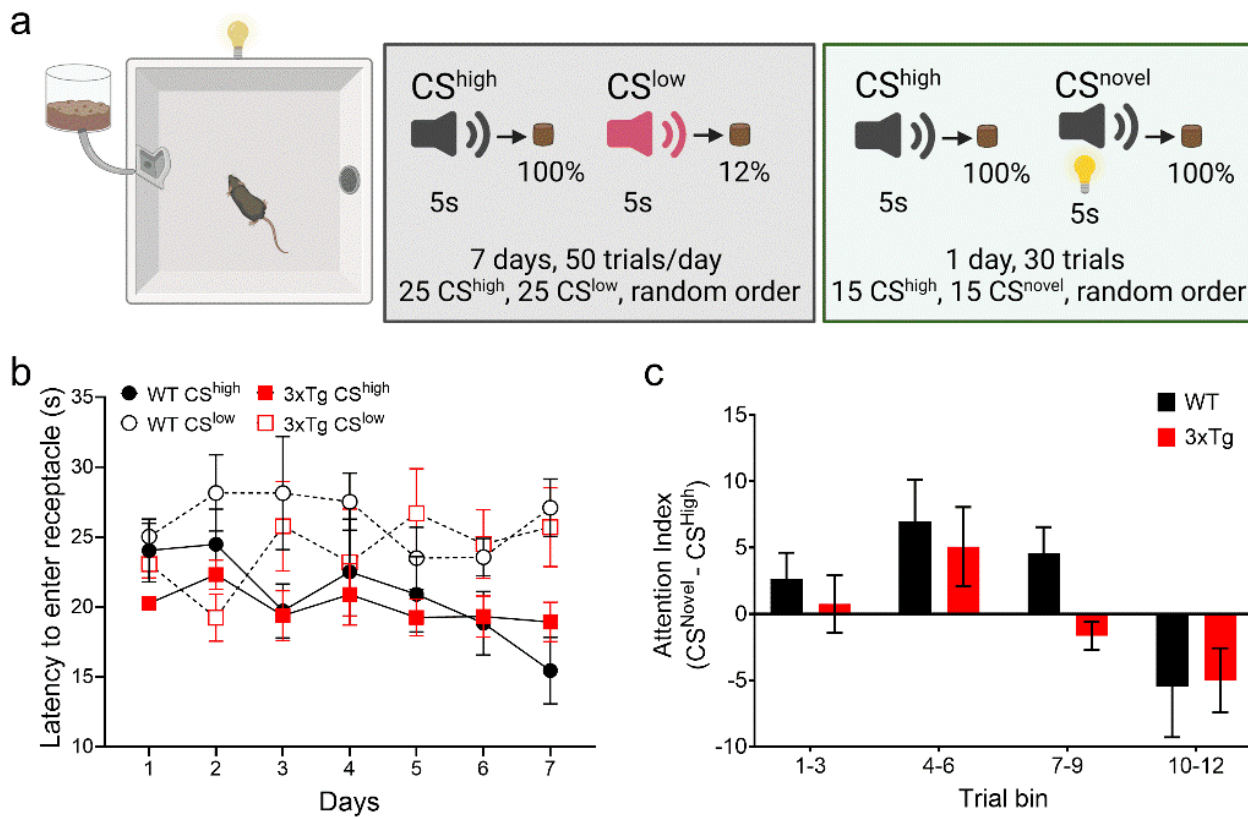

**Supplemental Figure 6. SK channel inhibition potentiates NMDA currents in WT but not 3xTg DA neurons. a.**

Representative traces of WT (black and orange) and 3xTg (red and purple) evoked NMDA receptor-mediated EPSCs before and after application of apamin (10 nM). **b.** Apamin increased the AUC by an average of 37.7% in WT DA neurons but only 7% on average in 3xTg DA neurons (Mann-Whitney,  $U=15.50$ ,  $p=0.0138$ ,  $n=4$  mice). Error bars indicate standard error. Source data are provided as a Source Data file.

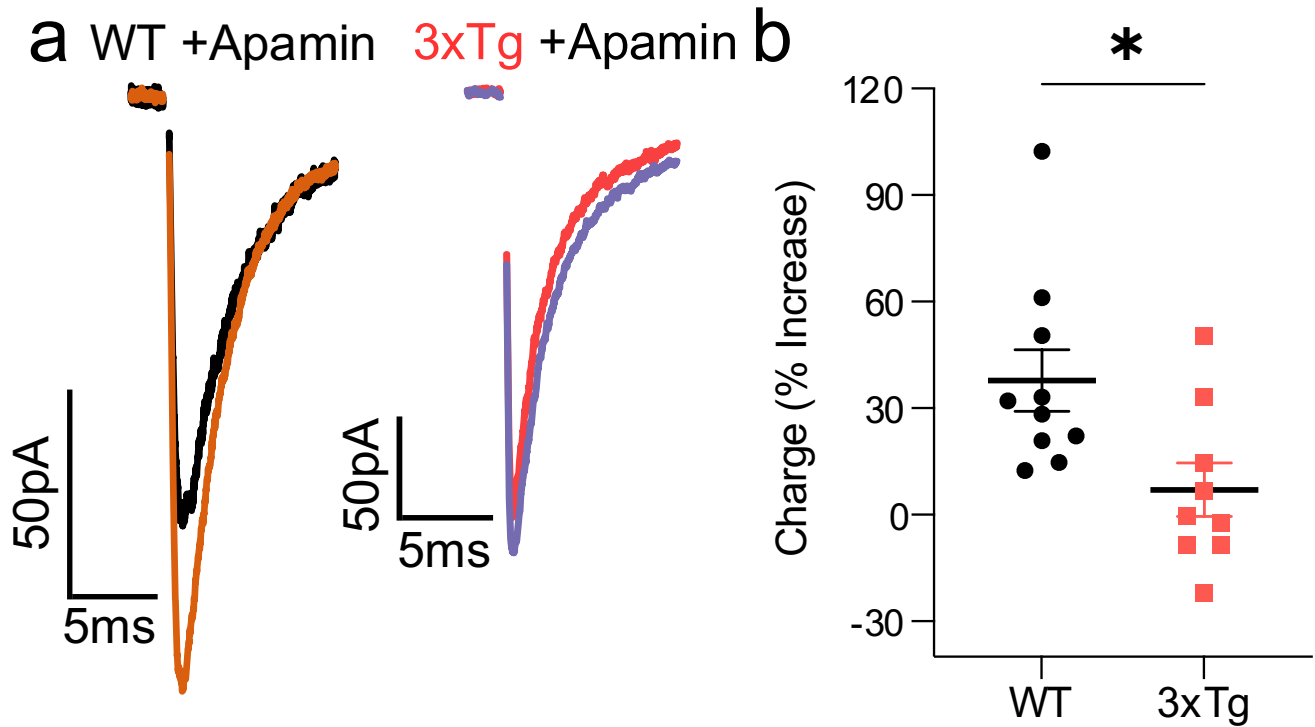

**Supplemental Figure 7. Striatal and midbrain DA markers are decreased in 3xTg mice.** **a.** Representative sum projection images of ventral striatum, with images centered on the anterior commissure displaying decreased TH and DAT expression in 3xTg mice. Quantification of decrease in **(b.)** TH expression normalized to WT (unpaired t-test,  $t=3.0899$ ,  $P=0.0366$ ,  $n=6$  mice) and **(c.)** DAT expression (unpaired t-test,  $t=2.8909$ ,  $P=0.0445$ ,  $n=6$  mice). **d.** Representative sum projection images of the VTA in WT and 3xTg mice. **e.** Quantification shows a decrease in TH intensity (t-test,  $t=3.833$ ,  $P=0.0186$ ) but no change in the number of cells detected **(f.)** (unpaired t-test,  $t=0.7967$ ,  $P=0.4702$ ). Box and whisker plots define the inner quartile range and whiskers extend to minimum and maximum values, center line corresponds to median.. Red scale bars are 200  $\mu\text{m}$ . Source data are provided as a Source Data file.

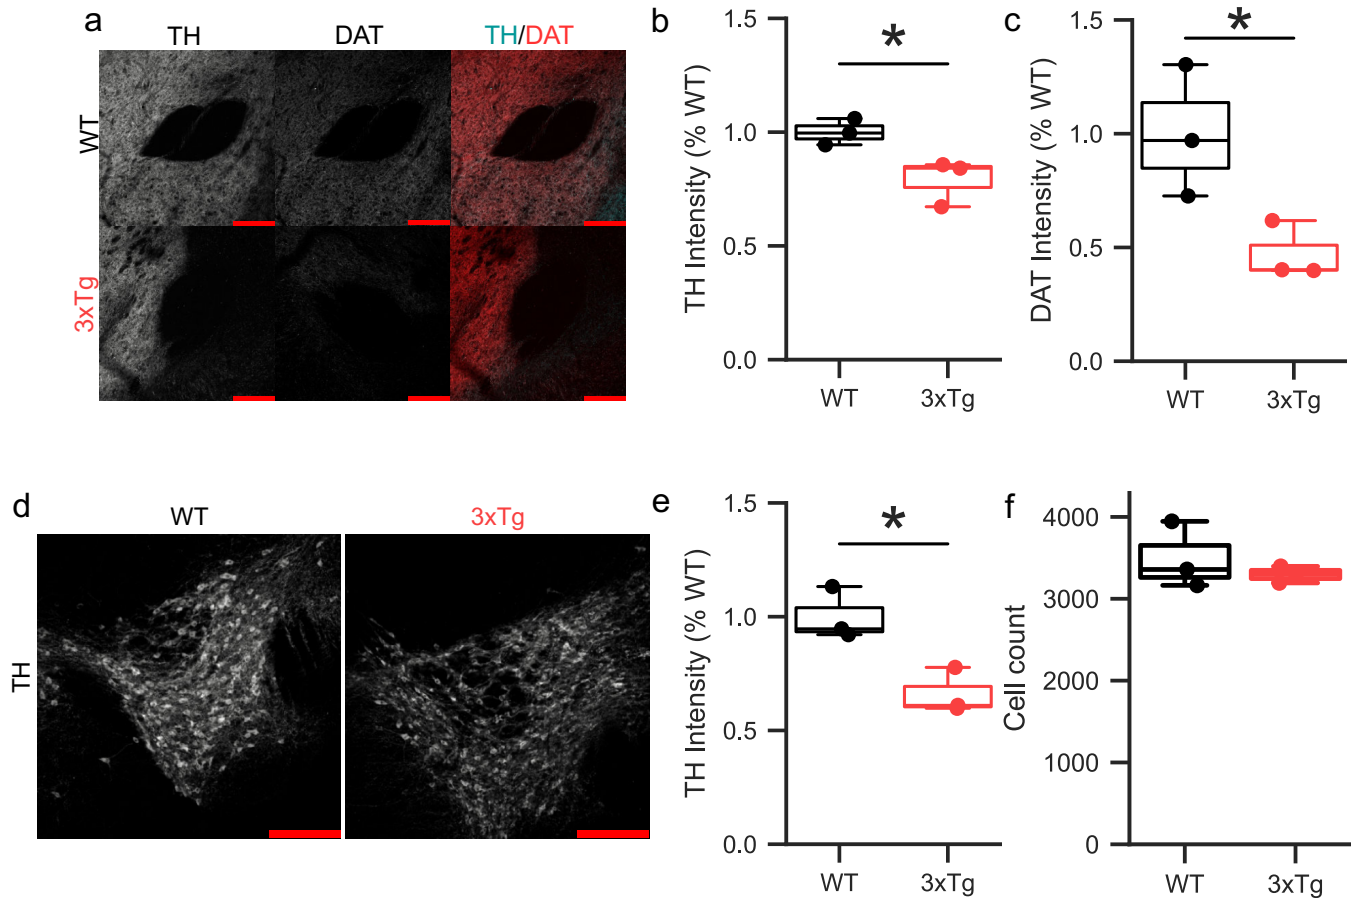

**Supplemental Figure 8. 12 mo 3xTg DA neurons exhibit unaltered A-type potassium currents.** **a.** Representative trace of A-type current in 12 mo WT (black) and 3xTg (red) neurons (step from -72 to -112 to -52 mV)<sup>40</sup>. **b.**  $I_A$  maximal amplitude is not different by genotype but does display an age x genotype interaction ( $F_{\text{genotype} \times \text{age}} = 4.319$ ,  $P=0.0053$ , 3 mo WT = 44 neurons, 7 mice; 3 mo 3xTg = 24 neurons, 3 mice; 6 mo WT = 30 neurons, 7 mice; 6 mo 3xTg = 45 neurons, 8 mice; 12 mo WT = 39 neurons, 9 mice; 12 mo 3xTg = 43 neurons, 8 mice; 18 mo WT = 35 neurons, 6 mice; 18 mo 3xTg = 35 neurons, 6 mice). **c.** The inactivation time constant is also unaffected by genotype but displays an age x genotype interaction ( $F_{\text{age}} = 3.083$ ,  $P=0.0277$ ;  $F_{\text{age} \times \text{genotype}} = 3.039$ ,  $P=0.0294$ ). Error bars indicate standard error. Source data are provided as a Source Data file.

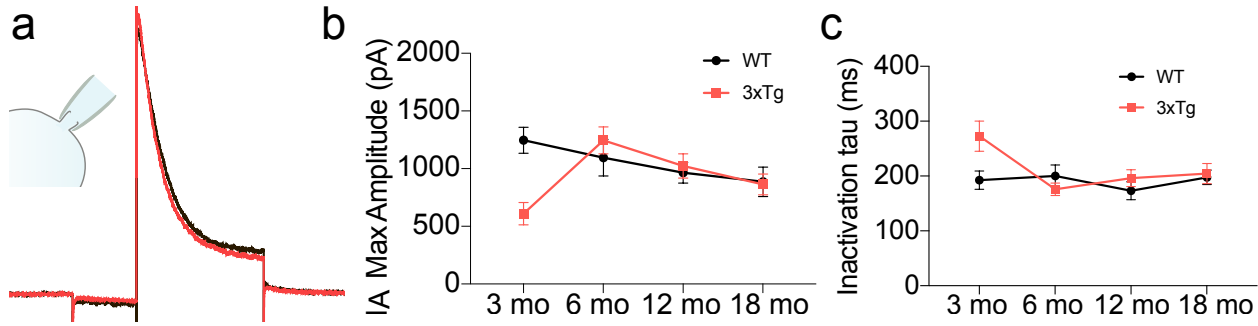

**Supplemental Figure 9: Patch-seq quality control metrics.** **a.** Count depth per cell, **b.** number of detected genes per cell, and **c.** gene count depth distribution indicating high gene detection per cell and deep read depth for single cell data. Source data are provided as a Source Data file.

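The count depths and gene numbers behind this figure cover part of the table. Over the 4165 genes with a deposited count of at least 1 in at least 80% of the cells of 1 genotype, the summed count per cell ranged from 359011 to 1344383 (median 801008), and between 2653 and 4145 genes per cell had a count above 0 (mean 3725). These genes held 77.9% of all counts. The paper's source data give 67 count depths, and each lies within 1 count of a cell's sum over these genes. They give 68 gene numbers, which in order of size equal the 68 numbers found here. The mean count per cell of these genes had a median of 91.5 over genes, and 80% of the genes lay between 13.7 and 380 counts (10th and 90th percentiles).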

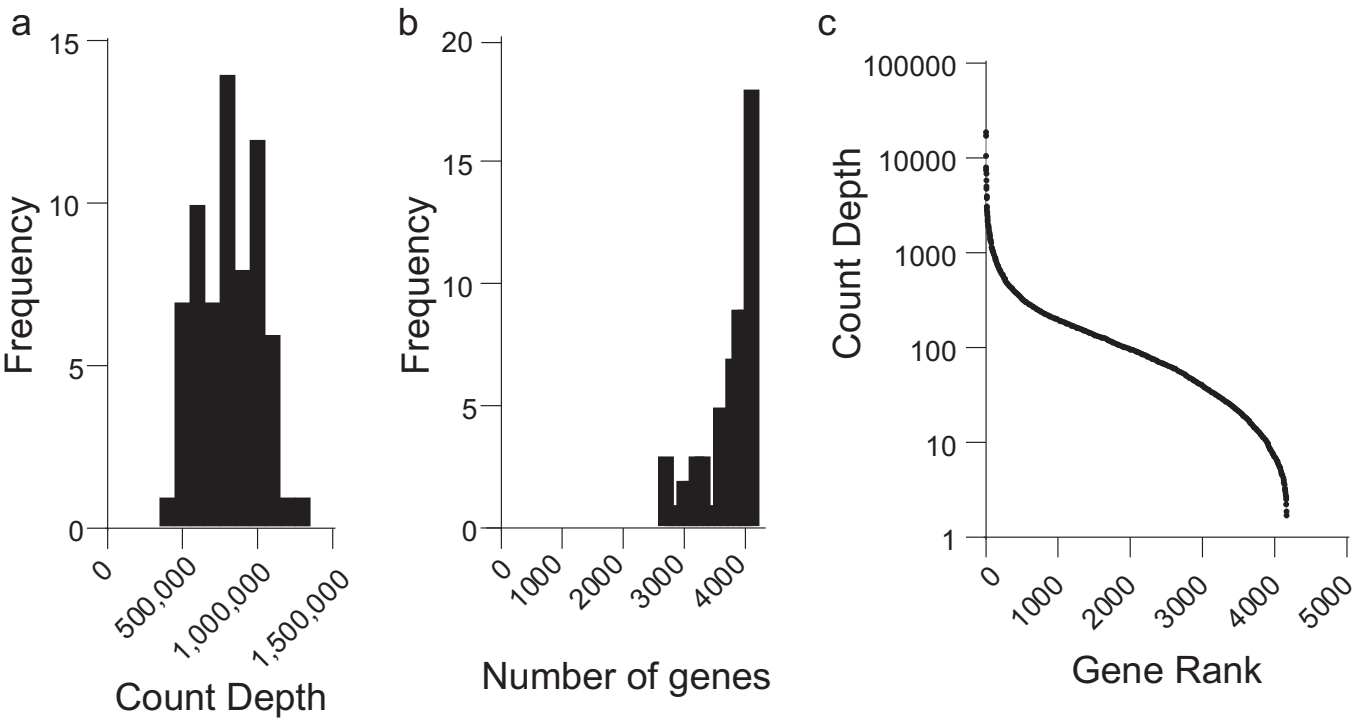

**Supplemental Figure 10. CK2 inhibition restores SK currents in 3xTg DA neurons.** **a.** Representative tail currents from WT, 3xTg naive, and 3xTg DA neurons pre-treated with SGC. **b.** Pre-incubation with SGC restored tail current charge in 3xTg neurons (Sidak's,  $P=0.0098$ ) but had no effect in WT neurons (Sidak's,  $P=0.9257$ ; WT naive = 20 neurons, 6 mice; 3xTg naive = 42 neurons, 7 mice; WT + SGC = 16 neurons, 2 mice; 3xTg + SGC = 16 neurons, 2 mice;  $F_{\text{genotype} \times \text{SGC}} = 4.765$ ,  $P=0.0318$ ). Error bars indicate standard error. Source data are provided as a Source Data file.

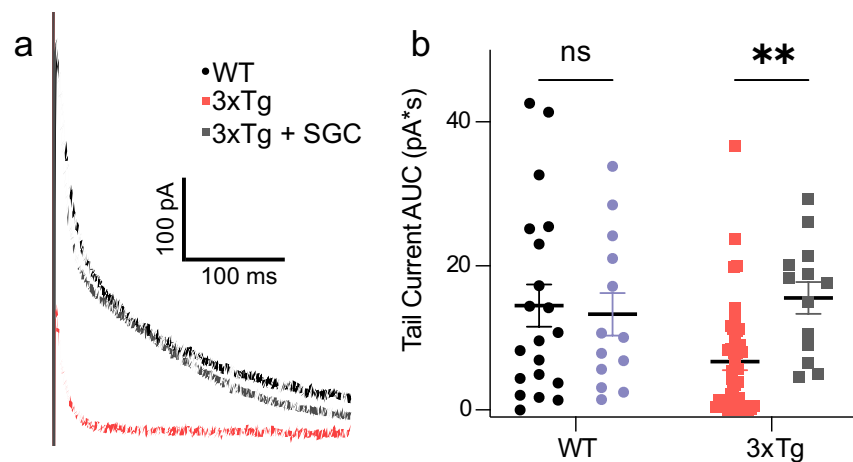

**Supplemental Figure 11. Recorded VTA dopamine neurons were predominately located in the parabrachial pigmented nucleus (PBP).** A subset of recorded cells was labeled with biocytin in the recording pipette and imaged on a laser scanning confocal microscope. For some cells, location relative to the medial terminal nucleus of the accessory optic tract (*mt*), the medial lemniscus (*ml*), and fasciculus retroflexus (*fr*) was noted while recording to allow for approximate mapping to the Paxinos and Franklin 2019 stereotaxic mouse brain atlas. All cells were located  $\geq 100\ \mu\text{m}$  medial to *mt*, rostral to *ml*, and lateral to *fr*. DA neurons in this part of the VTA are heterogeneous, and we aimed to capture a representative sample of the subtypes present in this region<sup>4</sup>.

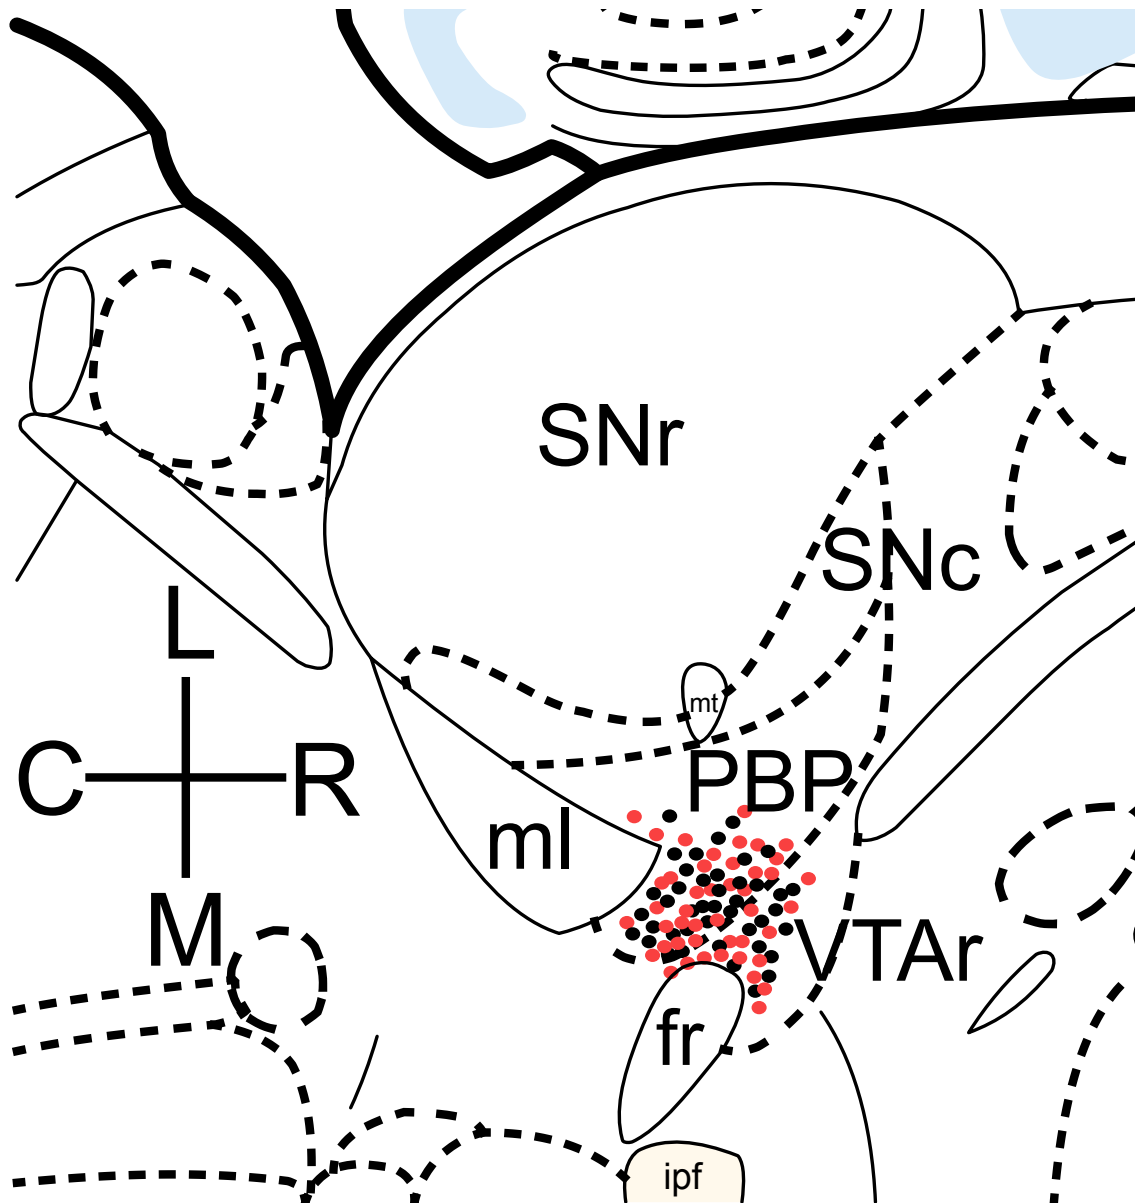

**Supplemental Table 1. Correlations between DEGs and tail current amplitude.**

| Gene          | Pearson Correlation | P-value            | FC (abs)  | Log FC   |
|---------------|---------------------|--------------------|-----------|----------|
| Tmem87a       | 0.3219675235166542  | 0.0074176          | 3.5132024 | -1.81279 |
| Als2          | 0.3164678569988751  | 0.0085579          | 1.7390449 | -0.7983  |
| Kcnj10        | 0.2954061041368732  | 0.0144584          | 2.1128798 | -1.07921 |
| 9530036O11Rik | 0.2940225916582224  | 0.0149463          | 3.2531085 | -1.70182 |
| Erdr1         | 0.2718369393295642  | 0.0249307          | 4.9854856 | -2.31773 |
| S100a10       | -0.261355178        | 0.0313342          | 9.912059  | 3.309185 |
| Golga7        | -0.259493584        | 0.0326046          | 3.9628966 | 1.986555 |
| Gak           | -0.254758681        | 0.0360313          | 4.4759083 | 2.16218  |
| Nrcam         | -0.245647145        | 0.043471           | 3.1038315 | 1.63405  |
| Bet1          | -0.244989476        | 0.0440538          | 6.150988  | 2.620818 |
| Cd8a          | 0.2427131402262652  | 0.0461208          | 2.2836022 | -1.19131 |
| BC004004      | -0.226111695        | 0.0637266          | 8.4500475 | 3.07896  |
| Wipi2         | -0.222342583        | 0.0683979          | 7.2128086 | 2.850561 |
| Mysm1         | 0.2218320935922057  | 0.0690512          | 2.964886  | -1.56798 |
| Eif3f         | -0.221674461        | 0.069254           | 4.199067  | 2.070069 |
| Jtb           | -0.213952155        | 0.0797852          | 4.2680035 | 2.093561 |
| Srp54a        | -0.213729321        | 0.080107           | 2.606018  | 1.381847 |
| Ap2a2         | -0.210348071        | 0.0851172          | 2.9624212 | 1.566777 |
| Clybl         | -0.20783571         | 0.0889978          | 3.9121728 | 1.96797  |
| Myo5c         | 0.2059992363823993  | 0.0919215          | 2.0480647 | -1.03426 |
| Smad2         | -0.204617086        | 0.0941712          | 3.3779614 | 1.756153 |
| Cd59a         | -0.202356658        | 0.0979431          | 8.812381  | 3.139532 |
| Kif11         | 0.2015868580707965  | 0.0992542          | 1.8935716 | -0.92111 |
| Safb2         | -0.20080386         | 0.1006019          | 4.0806017 | 2.028782 |
| Acot13        | 0.2007786711520939  | 0.1006454435275474 | 4.5382504 | 2.182136 |
| Aarsd1        | -0.199686329        | 0.1025498530864076 | 7.852694  | 2.973188 |
| Ccdc38        | -0.198927203        | 0.1038897402903342 | 2.995981  | 1.583028 |
| 1700003M07Rik | 0.1958996699581869  | 0.1093690392847213 | 2.5231447 | -1.33522 |
| Wdfy1         | 0.1958895481546091  | 0.1093877251478574 | 2.6327488 | -1.39657 |
| P2ry4         | 0.1944802543439455  | 0.1120135810687419 | 2.8261971 | -1.49886 |
| Bend6         | -0.194395072        | 0.1121738          | 5.053205  | 2.337199 |
| Snrpf         | -0.194243584        | 0.1124592793813048 | 3.750959  | 1.90726  |
| BC002163      | -0.193094628        | 0.1146424358962365 | 10.207867 | 3.35161  |
| Cd2bp2        | -0.191399518        | 0.1179227          | 5.60907   | 2.487762 |
| Srsf5         | 0.1861654518008755  | 0.1285059238186072 | 4.018156  | 2.006534 |
| Pold4         | -0.181137767        | 0.1393365172265453 | 5.654543  | 2.49941  |
| Actr1a        | -0.180687239        | 0.1403395728313798 | 12.219302 | 3.61109  |
| Plcb4         | -0.179551096        | 0.1428931730051085 | 8.55987   | 3.097589 |
| Clns1a        | 0.1787913227987722  | 0.1446201803053245 | 2.5722704 | 1.363042 |
| Ehbp1l1       | -0.177375403        | 0.1478802712395511 | 3.0430396 | 1.605513 |
| Cnpy3         | -0.176208002        | 0.1506091684792656 | 6.1515164 | 2.620942 |
| Calb1         | 0.1749818811097605  | 0.1535155300370777 | 3.760623  | 1.910972 |
| Mars          | -0.174583483        | 0.1544687911730288 | 5.717123  | 2.515289 |
| Gm8580        | 0.1740228797442888  | 0.1558176001895769 | 2.6686327 | -1.4161  |
| Pam16         | 0.1717582927659168  | 0.1613551350914706 | 3.2864752 | 1.716541 |

|               |                    |                    |           |          |
|---------------|--------------------|--------------------|-----------|----------|
| Acta1         | -0.171422631       | 0.1621881215375278 | 2.5847435 | 1.370021 |
| Nhp2l1        | 0.1690989240914944 | 0.1680418          | 3.6918252 | 1.884334 |
| Ogfod1        | 0.1683123053071798 | 0.1700581046769004 | 4.338749  | 2.117279 |
| Capn6         | -0.16350796        | 0.1827584482310264 | 2.8524108 | 1.512182 |
| Spin1         | -0.162593406       | 0.1852519343678383 | 4.226429  | 2.079439 |
| Exosc9        | -0.162385084       | 0.1858233348743984 | 9.293354  | 3.216199 |
| Prkce         | -0.161653935       | 0.1878388588266983 | 2.920219  | 1.546077 |
| Lcmt1         | -0.157894281       | 0.1984521          | 5.867073  | 2.552641 |
| Cmip          | -0.157635216       | 0.1991988927781858 | 4.409978  | 2.140771 |
| P4ha3         | 0.1548847957278212 | 0.2072512596265943 | 1.5850713 | -0.66455 |
| Stt3a         | -0.154535922       | 0.2082889          | 3.9999554 | 1.999984 |
| Trappc2       | 0.1534891334273929 | 0.2114244271189763 | 3.566625  | 1.83456  |
| Myl6          | -0.151870485       | 0.2163382652075978 | 2.0641773 | 1.045567 |
| Tmem130       | 0.1517074559761058 | 0.2168375978295395 | 3.7207856 | 1.895607 |
| Hdgf          | -0.148753908       | 0.2260244638881106 | 7.0727596 | 2.822273 |
| Bcat1         | -0.148255903       | 0.2275998285160411 | 4.899566  | 2.292654 |
| Pi15          | -0.1466042         | 0.2328794127978241 | 1.4319738 | -0.51801 |
| Ttll1         | -0.146473442       | 0.2333009696093032 | 6.023655  | 2.590639 |
| Vat1          | -0.145094675       | 0.2377782373765888 | 2.5318718 | 1.340204 |
| Itgb3         | 0.1444820521156376 | 0.2397865090193885 | 2.0672162 | -1.04769 |
| Ubc           | -0.143853067       | 0.2418605402057043 | 2.4919903 | 1.317298 |
| Chchd6        | -0.142696483       | 0.2457064086198163 | 4.193646  | 2.068205 |
| Ybey          | 0.1425630923589649 | 0.2461526383407318 | 1.4630108 | -0.54894 |
| Sec23b        | 0.1425619131385916 | 0.2461565856400734 | 4.7893424 | 2.259828 |
| Fh1           | -0.142053418       | 0.2478627539503812 | 5.379663  | 2.427516 |
| Fam103a1      | -0.141650236       | 0.2492213          | 5.7635846 | 2.526966 |
| Ly6h          | 0.140156644        | 0.2542982991841467 | 3.9986234 | 1.999503 |
| Tial1         | -0.139896069       | 0.2551911974231271 | 4.5567746 | 2.188013 |
| Ubn2          | 0.1396564920433237 | 0.256014           | 2.008099  | -1.00583 |
| Nedd4         | 0.1396514288939922 | 0.2560314          | 2.763609  | 1.466553 |
| 3000002C10Rik | 0.1389366249423802 | 0.2584972          | 1.7568699 | 0.813007 |
| Pcsk1n        | 0.1380229419810724 | 0.2616723856305305 | 2.3321583 | 1.221666 |
| Abat          | -0.136026588       | 0.2687013          | 6.5663686 | 2.715096 |
| Dcaf11        | -0.135840259       | 0.2693637704477337 | 6.537773  | 2.708799 |
| Cx3cl1        | -0.135655627       | 0.2700212620584982 | 5.7451215 | 2.522337 |
| Cops4         | -0.134990736       | 0.2723979028111474 | 4.965165  | 2.311842 |
| Epb4.1l1      | -0.134975802       | 0.2724514449758073 | 4.8813987 | 2.287295 |
| Cntnap4       | 0.1341590733433011 | 0.2753903011697572 | 4.696401  | 2.231556 |
| Mrpl40        | -0.133453255       | 0.2779470300268589 | 3.570592  | 1.836163 |
| Rpn2          | 0.1329747741209132 | 0.2796892147901223 | 4.4879146 | 2.166045 |
| Pmvk          | -0.132806038       | 0.2803053201674537 | 3.537257  | 1.822631 |
| Wbp4          | 0.1322081056276527 | 0.2824957987916354 | 2.495583  | 1.319377 |
| Kank2         | 0.1321938457486371 | 0.2825481767676238 | 1.8123693 | -0.85788 |
| Zfp382        | 0.1320857734959942 | 0.2829453461622022 | 4.568594  | -2.19175 |
| Brix1         | -0.131864606       | 0.2837592954751824 | 3.5070138 | 1.810243 |
| Adprh         | 0.1313961859307322 | 0.2854883064108354 | 4.0678244 | 2.024257 |
| Psip1         | -0.126983528       | 0.3021172          | 3.3637757 | 1.750082 |
| Snrpg         | -0.126951709       | 0.3022393          | 4.6692667 | 2.223196 |

|               |                    |                    |           |          |
|---------------|--------------------|--------------------|-----------|----------|
| Mbnl1         | -0.126698466       | 0.3032126424808146 | 2.397004  | 1.261232 |
| 6330403K07Rik | -0.126655118       | 0.3033794479517547 | 2.1312594 | 1.091706 |
| Rps5          | 0.1266534149689309 | 0.3033860040944644 | 2.489592  | 1.315909 |
| Fam49a        | -0.126534198       | 0.3038450778636535 | 4.1265597 | 2.04494  |
| Tmem179       | -0.125552782       | 0.3076413693806316 | 4.1642847 | 2.058069 |
| Gnb2          | -0.125045273       | 0.3096164864498758 | 4.202195  | 2.071143 |
| Aqp7          | 0.1247903890356694 | 0.3106115187524814 | 1.6463352 | -0.71926 |
| Flrt1         | -0.123547817       | 0.3154918530892756 | 3.2449253 | 1.698185 |
| Tns4          | 0.121964536        | 0.3217812574953737 | 1.7012764 | -0.76662 |
| Surf1         | -0.121688874       | 0.3228844133882667 | 4.6034436 | 2.202714 |
| Slc25a14      | 0.12158931         | 0.3232834422709401 | 5.1445017 | 2.363031 |
| Stmn1-rs1     | -0.121343336       | 0.3242705953398371 | 4.2082677 | 2.073227 |
| Acly          | -0.120923872       | 0.3259584260534928 | 5.5761194 | 2.479261 |
| Atp6v1h       | -0.120177294       | 0.3289762703273635 | 3.9846373 | 1.994448 |
| Atp6v1g2      | -0.120022245       | 0.3296052278898996 | 2.470676  | 1.304906 |
| Cpne8         | 0.1175399655802839 | 0.3397780734083716 | 3.7459116 | 1.905317 |
| Ssr3          | 0.1173298578046672 | 0.3406480679124695 | 5.413661  | 2.436605 |
| Reep1         | -0.116731161       | 0.3431347342090437 | 3.9926903 | 1.997361 |
| Eif4a1        | 0.1160500750725407 | 0.3459773399521507 | 3.9114857 | 1.967717 |
| Ret           | 0.1156002686261234 | 0.3478626826809217 | 4.365769  | 2.126236 |
| Kcnj15        | 0.1155893891458251 | 0.3479083624280674 | 1.8085887 | -0.85486 |
| Atraid        | 0.1147441842885715 | 0.3514685152018984 | 4.832072  | 2.272642 |
| Srp54b        | -0.114240239       | 0.3536019114891023 | 2.5622082 | 1.357388 |
| Mtmr2         | -0.113629254       | 0.3561991532524537 | 2.820129  | 1.495761 |
| Vps53         | -0.113263367       | 0.3577601162062281 | 5.8815017 | 2.556185 |
| Cdk14         | -0.113138426       | 0.3582941062686511 | 8.09135   | 3.01638  |
| Glud1         | -0.110917674       | 0.3678670482213552 | 6.0818634 | 2.604513 |
| B4galnt2      | 0.1108985106316366 | 0.3679503284338305 | 1.6841854 | -0.75205 |
| Kcnd3         | 0.1108210762294754 | 0.3682869523006696 | 4.134299  | 2.047643 |
| Nap1l4        | 0.1106231783512927 | 0.3691481072133249 | 6.722289  | 2.748953 |
| Itgam         | -0.110469083       | 0.3698194998998776 | 1.8522102 | 0.889248 |
| Tmem175       | 0.1103137202966175 | 0.3704971675625702 | 4.114234  | 2.040624 |
| Zbtb44        | 0.1085000258582475 | 0.3784638282554964 | 1.282485  | -0.35894 |
| Ripply3       | 0.1075031102250039 | 0.3828863302900679 | 1.9616667 | -0.97208 |
| Krt222        | -0.105329639       | 0.3926348975060498 | 3.5830169 | 1.841175 |
| Armxc5        | 0.1051002786698362 | 0.3936721406503836 | 3.8086975 | 1.929298 |
| Magee1        | 0.105000338        | 0.3941246101567179 | 6.2930064 | 2.65375  |
| 2310045N01Rik | -0.104705053       | 0.3954632785729781 | 3.6493356 | 1.867634 |
| Mrps33        | 0.1032632492815351 | 0.4020381221158529 | 2.96963   | 1.570283 |
| Septin6       | -0.1027623         | 0.4043374347525569 | 8.166106  | 3.029648 |
| Tceal5        | -0.102488439       | 0.4055976775159136 | 2.7382362 | 1.453247 |
| Psg23         | -0.102483671       | 0.4056196396083611 | 2.404151  | 1.265528 |
| Lor           | -0.102199927       | 0.4069278144256938 | 2.1560707 | 1.108405 |
| Rabl5         | 0.1021977929944797 | 0.4069376644275306 | 3.9373996 | 1.977243 |
| Armc8         | 0.1017753595175864 | 0.4088898340254703 | 4.038974  | 2.013989 |
| Tram1l1       | -0.101732222       | 0.4090894869030566 | 6.7706823 | 2.759301 |
| Ddx3y         | 0.1015989449007373 | 0.4097067          | 3.4744542 | -1.79679 |
| Nabp2         | -0.101396054       | 0.4106473310270102 | 4.0656905 | 2.0235   |

|               |                    |                    |           |          |
|---------------|--------------------|--------------------|-----------|----------|
| Cyb561        | 0.1012046323788938 | 0.4115359361147731 | 5.2218933 | 2.384573 |
| Eno1          | -0.100532899       | 0.4146630251147947 | 1.870592  | 0.903495 |
| Tmem242       | 0.099092132        | 0.4214162595358776 | 4.5694284 | 2.192014 |
| Map1lc3a      | -0.098975358       | 0.4219663556941942 | 3.777701  | 1.917509 |
| Polr2e        | 0.097971548        | 0.4267120191093774 | 3.6056457 | 1.850258 |
| Cadps2        | 0.097770167        | 0.4276677265048579 | 4.3275948 | 2.113565 |
| A730017C20Rik | 0.097110019        | 0.4308091557175847 | 6.060718  | 2.599489 |
| Cnn3          | 0.095879296        | 0.4367005580436605 | 4.2618666 | 2.091486 |
| Kcnip4        | 0.09547702         | 0.438636           | 3.8505888 | 1.945079 |
| Bod1l         | -0.095053477       | 0.4406789897004224 | 3.4317484 | 1.778944 |
| Scn2b         | 0.094252736        | 0.4445559177224741 | 1.858001  | 0.893751 |
| Eif2s3x       | 0.094186999        | 0.4448750378837834 | 4.788976  | 2.259717 |
| Rps15a-ps4    | -0.092238589       | 0.4543913          | 3.0135243 | 1.591452 |
| Cuedc2        | 0.091231288        | 0.4593547497388127 | 2.7295415 | 1.448659 |
| Mrpl24        | 0.091086413        | 0.4600710402395446 | 3.8309069 | 1.937686 |
| Ptgr2         | -0.090763065       | 0.4616719449827473 | 4.288845  | 2.100589 |
| Ssna1         | 0.09004792         | 0.4652234167498916 | 4.202623  | 2.07129  |
| Timm17a       | -0.090005103       | 0.4654365214542528 | 3.4631124 | 1.792069 |
| Txn1          | -0.089594087       | 0.4674848635850304 | 4.2399983 | 2.084064 |
| Ubqln1        | 0.089206277        | 0.4694220274919742 | 4.1871734 | 2.065977 |
| Arpc1a        | -0.08775925        | 0.4766882455312318 | 5.9342055 | 2.569055 |
| Carkd         | 0.087669565        | 0.4771405707150381 | 5.2283497 | 2.386356 |
| Gm5523        | 0.087585543        | 0.4775645430179182 | 1.755195  | 0.811631 |
| 4833417C18Rik | 0.087244492        | 0.4792875316790643 | 1.7749032 | -0.82774 |
| Hsph1         | 0.086245725        | 0.4843523          | 4.8067613 | 2.265065 |
| H13           | 0.086144936        | 0.4848649892715597 | 3.5128253 | 1.812632 |
| Zmym3         | 0.086041392        | 0.4853919763092277 | 6.720159  | 2.748495 |
| Pcmt1         | 0.085280424        | 0.4892742          | 3.4585085 | 1.79015  |
| Clip1         | -0.085086647       | 0.4902653988204892 | 4.690757  | 2.229821 |
| Spryd7        | -0.084642086       | 0.4925433653805922 | 3.9634008 | 1.986739 |
| Dcun1d4       | -0.084289249       | 0.4943552686244823 | 8.4072895 | 3.071641 |
| Cap1          | -0.084228571       | 0.4946672153534875 | 13.665456 | 3.772462 |
| Nat14         | 0.083801042        | 0.4968680639727957 | 3.6960611 | 1.885989 |
| Chl1          | -0.083175092       | 0.5000995193046271 | 5.5525684 | 2.473155 |
| Apoa1bp       | 0.082125328        | 0.5055432727888886 | 4.1247435 | 2.044304 |
| Akirin1       | -0.081992738       | 0.5062330051775603 | 3.7946088 | 1.923951 |
| Atp1a3        | 0.081898537        | 0.5067233298778628 | 2.7412498 | 1.454834 |
| Safb          | -0.08173292        | 0.5075859732591688 | 4.782232  | 2.257684 |
| Ahi1          | 0.080640742        | 0.5132935839185958 | 1.9385055 | 0.954945 |
| Letm1         | 0.080506646        | 0.5139966000686327 | 4.437927  | 2.149886 |
| Stox2         | -0.080416372       | 0.5144701478638635 | 4.086593  | 2.030899 |
| Cab39         | -0.080016155       | 0.5165722272042607 | 3.451747  | 1.787327 |
| Cyp4a31       | 0.079107485        | 0.521361           | 1.5631175 | -0.64443 |
| Vps29         | 0.078992728        | 0.5219673248724198 | 2.9284298 | 1.550127 |
| Utp18         | -0.077785899       | 0.5283654137241398 | 2.8129911 | 1.492105 |
| Rpl12         | -0.077629489       | 0.5291974793069112 | 2.8976858 | 1.534901 |
| Hdac11        | -0.077260922       | 0.5311607421063589 | 4.1650515 | 2.058334 |
| Ralgapa2      | -0.075226483       | 0.5420622331296092 | 1.5582768 | -0.63995 |

|               |              |                    |           |          |
|---------------|--------------|--------------------|-----------|----------|
| Opa1          | -0.0748004   | 0.5443591179612681 | 4.741706  | 2.245406 |
| Copa          | 0.074303273  | 0.5470449387123374 | 3.858705  | 1.948117 |
| Gtf2i         | 0.073871238  | 0.5493842811287821 | 5.668726  | 2.503025 |
| Tceal1        | -0.07385672  | 0.5494629777663098 | 5.665042  | 2.502087 |
| 4930405P13Rik | 0.073777335  | 0.5498933723630204 | 1.7741276 | -0.82711 |
| 2810471M01Rik | -0.07152077  | 0.5621951485165654 | 2.2368457 | -1.16147 |
| Il1rn         | -0.071376884 | 0.5629839322090218 | 3.1282575 | -1.64536 |
| Gm5803        | -0.071366702 | 0.5630397681231881 | 1.9525366 | 0.96535  |
| Marchf7       | 0.070558203  | 0.5674818490133429 | 5.8893127 | 2.558099 |
| Scn2a1        | -0.070024587 | 0.5704226123483253 | 3.0143464 | 1.591845 |
| Slc30a9       | 0.069932343  | 0.5709316872938807 | 3.9532552 | 1.983041 |
| Abhd8         | -0.069921705 | 0.5709904083901972 | 4.5869927 | 2.197549 |
| Celf4         | -0.069394274 | 0.5739053858868379 | 1.5843163 | 0.66386  |
| Tmem206       | 0.069340557  | 0.5742026520588619 | 1.511479  | -0.59596 |
| Coq7          | -0.069229385 | 0.5748180941621162 | 4.6972046 | 2.231803 |
| Trim32        | -0.0690175   | 0.5759919231161135 | 4.951389  | 2.307833 |
| Nucks1        | -0.068705916 | 0.5777200849617843 | 2.5557997 | 1.353775 |
| Fscn1         | -0.06828193  | 0.5800754993029598 | 4.0620246 | 2.022199 |
| Tmem14a       | -0.068143568 | 0.5808451051734607 | 3.9586866 | 1.985022 |
| Ptov1         | -0.067579425 | 0.5839878419376408 | 4.787796  | 2.259362 |
| Ube2i         | 0.067518761  | 0.5843262499895994 | 4.5007524 | 2.170166 |
| Sult4a1       | -0.067410433 | 0.5849307674620419 | 4.3078275 | 2.106961 |
| Pcnxl4        | -0.066603885 | 0.5894405664062106 | 5.07191   | 2.342529 |
| Nfat5         | -0.066484639 | 0.5901086549872012 | 1.4854482 | -0.5709  |
| Map2k4        | 0.066365877  | 0.5907744          | 3.9867628 | 1.995218 |
| Pfdn1         | -0.066078306 | 0.5923877355605918 | 3.8709757 | 1.952697 |
| Hsd17b12      | -0.0655858   | 0.5951554          | 3.7325034 | 1.900144 |
| Srpk2         | -0.065163014 | 0.5975359137580066 | 3.2572265 | 1.703644 |
| Elof1         | -0.064304284 | 0.6023839329033492 | 3.8653576 | 1.950602 |
| Prps1l3       | -0.064249982 | 0.6026910816034605 | 3.3122096 | 1.727794 |
| Ict1          | -0.064165213 | 0.6031706959495805 | 3.9217522 | 1.971498 |
| Zc3hav1l      | 0.063454486  | 0.6071984942022131 | 1.6876204 | -0.75499 |
| Ubxn2a        | -0.062509481 | 0.6125720679231662 | 3.531625  | 1.820332 |
| Mapkap1       | -0.061873723 | 0.6161986885435113 | 4.052175  | 2.018697 |
| Meaf6         | -0.06154673  | 0.6180675632404147 | 4.166133  | 2.058709 |
| Ate1          | 0.061209869  | 0.6199953689914676 | 3.4841216 | 1.800795 |
| Pon2          | -0.061177216 | 0.6201824          | 2.9159324 | 1.543957 |
| Atp5f1        | 0.060671119  | 0.6230838650642803 | 2.3111074 | 1.208584 |
| Chtop         | -0.060386314 | 0.6247191912911672 | 5.8644004 | 2.551984 |
| Morn4         | 0.060350894  | 0.6249226945477755 | 10.134378 | 3.341186 |
| Romo1         | 0.059816185  | 0.6279982499352682 | 3.3300755 | 1.735555 |
| Rps10         | -0.05977577  | 0.6282309679952608 | 3.1853127 | 1.671435 |
| Slc25a12      | -0.059755114 | 0.6283499          | 3.2817805 | 1.714479 |
| Azi2          | -0.059468154 | 0.6300034670834568 | 4.499035  | 2.169616 |
| Txndc16       | -0.059066766 | 0.6323194          | 4.7980385 | 2.262445 |
| Btbd9         | -0.058951283 | 0.6329863853628436 | 7.484774  | 2.903959 |
| B4galt5       | 0.058699376  | 0.6344422889298531 | 3.9676397 | 1.988281 |
| Chmp1a        | -0.058280846 | 0.6368642559908456 | 4.7096753 | 2.235628 |

|          |              |                    |           |          |
|----------|--------------|--------------------|-----------|----------|
| Capn10   | 0.057863895  | 0.6392808564493058 | 3.4440026 | 1.784086 |
| Pkia     | -0.057621676 | 0.6406864500274209 | 6.7207932 | 2.748632 |
| Mrpl10   | -0.057607304 | 0.6407698957345257 | 3.432999  | 1.779469 |
| Plcxd2   | -0.057282848 | 0.6426547814742591 | 4.408437  | 2.140267 |
| Ppp2r2a  | 0.057247171  | 0.6428621853800669 | 4.3214946 | 2.11153  |
| Atp6v0a1 | 0.056558196  | 0.6468726843190428 | 3.8997374 | 1.963377 |
| Cltc     | -0.056449382 | 0.6475070046687577 | 4.0022693 | 2.000818 |
| Fgf13    | -0.055101237 | 0.6553865539289384 | 2.6636124 | 1.413384 |
| Mrto4    | 0.055066946  | 0.6555874704793331 | 4.187248  | 2.066002 |
| Capzb    | 0.05457683   | 0.6584618          | 3.758873  | 1.9103   |
| Dut      | -0.053980803 | 0.6619638816236566 | 3.6914606 | 1.884192 |
| Cxxc4    | -0.052266967 | 0.6720740261321843 | 4.8544073 | 2.279295 |
| Fkbp4    | 0.052028008  | 0.6734883432810844 | 4.260386  | 2.090984 |
| Hspa1a   | -0.05157762  | 0.6761571027727175 | 3.167241  | 1.663227 |
| Nacc2    | 0.051296086  | 0.6778273          | 1.6247516 | -0.70022 |
| Srp19    | 0.049601163  | 0.6879152          | 3.4851327 | 1.801214 |
| Aars     | 0.049410058  | 0.6890560899896072 | 3.7081997 | 1.890719 |
| Tceal8   | 0.04886096   | 0.6923379733030848 | 4.22421   | 2.078682 |
| Snd1     | 0.04883083   | 0.6925182214306997 | 5.384552  | 2.428826 |
| Ptk6     | 0.048826334  | 0.6925451194259006 | 1.9898626 | -0.99267 |
| Hnrnpm   | -0.048721752 | 0.6931709          | 4.0440044 | 2.015785 |
| Uchl3    | -0.048365837 | 0.6953021079382583 | 3.3249576 | 1.733336 |
| Ywhag    | 0.048093165  | 0.6969364479452065 | 2.8098423 | 1.490489 |
| Ehd4     | -0.047353064 | 0.7013793867737144 | 6.036423  | 2.593694 |
| Sybu     | -0.046989553 | 0.7035652688004772 | 4.452647  | 2.154663 |
| Vdac2    | -0.046888067 | 0.7041759557544202 | 2.7422855 | 1.455379 |
| Il21r    | -0.04573678  | 0.7111167566370133 | 1.6099539 | -0.68702 |
| Tuba1c   | -0.045650972 | 0.711635           | 1.7582055 | 0.814104 |
| Csdc2    | -0.045587904 | 0.7120160121612698 | 5.7850914 | 2.53234  |
| Slc25a17 | -0.045179565 | 0.7144845173292572 | 4.426048  | 2.146019 |
| Isg20l2  | -0.044819289 | 0.7166648975961569 | 2.105336  | 1.07405  |
| Snx1     | 0.044428923  | 0.7190299320548232 | 3.981166  | 1.993191 |
| Gaa      | 0.044123549  | 0.7208818762120858 | 4.1210804 | 2.043023 |
| Arxes1   | 0.044078777  | 0.7211535327264244 | 3.2243707 | 1.689018 |
| Mfn2     | -0.044022363 | 0.7214958721351857 | 5.8065004 | 2.537669 |
| Rgs2     | 0.043913475  | 0.7221568037078396 | 3.268335  | 1.708556 |
| Baiap3   | -0.043644989 | 0.7237873240441803 | 3.0791464 | 1.622531 |
| Cct3     | -0.043555902 | 0.7243286210058787 | 4.789239  | 2.259796 |
| Iqsec1   | -0.043553206 | 0.7243450066166633 | 3.0080328 | 1.58882  |
| Oxgr1    | -0.043541216 | 0.7244178703311772 | 1.6575484 | 0.729051 |
| Sv2c     | -0.043268415 | 0.7260763355562512 | 2.989784  | 1.580041 |
| Nmnat2   | 0.043012756  | 0.7276317203454162 | 3.934694  | 1.976252 |
| Dnm3     | 0.042945559  | 0.7280407215764186 | 4.3312254 | 2.114775 |
| Gm5177   | 0.042494442  | 0.7307884278438279 | 1.6557472 | 0.727482 |
| Babam1   | -0.041926556 | 0.7342521616734138 | 4.8945827 | 2.291186 |
| Ywhaz    | 0.041771447  | 0.7351991439195744 | 1.8231484 | 0.866432 |
| Ppp1r16b | 0.041366143  | 0.7376754967098151 | 1.4627459 | -0.54868 |
| Gm7977   | -0.04121943  | 0.7385725554872723 | 2.088219  | 1.062273 |

|               |              |                    |           |          |
|---------------|--------------|--------------------|-----------|----------|
| Rmi2          | -0.040911337 | 0.7404574760531875 | 1.3976543 | -0.48301 |
| Ppa2          | -0.040482247 | 0.7430851924619853 | 3.6936529 | 1.885048 |
| Efha2         | 0.040424718  | 0.7434377175672373 | 2.4533274 | 1.29474  |
| Pcdha3        | 0.040367184  | 0.7437903292511481 | 2.160903  | 1.111634 |
| Vdac1         | 0.040042063  | 0.7457838893033981 | 2.5325668 | 1.3406   |
| Gja5          | 0.039904765  | 0.7466262706798784 | 1.4764206 | -0.5621  |
| Mrpl27        | 0.03986028   | 0.7468992638720706 | 2.2998602 | 1.201546 |
| Psmd14        | 0.039207157  | 0.7509109          | 3.8736448 | 1.953692 |
| Ntan1         | -0.038771064 | 0.7535932061529789 | 6.9946704 | 2.806256 |
| Nudt18        | -0.038672928 | 0.7541972104157786 | 3.9965599 | 1.998759 |
| 2810428I15Rik | 0.03852449   | 0.7551110928950607 | 4.914559  | 2.297062 |
| Ndr3          | -0.038092425 | 0.7577730812347101 | 5.65427   | 2.499341 |
| AA465934      | -0.037993578 | 0.7583825          | 3.318128  | 1.73037  |
| Cpne4         | 0.037839156  | 0.7593347999067949 | 4.7736583 | 2.255095 |
| Rab5a         | 0.037823786  | 0.7594296089683729 | 5.311291  | 2.409063 |
| Fbxo3         | 0.037651013  | 0.7604955609818075 | 5.524755  | 2.46591  |
| Hspbab1       | -0.037006352 | 0.7644768110128958 | 1.6156019 | 0.692072 |
| Ddx42         | 0.03668026   | 0.7664929899085423 | 3.5981708 | 1.847264 |
| Hk1           | 0.036489724  | 0.7676718          | 5.6853395 | 2.507247 |
| Nme1          | 0.036048467  | 0.7704037          | 2.490252  | 1.316292 |
| Snrrp70       | -0.035542704 | 0.7735384          | 2.8915331 | 1.531835 |
| Olfm2         | 0.035489275  | 0.7738697190056592 | 4.1130357 | 2.040204 |
| Mapk10        | -0.035203687 | 0.7756415941541255 | 3.454688  | 1.788555 |
| Sorbs1        | -0.035180835 | 0.7757834283622829 | 6.137593  | 2.617673 |
| Hagh          | 0.035139846  | 0.7760378446062373 | 5.51396   | 2.463089 |
| Clstn3        | -0.034828851 | 0.7779689271672685 | 7.1579156 | 2.83954  |
| Bex1          | 0.034352257  | 0.7809308690916963 | 2.5926163 | 1.374409 |
| Wdr47         | 0.034160377  | 0.7821242477131686 | 5.0942082 | 2.348858 |
| Fam115a       | -0.032988708 | 0.7894221157159207 | 3.916968  | 1.969737 |
| P4hb          | -0.032521677 | 0.7923361399703066 | 4.394948  | 2.135846 |
| Ppme1         | 0.032336923  | 0.7934896962458499 | 6.9071016 | 2.788081 |
| Hspa4         | 0.032081793  | 0.7950833869585032 | 3.8764427 | 1.954733 |
| Csnk2a1       | -0.03172398  | 0.7973198974404085 | 2.5770712 | 1.365732 |
| Dnajc10       | 0.031045016  | 0.8015682          | 5.2089596 | 2.380995 |
| Gtf2a2        | 0.02991847   | 0.8086297058155606 | 3.727619  | 1.898254 |
| Klhdc9        | 0.029581103  | 0.8107474028391346 | 3.1838562 | 1.670775 |
| Thoc7         | 0.02922923   | 0.8129576035091776 | 3.0599098 | 1.613489 |
| Tnpo3         | 0.02914165   | 0.8135079413657049 | 3.579299  | 1.839677 |
| Rrn3          | -0.028954461 | 0.8146845033687699 | 3.792378  | 1.923103 |
| Got1          | -0.028887093 | 0.8151080401276447 | 3.6245925 | 1.857819 |
| Cebpz         | -0.028787267 | 0.8157357370775624 | 4.232135  | 2.081386 |
| Tceal6        | -0.028737905 | 0.8160462          | 2.4047475 | 1.265885 |
| Cdh2          | -0.028222043 | 0.819292           | 4.311156  | 2.108075 |
| Mtf1          | 0.028191405  | 0.8194848425324794 | 3.505662  | 1.809687 |
| Gm5176        | 0.028158246  | 0.8196935969017475 | 2.3070786 | 1.206067 |
| Exoc3         | -0.027589873 | 0.8232737235569774 | 3.7022464 | 1.888401 |
| Ap3m2         | -0.027538011 | 0.8236005751123111 | 5.061193  | 2.339478 |
| Tubb3         | 0.027309423  | 0.8250415806049022 | 3.1947002 | 1.675681 |

|               |              |                    |           |          |
|---------------|--------------|--------------------|-----------|----------|
| Caprin1       | 0.026118431  | 0.8325587279493414 | 4.33015   | 2.114417 |
| Stoml2        | 0.026086618  | 0.8327597          | 3.9167652 | 1.969663 |
| Cops5         | 0.025922083  | 0.8337994682771795 | 3.340165  | 1.739919 |
| Atp5d         | -0.025530699 | 0.8362738625701942 | 3.2736592 | 1.710904 |
| Smarca2       | 0.025429793  | 0.8369120640740169 | 2.9846342 | 1.577554 |
| Cct4          | 0.024849517  | 0.8405842          | 4.126837  | 2.045036 |
| 3110052M02Rik | -0.024518514 | 0.8426803503174871 | 5.3120594 | 2.409271 |
| Tubb2b        | 0.024309186  | 0.8440065468350636 | 2.2605572 | 1.176678 |
| Cenpf         | 0.024210075  | 0.8446346          | 1.6712495 | -0.74093 |
| Ahcyl1        | -0.024130848 | 0.8451367475912562 | 4.2046113 | 2.071972 |
| Strap         | 0.024035721  | 0.8457397384786278 | 4.7674723 | 2.253225 |
| Anp32a        | 0.023943103  | 0.8463269058837937 | 3.8654737 | 1.950645 |
| Mtch2         | 0.023549812  | 0.8488212          | 5.0933185 | 2.348606 |
| Stk25         | -0.023357329 | 0.8500424395959739 | 4.8161144 | 2.26787  |
| Pcm1          | -0.023031322 | 0.8521117022056437 | 4.147678  | 2.052304 |
| Zc3h12a       | 0.022938636  | 0.8527001857014508 | 2.1159136 | -1.08128 |
| Luc7l         | -0.022542934 | 0.8552135003993929 | 5.4216113 | 2.438722 |
| Actb          | -0.022306546 | 0.8567156109686397 | 1.848748  | 0.886549 |
| Nap1l5        | 0.02129519   | 0.8631478675602424 | 1.6272811 | 0.702463 |
| Atf2          | 0.021152126  | 0.8640585          | 3.0648892 | 1.615835 |
| 2010015L04Rik | -0.02099767  | 0.8650418076729292 | 2.7162147 | 1.441598 |
| Slc25a25      | -0.0209034   | 0.8656420692487966 | 8.446171  | 3.078297 |
| Tacr1         | -0.020901129 | 0.8656565          | 1.3831657 | -0.46797 |
| Nt5m          | -0.020719917 | 0.8668106086138134 | 5.635169  | 2.494459 |
| Tssc1         | -0.020645425 | 0.8672851021896452 | 3.9638934 | 1.986918 |
| Ccl9          | 0.020589468  | 0.8676415639961369 | 2.5639791 | -1.35838 |
| Acsm2         | 0.019984178  | 0.8714990939688512 | 1.5408883 | -0.62376 |
| Ywhaq         | 0.019445759  | 0.8749329657326326 | 2.8545074 | 1.513242 |
| Bzw2          | -0.018712347 | 0.8796141378146728 | 4.9127164 | 2.296521 |
| Pik3ip1       | 0.018347211  | 0.8819462506752032 | 4.1920886 | 2.067669 |
| Zfand5        | 0.0177612    | 0.8856911630954152 | 3.9377089 | 1.977356 |
| Pfkm          | 0.017670679  | 0.8862698598800917 | 4.194402  | 2.068465 |
| Tsen34        | 0.01683474   | 0.8916167842576417 | 5.4571323 | 2.448143 |
| Lnp           | 0.016621257  | 0.8929830628115254 | 3.9592395 | 1.985223 |
| Hnrnpa1       | -0.016497866 | 0.8937729035326276 | 4.1077    | 2.038331 |
| Mau2          | -0.015909263 | 0.8975420205194816 | 2.343679  | 1.228775 |
| Ube2n         | 0.01583045   | 0.8980468737105258 | 3.4616396 | 1.791456 |
| Impdh2        | -0.015638186 | 0.8992786304639162 | 4.6561813 | 2.219147 |
| Fam32a        | 0.015499728  | 0.9001658          | 6.112785  | 2.61183  |
| Dynll1        | 0.015173155  | 0.9022589          | 1.84667   | 0.884926 |
| Map2k2        | -0.015147347 | 0.9024242965610424 | 2.932602  | 1.552181 |
| Gpi1          | -0.014913961 | 0.9039205364711604 | 1.7832527 | 0.834511 |
| Nfs1          | 0.01475494   | 0.9049402          | 4.0583405 | 2.02089  |
| Ndufv2        | -0.01451579  | 0.9064739835422372 | 3.0518594 | 1.609689 |
| Dync1li1      | 0.014465713  | 0.9067952          | 2.7060993 | 1.436215 |
| Osbpl2        | 0.014369426  | 0.9074128472530262 | 5.270057  | 2.397819 |
| Celf6         | 0.013725504  | 0.9115448205425064 | 2.9980726 | 1.584035 |
| Glo1          | -0.0136312   | 0.9121502          | 6.9438386 | 2.795734 |

|               |              |                    |           |          |
|---------------|--------------|--------------------|-----------|----------|
| Akr1a1        | -0.01291548  | 0.9167459          | 2.8910952 | 1.531616 |
| Sh3bgrl       | -0.012564733 | 0.9189991786893862 | 4.0013037 | 2.00047  |
| Trappc2l      | 0.012426335  | 0.9198884          | 3.121514  | 1.642246 |
| Etfa          | -0.012245436 | 0.9210509252387376 | 5.13127   | 2.359316 |
| Lbh           | 0.012170824  | 0.9215304372909408 | 3.4390023 | 1.78199  |
| Zwint         | -0.011655901 | 0.9248405054727884 | 1.8040423 | 0.851233 |
| Tubb5         | -0.011627504 | 0.9250230854637396 | 2.7386625 | 1.453471 |
| Rnf187        | -0.011450101 | 0.9261638030907458 | 5.568707  | 2.477342 |
| Elmo1         | 0.011367523  | 0.9266948327702144 | 4.2942266 | 2.102398 |
| Tomm40        | 0.010370521  | 0.9331087          | 4.809436  | 2.265868 |
| Rrp1          | -0.010318987 | 0.9334403518010717 | 3.1053782 | 1.634769 |
| Gng4          | -0.010072763 | 0.9350250676750096 | 4.284328  | 2.099069 |
| Snrk          | 0.00969726   | 0.9374423224755276 | 3.49528   | 1.805408 |
| 1110001A16Rik | 0.009395802  | 0.9393833310120084 | 3.297622  | 1.721426 |
| Tpd52l2       | -0.009321743 | 0.9398602323309688 | 4.1034613 | 2.036841 |
| AW551984      | -0.008740465 | 0.9436040645125384 | 5.4575686 | 2.448258 |
| Psma1         | 0.00862754   | 0.9443315          | 3.6075041 | 1.851001 |
| G3bp1         | -0.008607693 | 0.9444593890828548 | 3.0625226 | 1.614721 |
| Gprasp1       | 0.008258987  | 0.9467060472832804 | 3.1111116 | 1.63743  |
| Arl6ip1       | 0.008214547  | 0.9469924          | 2.819873  | 1.49563  |
| Slc35f1       | -0.008163407 | 0.9473219296054948 | 3.6636996 | 1.873301 |
| Uba1          | 0.007595591  | 0.9509813400269987 | 2.985882  | 1.578157 |
| Nrbp1         | -0.007564027 | 0.9511847958421842 | 6.2234616 | 2.637717 |
| Mapre2        | 0.006838212  | 0.9558639940423392 | 4.05335   | 2.019115 |
| Rad23b        | 0.006517242  | 0.9579337185600056 | 4.662041  | 2.220962 |
| Gm9776        | 0.006504945  | 0.9580130164179214 | 1.892865  | -0.92057 |
| Capns1        | -0.006411814 | 0.9586136098749936 | 2.9412467 | 1.556428 |
| Mrps5         | -0.004313655 | 0.9721499312850534 | 4.949757  | 2.307358 |
| Ppp2r4        | -0.004129121 | 0.9733408895624682 | 7.144202  | 2.836773 |
| Mlf2          | 0.004119796  | 0.9734010722781654 | 3.2825916 | 1.714835 |
| Zfp113        | -0.004036274 | 0.9739401          | 1.493037  | -0.57825 |
| Pithd1        | 0.003859226  | 0.9750828568117637 | 4.420666  | 2.144264 |
| Ythdf2        | -0.003663471 | 0.9763463801601516 | 3.24833   | 1.699698 |
| Usp11         | 0.003335717  | 0.9784620334797488 | 4.9601297 | 2.310378 |
| Tsn           | -0.002571409 | 0.9833961980741956 | 2.8674474 | 1.519767 |
| Ewsr1         | -0.002536212 | 0.9836234336327176 | 2.7808867 | 1.475545 |
| Mtus1         | 0.002279183  | 0.9852829          | 3.8509192 | 1.945203 |
| Kcnk3         | 0.002267887  | 0.9853558          | 2.4564679 | -1.29659 |
| Gapdh         | 0.002189244  | 0.9858635924746074 | 1.632756  | 0.707309 |
| Bcap29        | -0.002012394 | 0.9870054502510016 | 5.4810853 | 2.454462 |
| Aldoart2      | -0.001997812 | 0.9870995996323318 | 1.7333329 | 0.793549 |
| Vamp1         | -0.00136464  | 0.9911879566101088 | 3.233828  | 1.693243 |
| Runx3         | -0.001246537 | 0.9919505731652822 | 1.5415925 | -0.62442 |
| Dok4          | 0.000542534  | 0.9964965795314128 | 2.0108278 | 1.00779  |
| Ntsr1         | 9.81E-05     | 0.9993601508116152 | 4.5072923 | 2.172261 |
| Jak1          | -5.90E-05    | 0.9996189985516244 | 4.83159   | 2.272498 |

**Supplemental Table 2. Age-dependent electrophysiological effects in VTA dopamine neurons.**

| <b>Electrophysiological parameter</b>  | <b>Age</b> | <b>WT mean <math>\pm</math> SEM</b> | <b>3xTg mean <math>\pm</math> SEM</b> | <b>Adjusted P value</b> | <b>Test (two tailed)</b> |
|----------------------------------------|------------|-------------------------------------|---------------------------------------|-------------------------|--------------------------|
| Cell-attached firing frequency (Hz)    | 3 mo       | 1.804 $\pm$ 0.1414                  | 1.983 $\pm$ 0.1412                    | 0.1412                  | Sidak                    |
| Cell-attached firing frequency (Hz)    | 6 mo       | 1.948 $\pm$ 0.136                   | 2.314 $\pm$ 0.154                     | 0.154                   | Sidak                    |
| Cell-attached firing frequency (Hz)    | 12 mo      | 1.771 $\pm$ 0.1143                  | 3.025 $\pm$ 0.1804                    | 0.1804                  | Sidak                    |
| Cell-attached firing frequency (Hz)    | 18 mo      | 1.973 $\pm$ 0.1332                  | 1.823 $\pm$ 0.1941                    | 0.1941                  | Sidak                    |
| Cell-attached CV of ISI                | 3 mo       | 0.1585 $\pm$ 0.02236                | 0.2318 $\pm$ 0.02189                  | 0.1706                  | Sidak                    |
| Cell-attached CV of ISI                | 6 mo       | 0.1624 $\pm$ 0.01961                | 0.2467 $\pm$ 0.02467                  | 0.087                   | Sidak                    |
| Cell-attached CV of ISI                | 12 mo      | 0.1794 $\pm$ 0.01931                | 0.2636 $\pm$ 0.02295                  | 0.0214                  | Sidak                    |
| Cell-attached CV of ISI                | 18 mo      | 0.1762 $\pm$ 0.02175                | 0.2778 $\pm$ 0.03952                  | 0.1456                  | Sidak                    |
| Whole cell tail current amplitude (pA) | 3 mo       | 314.6 $\pm$ 27.06                   | 212.5 $\pm$ 34.89                     | 0.0163                  | Sidak                    |
| Whole cell tail current amplitude (pA) | 6 mo       | 269.1 $\pm$ 33.43                   | 184.7 $\pm$ 23.09                     | 0.2361                  | Sidak                    |
| Whole cell tail current amplitude (pA) | 12 mo      | 261.7 $\pm$ 45.63                   | 179.6 $\pm$ 24.84                     | 0.3198                  | Sidak                    |
| Whole cell tail current amplitude (pA) | 18 mo      | 100.9 $\pm$ 18.15                   | 110.3 $\pm$ 19.69                     | 0.9992                  | Sidak                    |
| Whole cell tail current AUC (pA s)     | 3 mo       | 16.08 $\pm$ 1.348                   | 117.4 $\pm$ 21.77                     | 0.0889                  | Sidak                    |
| Whole cell tail current AUC (pA s)     | 6 mo       | 15.24 $\pm$ 2.433                   | 9.432 $\pm$ 1.239                     | 0.0997                  | Sidak                    |
| Whole cell tail current AUC (pA s)     | 12 mo      | 14.49 $\pm$ 2.946                   | 6.72 $\pm$ 1.181                      | 0.0235                  | Sidak                    |
| Whole cell tail current AUC (pA s)     | 18 mo      | 5.524 $\pm$ 1.305                   | 4.848 $\pm$ 0.888                     | 0.9991                  | Sidak                    |
| Whole cell Ia amplitude (pA)           | 3 mo       | 1246 $\pm$ 112.2                    | 609.8 $\pm$ 97.41                     | 0.0013                  | Sidak                    |
| Whole cell Ia amplitude (pA)           | 6 mo       | 1095 $\pm$ 158.5                    | 1245 $\pm$ 116.5                      | 0.8326                  | Sidak                    |
| Whole cell Ia amplitude (pA)           | 12 mo      | 964.6 $\pm$ 89.09                   | 1023 $\pm$ 104.6                      | 0.9922                  | Sidak                    |
| Whole cell Ia amplitude (pA)           | 18 mo      | 886.2 $\pm$ 127.3                   | 863.1 $\pm$ 89.82                     | 0.9998                  | Sidak                    |
| Whole cell Ia decay tau (ms)           | 3 mo       | 192.6 $\pm$ 16.67                   | 272.7 $\pm$ 27.42                     | 0.0085                  | Sidak                    |
| Whole cell Ia decay tau (ms)           | 6 mo       | 200.2 $\pm$ 20.11                   | 175.8 $\pm$ 11.41                     | 0.7745                  | Sidak                    |
| Whole cell Ia decay tau (ms)           | 12 mo      | 173.1 $\pm$ 16.33                   | 196.2 $\pm$ 15.37                     | 0.7688                  | Sidak                    |
| Whole cell Ia decay tau (ms)           | 18 mo      | 197.6 $\pm$ 13.14                   | 204.6 $\pm$ 18.32                     | 0.9974                  | Sidak                    |

**Supplemental Table 3. Effects on firing frequency in 12-month-old WT and 3xTg mice.**

| Condition A | Condition B      | Mean of condition A | Mean of condition B | Difference between means (B - A) $\pm$ SEM | Statistics ( $p$ ) | Test                                    |
|-------------|------------------|---------------------|---------------------|--------------------------------------------|--------------------|-----------------------------------------|
| WT (38)     | 3xTg (35)        | 1.308               | 2.201               | 0.8922 $\pm$ 0.1517                        | <0.0001            | Two tailed Mann-Whitney                 |
| WT (8)      | WT + Apamin (8)  | 1.062               | 2.163               | 1.102 $\pm$ 0.2896                         | 0.0078             | Two tailed Mann-Whitney                 |
| WT (8)      | WT + NS309 (8)   | 1.564               | 1.008               | 0.5555 $\pm$ 0.08687                       | 0.0007             | Two tailed Sidak's multiple comparisons |
| 3xTg (8)    | 3xTg + NS309 (8) | 2.232               | 1.992               | 0.2398 $\pm$ 0.08687                       | 0.0554             | Two tailed Sidak's multiple comparisons |
| WT (38)     | WT + SGC (16)    | 1.321               | 1.583               | -0.262 $\pm$ 0.1840                        | 0.2902             | Two tailed Sidak's multiple comparisons |
| 3xTg (35)   | 3xTg + SGC (16)  | 2.201               | 1.395               | 0.8053 $\pm$ 0.1863                        | <0.0001            | Two tailed Sidak's multiple comparisons |

**Supplemental Table 4. Additional measures between treated and untreated WT and 3xTg DA neurons.**

| <b>Measure</b>       | <b>Condition A</b> | <b>Condition B</b> | <b>Mean or median of Condition A</b> | <b>Mean or median of Condition B</b> | <b>Difference between means (B - A) <math>\pm</math> SEM<br/>Or difference between medians</b> | <b>Statistics (p)</b> | <b>Test</b>             |
|----------------------|--------------------|--------------------|--------------------------------------|--------------------------------------|------------------------------------------------------------------------------------------------|-----------------------|-------------------------|
| Spike width          | WT (38)            | 3xTg (35)          | 1.488                                | 1.488                                | 0.0001278 $\pm$ 0.004650                                                                       | 0.9781                | Two tailed t-test       |
| Minimum mAHP voltage | 3xTg (35)          | 3xTg + SGC (16)    | -57.15                               | -65.63                               | -8.489                                                                                         | <0.0001               | Two-tailed Mann Whitney |
| Spike threshold      | 3xTg (35)          | 3xTg + SGC         | -38.79                               | -39.23                               | -0.4412 $\pm$ 1.302                                                                            | 0.7362                | Two Tailed t-test       |

# Supplementary material for: VTA dopamine neurons are hyperexcitable in 3xTg-AD mice due to casein kinase 2-dependent SK channel dysfunction
**Source:** Nat Commun. 2024 Nov 8;15:9673. doi: 10.1038/s41467-024-53891-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Electrophysiological data was collected using AxoGraph v1.7.6 and v1.8.0. Behavioral data was collected with Animal Behavior Environment Test II (ABET II) by Lafayette Life Sciences. All RNAseq data was processed on an Illumina Novaseq X next generation sequencer. Imaging data was collected on a Zeiss 880 confocal microscope.                                                                                 |
| Data analysis   | All electrophysiology and immunofluorescence data was analyzed offline using custom written scripts in Python (v3.9). All code has been deposited and made publicly available on GitHub ( <a href="#">github.com/heblanke</a> ), with appropriate examples. RNAseq data was analyzed using StrandNGS. Behavioral data was analyzed within ABET II. Statistical analysis was performed in Python 3.9 and GraphPad Prism. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Given the size and quantity of raw electrophysiology and immunofluorescence data, we have not deposited complete data along with code on GitHub. However, we have included examples of each analysis conducted. As stated in the Data Availability section, raw data can be accessed through the corresponding author. RNA sequencing data are available through the NCBI Gene Expression Omnibus using accession number GSE273040.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size calculation was not performed prior to data collection. Many measures provide robust effect size.                                                                                                                                                                                                                                                                                                   |
| Data exclusions | Electrophysiology recordings were excluded if there was a >10MΩ shift in access resistance, or if recording stability noticeably declined. RNAseq samples were excluded if they did not include canonical dopamine neuron markers or did not pass quality control metrics defined in the paper methods.                                                                                                         |
| Replication     | The main finding in the paper revolves around 3xTg ventral tegmental area dopamine neuron depolarization and increased firing rate as a result of casein kinase 2 mediated alteration to small conductance calcium activated potassium channels. This result was reproduced numerous times, in numerous different recording paradigms, under different pharmacological manipulations, and animal manipulations. |
| Randomization   | Given two different genotypes were used in the study, randomization was not possible. However, for studies where covariates such as weight and sex were important (i.e. behavioral assays) mice were evenly split based on those parameters.                                                                                                                                                                    |
| Blinding        | Experimenters were not blinded to study animals during data collection. However, during data analysis, all data was batch analyzed and then sorted based on genotype.                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-CK2(beta) polyclonal antibody (Invitrogen, cat:#PA5-27416, lot:ZD4284172), anti-phospho-calmodulin(thr79, ser81) polyclonal antibody (Invitrogen, cat:#PA5-37503, lot:zd4283791). anti-Kcnn3 (N-term) (Alomone, cat:#APC-025, LOT:APC025AN1150). Anti-dopamine transporter (EMD Millipore cat:MAB369, lot:3988902), anti-tyrosine hydroxylase (abcam, cat:ab76442, lot:GR3393939-1), anti-chicken Alexa-fluor 488 (Jackson ImmunoResearch, cat:703-546-155, lot:169923), anti-rabbit 594 (invitrogen, cat:A32740, lot:ZA389020), anti-rat 647 polyclonal (Jackson Immunoresearch, cat:712-605-150, lot:156183),                                              |
| Validation      | CK2 antibody - selectively stains for CK2 in brain and not in liver, following previously known expression patterns. Phospho-calmodulin antibody - specifically upregulated phosphorylation in response to known stimuli and blocked with a phospho peptide. Tyrosine hydroxylase antibody - selectively stains for dopamine neurons in the ventral midbrain, shown to co-localize with DAT and other markers in numerous publications (PMID:32985503). Anti-Kcnn3 antibody- knockout certified (Kim et al 2012 Nature Neuroscience). All secondary antibodies were confirmed to have no non-specific binding by using secondary only controls, noted in methods. |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Wildtype and 3xTg mice were maintained on an SvJ/C57Bl/6 hybrid background. Ages ranged from 3 to 18 months old.                                                                                                                                                              |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                      |
| Reporting on sex        | Male and female mice were used in the study. For all experiments, animals were split evenly between sex. Total number of collected cells were reported in text for all electrophysiology and RNAseq experiments. Total number of animals were reported for behavioral assays. |
| Field-collected samples | No samples were collected from the field in this study.                                                                                                                                                                                                                       |
| Ethics oversight        | The Oklahoma Medical Research Foundation Institutional Animal Care and Use Committee (IACUC) approved all experiments in this study.                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

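RNA of single dopamine neurons of the ventral tegmental area, drawn through the pipette after patch-clamp recording, was sequenced from 12-month-old 3xTg (33 cells) and WT mice (35 cells). The authors deposited estimated counts per gene, made by trimming reads, aligning them in Strand NGS 4.0 to the mm10 RefSeq transcriptome with at least 90% identity, removing duplicate reads and counting them on 36172 genes, of which 17940 had a count in any cell. The deposited log2 values beside them had been normalized by the authors with the DESeq2 algorithm and shifted for each gene by an amount that is not stated. They were used as an alternative and to compare with the paper's fold changes.

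From the deposited counts, size factors were calculated as in DESeq2 (the median of ratios, over 787 genes), without rounding. The genotype difference of a gene is the difference, 3xTg minus WT, of the mean over cells of log2(normalized count + 1). Thinning, edgeR's TMM factors and the microglia sums without the highest cells used counts rounded to whole numbers. Other sums over the cells of a genotype were rounded only after summing. Expressed genes had a normalized count of at least 1 in at least 80% of the cells of at least 1 genotype. Intervals are exact at 95% (Poisson for sums, Clopper-Pearson for shares of cells) and cover counting error only. Totals ranged from 492505 to 1678624 counts per cell. Thinning drew 700471 counts per cell, the 10th percentile of the totals. Gene lists were set against 10000 random lists matched on mean expression in 20 bins.

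Cells were not taken as replicates. The labels name no mouse, so each genotype is 1 sample, and no p-value, standard error or count of changed genes is reported. While the table was explored, a t-test across cells with Benjamini-Hochberg adjustment was run on the authors' normalized values. It called fewer genes than the paper lists and did not return the paper's adjusted value for Csnk2a1. Its values are not reported, because cells are not replicates, and no result here rests on it. Correlations with tail current were not calculated, and the currents were not analysed here. Genes were named by a rule fixed before the data were examined: every gene the paper's text or Fig. 5 names, the genes of the lists, and the 5 genes with the largest and the 5 with the smallest difference among expressed genes for which the share of cells with a count and the summed counts go the same way. The lists were glycolysis, the SK channel complex, A-type potassium channels, transgene-related, sex-linked, immediate early, dopaminergic and dopaminergic subtype genes, markers of astrocytes, microglia, oligodendrocytes, endothelial cells, GABA and glutamate neurons, and the genes of the paper's text and of Fig. 5d, Fig. 5e and Fig. 5f. No cells were clustered or named, and doublets were not called. A gene of these lists is not reported here and is left out of the list's values.

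The alternatives were CPM values, TMM factors, summed counts, thinned cells, pseudocounts of 0.1 and 10, cells without a marker of another cell type, cells with a count alone, all genes with a count, other count minimums, other numbers of neighbours and components, and leaving out each cell in turn. Runs of label numbers, the number of genes detected as a term in a straight-line fit, and the authors' normalized values were added after the data had been seen.

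The calculations were tested on simulated data with the means and library sizes of these cells, in a comparison of the 33 with the 35 cells. With 200 genes changed by 2 on the log2 scale, of which 86 raised and 71 lowered genes were among the 4674 expressed genes, the summed counts gave a median of 2.02 for genes raised and −2.10 for genes lowered, and the mean over cells gave 1.94 and −1.88. With no gene changed, the median difference of the unchanged genes among 4751 expressed genes was −0.01. By the summed counts, a list of 20 genes lay at percentile 100 of matched lists with 200 genes changed. With no gene changed it lay at percentile 94.5, each from a single draw.

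Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 for the TMM factors. Coordinates are those of the authors' table, in mm10.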

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

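The tests of explanations in this part were chosen after the values had been seen. Each genotype is 1 sample, so the intervals cover counting error only.

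The paper does not report on Thy1, App or Mapt in the Patch-seq cells, and none of these genes is in its table of changed genes. They were listed before the data were examined, as genes tied to the transgenes of 3xTg mice. For Thy1 and App the interval of the summed counts, as CPM, in 3xTg lay above that in WT. Thy1 had 895 counts (interval 837 to 956) in 3xTg and 491 (interval 449 to 536) in WT, a log2 ratio of 0.76. It had a count in 24 of 33 3xTg and 18 of 35 WT cells, and over the cells with a count the difference was 0.25. App had 22617 counts (interval 22323 to 22914) and 18903 counts (interval 18634 to 19174), a log2 ratio of 0.15. Its genotype difference by the mean over cells was 0.11 relative to the median gene, and −0.06 after thinning, so that its direction against the median gene flips.

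A general shift between the cells of the genotypes may account for the difference of Thy1 by the mean over cells. By this measure, Thy1 lay at percentile 70.5 of the 200 genes nearest to it in mean level, whose own median difference was 0.61. By the summed counts it lay at percentile 85.0 of them. Their median log2 ratio was −0.028, so these genes showed no general shift by the summed counts. Reads of human transgenes counted on the mouse genes could also raise such genes. That explanation needs both App and Mapt to be raised, and the log2 ratio of the summed counts of Mapt was −0.37, below the median gene, while that of App lay above it. App and Mapt therefore cannot decide where the Thy1 counts come from, and this origin cannot be told apart from others. Differences between runs of label numbers and between the mice used, and a true change of the endogenous genes, stay open and untested.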

How the results depend on the processing

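The settings by runs of label numbers, by the number of genes detected, by the authors' normalized values and by the genes passing on deposited counts were chosen after seeing the data. The others were fixed before the data were examined. With no replicates and no test, a value was taken as unchanged when it kept its sign and stayed within 1.5 times the original one, or within the binomial interval of a share of cells. For the 15 results and the alternatives fixed beforehand, apart from leaving out single cells, 76 values were unchanged by this measure, 11 moved and 1 reversed. Under the added settings 33 were unchanged and 8 moved. Some values could not move, as Csnk2a1 and Nacc2 had a count in every cell and cells with a count alone gave the original values. The paper's listed genes were chosen on these same cells. The number of unchanged values is therefore not a measure of support.

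With summed counts in place of the mean over cells, the median difference of the expressed genes reversed from 0.47 to −0.028. Csnk2a1 moved from 1.25 to 0.48, Nucks1 from 1.29 to 0.45, Slc25a14 from 2.35 to 0.98, Calb1 from 1.87 to 0.63 and the glycolysis list from 0.80 to 0.43. With a pseudocount of 10 the median of the expressed genes was 0.28 and Slc25a14 was 1.31. Over the cells with a count alone the median was 0.18, Slc25a14 was 0.64, and 97.3% of the genes the paper lists as higher lay above 0. Over all genes with a count, which takes in 17940 genes in place of 3988, the median was 0.13. What causes these changes was not tested. The filter on low counts acts neither on single genes and the paper's listed genes nor on the glycolysis list, whose 16 genes all passed it.

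Between the first runs of label numbers Nucks1 was 2.04, Nacc2 −0.37 and the glycolysis list 0.42. Between the second runs they were 0.39, −1.20 and 1.59. With the number of genes detected as a term the median of the expressed genes was 0.21 and Nacc2 was −0.43. The cause of these changes was not tested.

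Csnk2a1 kept its direction in every setting run, and relative to the median gene of the same setting, single cells left out aside, it lay between 0.51 with summed counts and 1.07 over cells with a count. Runs and summed counts taken together gave less, with a log2 ratio of 0.20 between the second runs, where the median gene lay at −0.11. Slc25a14 and Calb1 stayed above and Nacc2 below the median gene in these settings. Nucks1 stayed above it except between the second runs, where it was −0.21.

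With each cell left out in turn, the median of the expressed genes lay between 0.40 and 0.52, Csnk2a1 between 1.13 and 1.35, Nucks1 between 1.13 and 1.42, Slc25a14 between 2.20 and 2.52, Nacc2 between −0.72 and −0.57, Calb1 between 1.62 and 2.03 and the glycolysis list between 0.71 and 0.86. The shares of the paper's higher and lower genes on the listed side stayed at 100%. No paired analysis was possible because the cells of the genotypes share no replicate numbers, and the results come from no test.

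After thinning to 700471 counts the median difference lay between 0.30 and 0.33 in 20 draws.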

Differences from the paper's values

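The paper gives an average of 3000 or more genes identified per cell, a lower limit, and over all genes of the table the mean number with at least 1 count was 7476. This meets the paper's limit and is more than 1.5 times the number it prints. The same holds for the alternatives set before the data were examined, with thinned cells (7341) and with a minimum of 2 counts (6877). Over the 4165 genes with a deposited count of at least 1 in 80% of the cells of a genotype, a setting chosen after seeing the values, the mean was 3699, within 1.5 times the printed number.

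For Slc25a14, Fig. 5g shows a highest value of about 3.5 in 3xTg and about 3.3 in WT and a lowest value of about −5 in WT, read by eye. The authors' normalized log2 values of Slc25a14 reach 9.29 in 3xTg and 7.86 in WT, and the lowest WT value is −0.87. No alternative was run on these values. The panel drawn for Slc25a14 has the extremes that the deposited table gives for Csnk2a1, which are 3.54 in 3xTg, and 3.35 and −5.02 in WT.

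The number of expressed genes was 3988 with normalized counts and 4165, the paper's value, with the deposited counts at the same minimum, an alternative set before the data were examined. The wording of the results, a count above 1 in more than 80% of cells, gave 3713 genes with deposited and 3938 with normalized counts.

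The paper states that cells negative for Pvalb, Tmem119, P2ry12 and Aldh1l1 were retained. Of the 68 cells, 10 had at least 1 count of one of these genes, and 8 had at least 10 counts. Small symbols for Pvalb, Tmem119 and P2ry12 are also drawn in Fig. 5b.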

Other observations

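Thinning, summed counts, cells with a count alone and cells without a marker of another type were alternatives fixed beforehand. Their use as tests of the explanations in this part, and the other tests, were chosen after the values had been seen, on the same cells.

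Most expressed genes were higher per cell in 3xTg, with a median difference of 0.47. A lower total count of the WT cells is not the whole cause, since the median was 0.32 after thinning, between 0.30 and 0.33 in 20 draws. That more genes were missed in WT cells stays open. The median was 0.18 over cells with a count alone, but leaving out cells without a count also narrows a true difference. A difference between runs cannot be told apart from genotype, because each run of label numbers holds 1 genotype, and the long WT runs differed by 0.49 and the 3xTg runs by 0.46, about as much as the genotypes. Between 3xTg cells 24 to 55 and WT cells 57 to 74 the median was 0.01. A second number in each column name corresponds to the label number as a position on a grid of 8 by 12 for all 68 cells. Harvest of RNA from the cell, the order of collection and a true difference in RNA content stay open.

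For Csnk2a1, the difference was 1.23 without the 10 cells that had a marker of another type. RNA of other cell types stays open, because other transcripts of such cells were also found in cells that were kept, as C1qb had a count in 6 of the 28 3xTg and 9 of the 30 WT cells kept, and Apoe in 18 and 19 of them. The shift of most genes stays open, as Csnk2a1 lay at percentile 80.4 of the expressed genes and a single gene has no replicate error here. Runs of label numbers stay open too, since the long WT runs differed by −0.37 by the mean over cells and by 0.12 by the summed counts. The 3xTg runs differed by −0.43 and −0.58, the latter more than the genotypes by the summed counts. For Nucks1 the long WT runs differed by 1.70, more than the genotypes, so run and genotype cannot be told apart.

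Transcripts of the Y chromosome were lower in 3xTg. Eif2s3y had at least 10 counts in 7 of 33 3xTg cells (21.2%, interval 8.98% to 38.9%). In WT these were 13 of 35 cells (37.1%, interval 21.5% to 55.1%). Such cells were 12 of 15 in WT 57 to 74 and 7 of 21 in 3xTg 24 to 55. There were none in WT 1 to 22 or 3xTg 76 to 92. Both run comparisons of the genotypes therefore set a run with such cells against a run with none. Ddx3y, which the paper lists as lower, had at least 10 counts in 8 3xTg and 22 WT cells, and its reads may be shared with Ddx3x. A smaller share of 3xTg cells from male mice is a candidate explanation, but the intervals for Eif2s3y overlap, and the sex behind each cell was not analysed here. Xist had at least 10 counts in 16 3xTg and 14 WT cells.

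Summed counts of the microglia list were 14961 in 3xTg and 33372 in WT, a log2 ratio of −1.27. The 3 highest WT cells held 55.3% of the WT counts of the list, and the 3 highest 3xTg cells 65.2% of theirs. Without these 6 cells the log2 ratio was −1.63, but this also took out most of the 3xTg counts. The test therefore cannot tell whether a few WT libraries account for the lower sum, and RNA of other cells in them stays open. Without its 3 highest cells WT had 14927 counts, close to the 14961 of all 3xTg cells. The median cell had 140 CPM of the microglia list in 3xTg and 162 CPM in WT. C1qb, its most abundant gene in WT, had 2797 and 10935 counts, in 10 and 13 cells. Cx3cr1, with 521 and 403 counts, and C1qc, with 798 and 210, were higher in 3xTg. The log2 ratio was −1.62 for the oligodendrocyte list, −0.16 for astrocytes, 0.27 for endothelial cells, −0.66 for GABA neurons and −1.08 for glutamate neurons, where 3 WT cells held 75.7% of the WT counts. Of the microglia list 1 gene was expressed by the criterion, of the oligodendrocyte list 2 and of the astrocyte list 2. No biological explanation was tested.

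Of 8 immediate early genes, listed before the data were examined, 5 had a higher sum in 3xTg, with a log2 ratio of 1.39 for Fosb, 1.28 for Jun, 0.86 for Egr1, 0.84 for Junb and 0.48 for Fos. Higher activity of the 3xTg neurons could be one origin, but Nr4a1, with −0.94, Arc, with −2.20, and Npas4, with −0.12, had lower sums. The values of Arc and Npas4 rest on few cells, since a single WT cell held 63.6% of the WT counts of Arc and another 48.2% of those of Npas4. In 3xTg a single cell held 59.9% of the counts of Arc and a single cell 53.8% of those of Npas4. For the 5 genes with a higher sum, the highest 3xTg cell held from 11.1% of the 3xTg counts (Fos) to 32.8% (Egr1). Npas4 was higher in 3xTg by the mean over cells, with 0.34, and had a count in 9 3xTg and 6 WT cells. The median of the 3 expressed genes lay at percentile 56.1 of matched lists by the mean over cells and 99.7 by the summed counts, so the genes of this list do not decide it.

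The expressed genes of the SK channel complex list had a median difference of 1.13, at percentile 98.3 of matched lists, and 0.38 by the summed counts. This list holds 3 genes of the paper's table, Csnk2a1, Ppp2r2a and Ppp2r4, which the study picked from these cells. Kcnn3, which encodes SK3, had a count in 25 of 33 3xTg and 22 of 35 WT cells, with a genotype difference of 0.86 by the mean over cells and a log2 ratio of −0.16 by the summed counts, so that its direction flips. The A-type potassium channel list had a median of 1.87 over 3 expressed genes, with 0.55 by the summed counts, and these are Kcnd3, Kcnip4 and Dpp6, of which the first pair is in the paper's table. None of the dopaminergic list is in the paper's table, and this list had a median of 0.76, at percentile 89.4, and 0.35 by the summed counts. Log2 ratios of the list sums were 0.34 for dopaminergic subtype genes, −0.05 for transgene-related and −0.99 for sex-linked genes. The genes of the paper's text had a median of 1.25, those labelled in Fig. 5d 1.90 and those in Fig. 5e 1.87.

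In the paper's table, 11 of 427 P values for the correlation with tail current lie below 0.05, where 21.35 would do so if no gene were correlated, with cells taken as replicates. The paper's r was negative for 219 of the 376 genes listed as higher and positive for 41 of the 51 listed as lower. The source data for the count depths of Supplementary Fig. 9a hold 67 of the 68 cells.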
